# Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo

**DOI:** 10.1371/journal.pone.0140831

**Published:** 2015-10-15

**Authors:** Ioannis Kokkinopoulos, Hidekazu Ishida, Rie Saba, Prashant Ruchaya, Claudia Cabrera, Monika Struebig, Michael Barnes, Anna Terry, Masahiro Kaneko, Yasunori Shintani, Steven Coppen, Hidetaka Shiratori, Torath Ameen, Charles Mein, Hiroshi Hamada, Ken Suzuki, Kenta Yashiro

## Abstract

In the early vertebrate embryo, cardiac progenitor/precursor cells (CPs) give rise to cardiac structures. Better understanding their biological character is critical to understand the heart development and to apply CPs for the clinical arena. However, our knowledge remains incomplete. With the use of single-cell expression profiling, we have now revealed rapid and dynamic changes in gene expression profiles of the embryonic CPs during the early phase after their segregation from the cardiac mesoderm. Progressively, the nascent mesodermal gene *Mesp1* terminated, and *Nkx2-5* ^+^/*Tbx5* ^+^ population rapidly replaced the *Tbx5* ^low+^ population as the expression of the cardiac genes *Tbx5* and *Nkx2-5* increased. At the Early Headfold stage, *Tbx5*-expressing CPs gradually showed a unique molecular signature with signs of cardiomyocyte differentiation. Lineage-tracing revealed a developmentally distinct characteristic of this population. They underwent progressive differentiation only towards the cardiomyocyte lineage corresponding to the first heart field rather than being maintained as a progenitor pool. More importantly, *Tbx5* likely plays an important role in a transcriptional network to regulate the distinct character of the FHF via a positive feedback loop to activate the robust expression of *Tbx5* in CPs. These data expands our knowledge on the behavior of CPs during the early phase of cardiac development, subsequently providing a platform for further study.

## Introduction

The heart is one of the first organs formed during vertebrate embryogenesis. Cardiac mesoderm cells emerge from the anterior portion of the primitive streak between the Early and Mid—Primitive Streak stages in the mouse embryo [1–4]. These cells migrate to the most anterior part of the lateral plate mesoderm (LPM), where cardiac progenitor/precursor cells (CPs) populate the heart field that will form the heart tube upon the Neural Plate stage [3, 5]. Subsequent morphogenetic events include the formation and looping of the heart tube, expansion of the ventricular and atrial chambers, and septation of the ventricles, atria, and outflow tract.

Lineage tracing experiments have led to the identification of the first heart field (FHF) and second heart field (SHF), from which the SHF CPs have been well characterised to date [1, 2, 6–8]. The SHF derives from cells of the subpharyngeal mesoderm [6, 9]. This population is localized initially in the mediodorsal region neighboring the FHF at E7.5 in the mouse embryo. Continuous addition of cells from CPs of the SHF to the arterial and venous poles of the heart tube as well as to the atrial septum occur until the separated systemic and pulmonary circulation is completed, underling their contribution to the right ventricle, outflow tract, and parts of the atria. The multipotency of SHF CPs gives rise to cardiomyocytes, electric conduction system, smooth muscle and endocardial/endothelial cells [10]. In contrast, the FHF gives rise to the first differentiated cardiomyocytes in the anterior splanchnopleuric layer of the LPM and directly contributes to the linear primitive heart tube [3, 11–15]. Although the detailed mechanisms regulating the segregation of the two heart fields remain unknown, it has been indicated that the FHF’s specification precedes that of the SHF in the primitive streak at Primitive Streak stage [4, 13, 14, 16]. The expression of the transcription factor *Tbx5* and potassium ion channel *Hcn4* at E7.5 were shown to be specific to the FHF, although the expression pattern of both genes are dynamically shifted in later stages of embryo development [11, 12, 17, 18]. *Tbx5* expression is also suggested to start at the Primitive Streak stage [14], whereas *Hcn4* likely starts after the Late Headfold stage [4, 11, 12]. Recent lineage tracing experiments indicate that the FHF contributes mainly to the left ventricle and portions of the atria [12–14]. In addition, different from the SHF, the FHF CPs marked by *Hcn4* and the FHF progenitor derived from the bHLH transcription factor *Mesp1* ^*+*^ cardiac mesoderm cells were shown to be unipotent [12, 13]. *Hcn4-*expressing FHF CPs contribute to the cardiomyocyte lineage, including the electric conduction system, whereas *Mesp1*-expressing FHF progenitors develop into cardiomyocytes or endocardium cells. Although the outline of the segregation and lineage tree of CPs including the FHF have been uncovered, the segregation from where the cardiac mesoderm terminates and what molecular mechanism underlies the segregation of CPs from the cardiac mesoderm remains largely unknown. Thus, further detailed elucidation of CPs at the early developmental stages will provide a better understanding of this aspect of embryonic CPs.

In order to intricately characterize the mouse embryonic CPs from the Neural Plate to the Headfold stage where CPs markers *Nkx2-5* and *Tbx5* are activated, we studied single-cell expression profiles from these stages. We demonstrate here; 1) a dynamic shift of CPs within a short period of time, underscoring the distinct expression profiles of the FHF and SHF at a single-cell resolution, 2) the unipotent character of *Tbx5* expressing CPs, which has not yet been clearly indicated, and 3) the existence of a positive feedback loop to fully activate the early *Tbx5* expression, suggested to be essential for cardiomyocyte differentiation unipotency of the FHF.

## Material and Methods

### Animals

The BAC transgene *Tbx5* ^CreERT2^ was constructed from the BAC clone RP23-267B15 [19] by replacement of exon 2 of *Tbx5* with a *CreERT2* cassette at the first methionine of the open reading frame in EL250 cells as previously described [20]. To perform recombination of BAC, PCR products for left-arm (5A SalI-EcoRV fragment) and right-arm (3A EcoRV-NotI fragment) fragments were amplified with the primer sets as follows; *Tbx5*-5A-F primer 5’ SalI site-caaaaataccgacgcctta-3’, *Tbx5*-5A-R primer 5’-EcoRV site-tgcgcaggggttcctg-3’, *Tbx5*-3A-F primer 5’-EcoRV site-cgatacagatgagggcttt-3’, and *Tbx5*-3A-R primer 5’-NotI site-ttatctggcccgttgttagc-3’. [5A SalI-EcoRV] fragment and [3A EcoRV-NotI] fragment were simultaneously cloned into pBluescript as [5A+3A SalI-EcoRV] fragment. After digestion via EcoRV, blunt-ended *CreERT2-FRT-neo* ^*R*^-*FRT* cassette was inserted between 5A left- and 3A right-arms. The EL250 cells transformed with RP23-267B15 BAC clone were subjected to electroporation with [5A-*CreERT2-FRT-neo* ^*R*^ *-FRT-*3A] fragment and selection using kanamycin brought BAC transgene with knock-in of [5A-*CreERT2-FRT-neo* ^*R*^ *-FRT-*3A] into *Tbx5* gene. Following the removal of the *neo* ^*R*^ cassette from this transgene via arabinose treatment (Flp induction), this genetically modified BAC clone (BAC transgene) was prepared and used for microinjection. BAC transgenic mice via microinjection were also generated as described previously [20]. The transgene recapitulated the expression pattern of endogenous *Tbx5* from the Neural Plate stage to the Headfold stage in embryos of five independent transgenic lines. Two of these lines (#3 and #28) that were the most efficient with regard to recombination at the *ROSA26* ^lacZ^ *Cre* reporter allele after tamoxifen administration in pregnant female mice at E7.5 [21, 22], were used for the present study. For staging the embryos, dissected embryos were classified according to their morphological features to identify the precise developmental stage instead of the embryonic day staging because of the frequent stage variation among litters [4]. Vaginal plug detection was set as E0.5. For lineage tracing *in vivo*, tamoxifen (0.1 mg per g of body weight) was administered by oral gavage to pregnant *ROSA26 Cre* reporter mice as previously described [21–23]. For teratoma formation assay, ES cells were injected subcutaneously together with Matrigel (BD Biosciences) into CD1 Nude/Nude mice (Charles River). The resulting tumours were dissected, embedded in paraffin, serially sectioned, and stained with hematoxylin-eosin (Sigma). All animals were kept as SPF grade. All animal procedures in this project were carried out under the project licenses (70/7254 and 70/7449) approved by the Home Office according to the Animals (Scientific Procedures) Act 1986 in the UK or under the approval from the Osaka University Animal Experimentation Committee (license Number: FBS-12-019) in Japan.

### Single-Cell cDNA Expression Profiling

Embryos of Early allantoic Bud (EB), Late allantoic Bud (LB), Early Head Fold (EHF), and the Early Somite stages were dissected, and the yolk sac and posterior portion of the embryo were removed as much as possible. The tissue was then dissociated into single cells by incubation with 0.05% trypsin/EDTA (Gibco) for 7 min at 37°C. The single cells were suspended in Hepes-buffered DMEM (phenol red free, Gibco) containing 0.4% polyvinylpyrrolidone (Sigma) and transferred to a non-coated petri dish. Each single cell was subsequently transferred to a reaction tube with a capillary pipette for cDNA preparation as previously described [24, 25]. PCR analysis of marker gene expression was performed with the primers listed in S1 Table to validate the cell of origin for each single-cell cDNA preparation. The Taqman assay was performed with an ABI7900HT system (Applied Biosystems). The primers and 6-fluorescein amidite (FAM)–conjugated probes are listed in S2 Table. Deep sequencing of single-cell cDNAs was performed with an Illumina GA IIx as previously described [25]. Aligned reads were annotated, normalized as RPM (reads per million), and subjected to statistical analysis, including one-way ANOVA and PCA, with Partek Genomic Suite 6.6 as previously described (S3 Table) [25]. Gene Ontology enrichment analysis was performed by Panther (http://www.pantherdb.org/) [26] and KEGG Annotation (http://www.genome.jp/kegg/annotation/) [27]. The sequence data have been submitted to NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE63796.

### *In situ* hybridization

Whole mount *in situ* hybridization and *in situ* hybridization on sections were performed as previously described [20, 28, 29]. A probe for *Tbx5* was kindly provided by B. Bruneau, for *Nkx2-5* by R. Harvey, for *Isl1* by S. Evans, for *Mesp1* by Y. Saga, for *Myl7* by M. Shirai, and for *Myl2* by T. Mohun. Images were acquired with a Leica M205FA stereomicroscope and DFC310 FX digital camera.

### Pulse-Chase Lineage Tracing

Embryos of *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ mice were dissected, and only those at the LB or EHF stage were studied. The embryos were incubated for 3 h in DMEM supplemented with 75% rat serum and 1 μM of 4-hydroxytamoxifen (Sigma) and then washed three times with Hepes-buffered DMEM (Gibco) to remove any residual drug. Whole-embryo culture was performed as previously described, with or without 1 μM 4-hydroxytamoxifen for 24 hours up to early somite stage for *ex vivo* lineage trace [28, 30]. For long culture, the dissected anterior portion of each embryo already exposed to 4-hydroxytamoxifen for 3 h was seeded on gelatin-coated Lab-Tek Chamber Slides (Nunc) after washing three times with Hepes-buffered DMEM to remove tamoxifen. The explants were cultured for 6 days without 4-hydroxytamoxifen and fixed for 10 min at 4°C with 4% paraformaldehyde in PBS prior to immunofluorescence staining.

### Derivation of mouse ES Cells

ES cell derivation was performed as previously described [31]. Blastocysts were harvested at E3.5 from pregnant *ROSA26* ^eYFP/eYFP^ mice that had been crossed with *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ transgenic males. The hatched blastcycts were cultured on a feeder layer of mouse embryonic fibroblasts in iSTEM Embryonic Stem Cell Culture Medium (StemCells) supplemented with leukemia inhibitory factor (LIF) (ESGRO, Merck Millipore) at 1000 U/ml. After 5 to 6 days, the ES cell aggregates were isolated by exposure to trypsin and seeded again on a feeder layer. The resulting clones were isolated and expanded further. Among the established ES cell colonies, we selected three independent clones with the male karyotype (represented by the presence of *Sry*) for further study. The ES cells were maintained in ESGRO Complete PLUS Clonal Grade Medium (Millipore) without feeder cells but with the addition of LIF (1000 U/ml).

### Cardiomyogenic Differentiation of mouse ES cells

Cardiac differentiation of mouse ES cells was induced via embryoid body formation followed by the culture of formed embryoid bodies on the gelatin-coated culture dish in DMEM supplemented with 10% FBS, which allows stochastic cardiac differentiation in ES cells, in order to exclude the possibility that a defined media preferentially induce the FHF identity. Cardiac differentiation, especially for FACS analysis, was induced using a previously described protocol with a modification [32]. Differentiation was induced either by embryoid body formation or in monolayer culture. Undifferentiated colonies were passaged for cell counting and reseeded at a density of 5000 cells/mm^2^ on glass coverslips coated with gelatin, fibronectin, or laminin. Colonies were exposed either to DMEM supplemented with 10% FBS throughout the differentiation process or to defined media for three-step differentiation. For three-step differentiation, cells isolated by exposure to trypsin were incubated for 1 day in Iscove's modified Dulbecco's medium (IMDM)–Ham’s F12 (Invitrogen) supplemented with N2 and B27 supplements (Gibco), 10% bovine serum albumin (Sigma), 2mM L-glutamine (Gibco), penicillin-streptomycin (Gibco), 0.5 mM ascorbic acid (Sigma), and 150 mM monothioglycerol (Sigma). For mesodermal induction and patterning, cells were exposed for 2 days to different concentrations of Activin A (5 and 8 ng/ml, R&D Systems) and bone morphogenetic protein 4 (0.1, 0.25, and 0.5 ng/ml; R&D Systems) together with human vascular endothelial growth factor (VEGF, 5 ng/ml; R&D Systems). Cardiac specification was induced by exposure of the cells to StemPro-34 SF medium (Gibco) supplemented with 2 mM L-glutamine, 0.5 mM ascorbic acid, human VEGF (5 ng/ml), human basic fibroblast growth factor (10 ng/ml, R&D Systems), and human fibroblast growth factor 10 (50 ng/ml, R&D Systems). The medium was changed every other day, and cells were analysed after 10 to 14 days *in vitro*.

### Immunostaining

Immunofluorescence and immunoblot analysis of cultured cells and tissue sections was performed as previously described [28, 33, 34]. Alkaline phosphatase staining was performed with an Alkaline-Phosphatase Detection Kit (Millipore). Immunofluorescence images of tissue sections were acquired with Zeiss LSM510 confocal and Keyence BZ8000 fluorescence microscopes. Chemiluminescent Western blot data was acquired with Alpha Imager HP Imaging System (Alpha Innotech). Primary antibodies were as follows: TBX5 (1/100 dilution for histology and 1/1000 dilution for Western blot, rabbit polyclonal, Sigma, Catalogue number HPA008786), GFP for the detection of eYFP (1/100 dilution, mouse monoclonal, Invitrogen, Catalogue number A11120; 1/100 dilution, rabbit polyclonal, Molecular Probes, Catalogue number A6455; 1/4000 dilution, goat polyclonal, Abcam, Catalogue number AB38689), TNNT2 (1/100 dilution, goat polyclonal, HyTest, Catalogue number 4T19/2), ACTA2 (1/100 dilution, rabbit polyclonal, Abcam, Catalogue number AB32575), HCN4 (1/100 dilution, rabbit polyclonal, Millipore, Catalogue number AB5808), NKX2-5 (1/100 dilution, goat polyclonal, Santa Cruz, Catalogue number sc8697), PECAM1 (1/100 dilution, rat polyclonal, Pharmingen, Catalogue number 550274), Estrogen Receptor α (not diluted, ESR; rabbit monoclonal, Abcam, Catalogue number AB27595), SSEA1 (1/1000 dilution, mouse monoclonal, Abcam, Catalogue number AB16285) and αTubulin (1/200 dilution, mouse monoclonal, Sigma, Catalogue number T5168).

### Flow Cytometry

Mouse ES cells on day 14 of cardiac differentiation were analyzed with the use of an LSR Fortessa II Analyzer (BD Biosciences) and FACSDiva 7.0 software as previously described [33]. In brief, the cultured cells were isolated by exposure to 0.25% trypsin/EDTA (Sigma-Aldrich) for 6 min at 37°C under 5% CO_2_. These were then fixed and permeabilized with IntraStain Reagent A and B of an IntraStain kit (DAKO) according to the manufacturer’s protocol. Primary antibodies included antibodies to TNNT2 (1/200 dilution, goat polyclonal, HyTest) and to GFP (1/500 dilution, rabbit polyclonal, Molecular Probes). Secondary antibodies included Alexa Fluor 647–conjugated donkey antibodies to goat immunoglobulin G and Alexa Fluor 488–conjugated donkey antibodies to rabbit immunoglobulin G (Molecular Probes). To assay apoptosis, Annexin V positive apoptotic cells were measured using a Dead Cell Apoptosis Kit with Annexin V Alexa Fluor^™^ 488 & Propidium Iodide Kit (Molecular Probes) according to the manufacturer’s protocol.

### Gene Targeting with CRISPR/Cas9

The oligonucleotide for a sgRNA was cloned into the pX330 vector (Addgene), and electroporated with the pIRES-puro expression vector (Clontech) into ES cells, followed by puromycin (Sigma) selection as previously described [35]. The oligonucleotides used for sgRNA are listed in S4 Table. The genomic deletion was confirmed by sequencing of Polymerase chain reaction (PCR) products obtained from the targeted genomic sequence.

## Results

### The single-cell expression profile of the earliest cardiac cells is highly dynamic

To characterize the CPs, we analysed single-cell cDNA profiles for the micro-dissected heart-forming region of mouse embryos from the Early Allantoic bud (EB) stage to the Early Headfold (EHF) stage, where *Nkx2-5* and *Tbx5* expression are initiated (Fig 1A and 1B). We excluded non—cardiac cell cDNA preparations on the basis of the markers *Sox17* for endoderm, and *Sox2* for neural ectoderm (Fig 1C) [36–38]. *Cfc1* was used for a marker of LPM and it should be positively expressed in CPs. We identified *Sox17* ^−^/*Sox2* ^−^/*Cfc1* ^+^/*Nkx2-5* ^+^ and/or *Tbx5* ^+^ cells as candidates for FHF CPs. PCR amplification of cDNAs revealed expression of *Nkx2-5* and *Tbx5* from the EB stage, whereas we did not detect their expression by whole-mount *in situ* hybridization (WISH) at this stage (Fig 1A and 1C–1E). This finding appears consistent with the segregation of the FHF and SHF within the primitive streak [13, 14]. Among a total of 1088 single-cell cDNA preparations obtained from the EB to Somite stages, we identified 111 preparations (those other than the ones of medium and light blue colours in the CP pie chart shown in Fig 1C) as candidates for FHF CPs. We also detected *Isl1* ^+^ LPM cells negative for *Nkx2-5* and *Tbx5* expression, which must correspond to the most primitive SHF cells (the medium and light blue colours in Fig 1C). Of note, most *Tbx5*-negative CPs were *Isl1* positive (67% versus 4% of all CPs in Fig 1C). We then classified CP cDNA preparations chronologically in terms of *Nkx2-5* and *Tbx5* expression (Fig 1D). Consistent with the results of WISH analysis, the abundance of *Nkx2-5* and *Tbx5* mRNAs increased gradually (Fig 1E and 1F), with the number of double-positive CPs for *Nkx2-5* and *Tbx5* (*Nkx2-5* ^+^/*Tbx5* ^+^) increasing up to the somite stage at the expense of *Tbx5* single-positive (*Tbx5* ^+^) CPs (Fig 1D). Given the specificity of the earliest *Tbx5* for the FHF and the induction of *Tbx5* expression at the Primitive Streak stage [14], this subpopulation shift suggests that *Tbx5*-expressing FHF CPs appear initially as *Tbx5* ^*+*^ which later become *Nkx2-5* ^*+*^ */Tbx5* ^*+*^. Although the earliest expression of both *Nkx2-5* and *Tbx5* has been regarded as a marker for the cardiac crescent (FHF), the region of *Nkx2-5* expression was not identical to that of *Tbx5* expression (Fig 1D and 1F and S1 Fig) [1, 39]. The area of *Nkx2-*5 expression expanded more widely toward the medial region than that of *Tbx5*, suggesting that only *Tbx5-*expressing cells at the EHF stage constitutes the FHF. Alternatively, the data suggests that the cardiac crescent could harbour a heterogeneous mixture containing *Nkx2-5* ^low+^ cells that later activate *Tbx5*.

**Fig 1:**
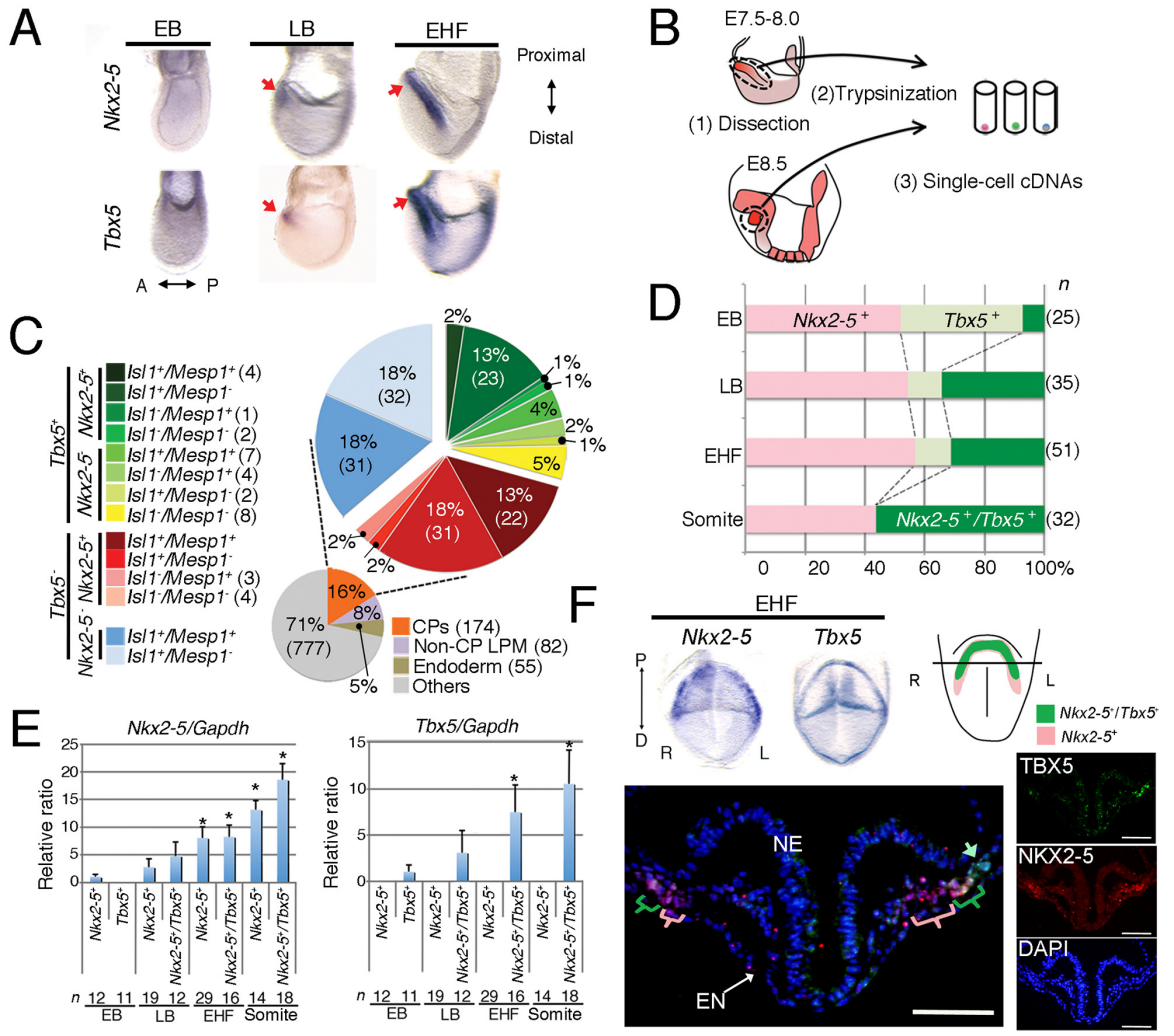
Single-cell expression profiling of the earliest CPs. (A) WISH analysis of *Nkx2-5* and *Tbx5* expression in mouse embryos at EB, late bud (LB), and EHF stages. Embryos are shown in left lateral view. A; anterior, P; posterior, Red arrows; the most anterior part of the embryo. (B) Strategy for generation of single-cell cDNA preparations. (C) Classification of single-cell cDNA preparations of CPs from EB, LB, and EHF stages by PCR analysis of marker genes. The number of preparations is shown in parentheses. (D) Subpopulation shift between EB and Somite stages. (E) Taqman assay for *Nkx2-5* and *Tbx5* on constructed single-cell cDNA preparations. (F) Distribution of *Nkx2-5*-expressing CPs and *Tbx5*-expressing CPs in EHF stage embryo. The pictures of the embryos in the upper panel indicate whole mount *in situ* hybridization for *Nkx2-5* and *Tbx5* in EHF stage embryos in the frontal view. Note the area of *Nkx2-5* is wider than that of *Tbx5*. Fluorescence images indicate the immunostained EHF stage mouse embryo for NKX2-5 and TBX5. The illustration at the upper right panel shows section plane of fluorescence image. D; distal, EN; endoderm, NE; neural ectoderm. Blue; 4ʹ,6-diamidino-2-phenylindole (DAPI), Green; TBX5, Red; NKX2-5, L; left, P; proximal, R; right. Scale bar; 100 μm.

To characterize each of these subpopulations further, we scored cDNA preparations chronologically for the ratio of cells positive for the expression of additional cardiac marker genes by PCR (Fig 2A and 2B). Most CPs at the EB stage still expressed the cardiac progenitor marker *Mesp1* [1, 40]. The expression of *Mesp1* was almost completely down-regulated within the heart fields by the EHF stage. A terminal differentiation marker of cardiomyocytes, *Myl2*, was not expressed in a substantial proportion of cells until the somite stage, consistent with WISH data (Fig 2B) [41]. Thus, the clearly recognizable robust terminal differentiation likely takes place between the Late Headfold (LHF) stage (E8.0) and the somite stage. Unexpectedly, another cardiomyocyte marker *Myl7* was apparent in almost all CPs at all stages analysed and even among yolk sac (Fig 2B)[7, 42]. *Myl7* was expressed even at the EB stage, with its expression also previously having been detected within the primitive streak [13, 43], suggesting that its expression does not necessarily reflect a cardiomyocyte identity, at least up to the EHF stage. Also unexpectedly, *Isl1* that has been regarded as specific for the SHF was detected in most cDNA preparations in the EHF stage regardless of *Tbx5* expression, although fewer *Tbx5* ^+^ CPs in the EB stage expressed *Isl1* compared to *Nkx2-5* ^+^ CPs (Fig 2A). This evidence supports previous reports that *Isl1* is detected among the FHF population [44–47]. As indicated by previous studies, *Isl1* expression was down-regulated in differentiated cardiomyocytes at E8.5 (Fig 2A and 2B) [10, 44, 45]. Together, these results suggest that the expression profiles of CPs change rapidly from the EB to EHF stages; they might reflect a superimposition of different waves of progenitor cells and progressive differentiation.

**Fig 2:**
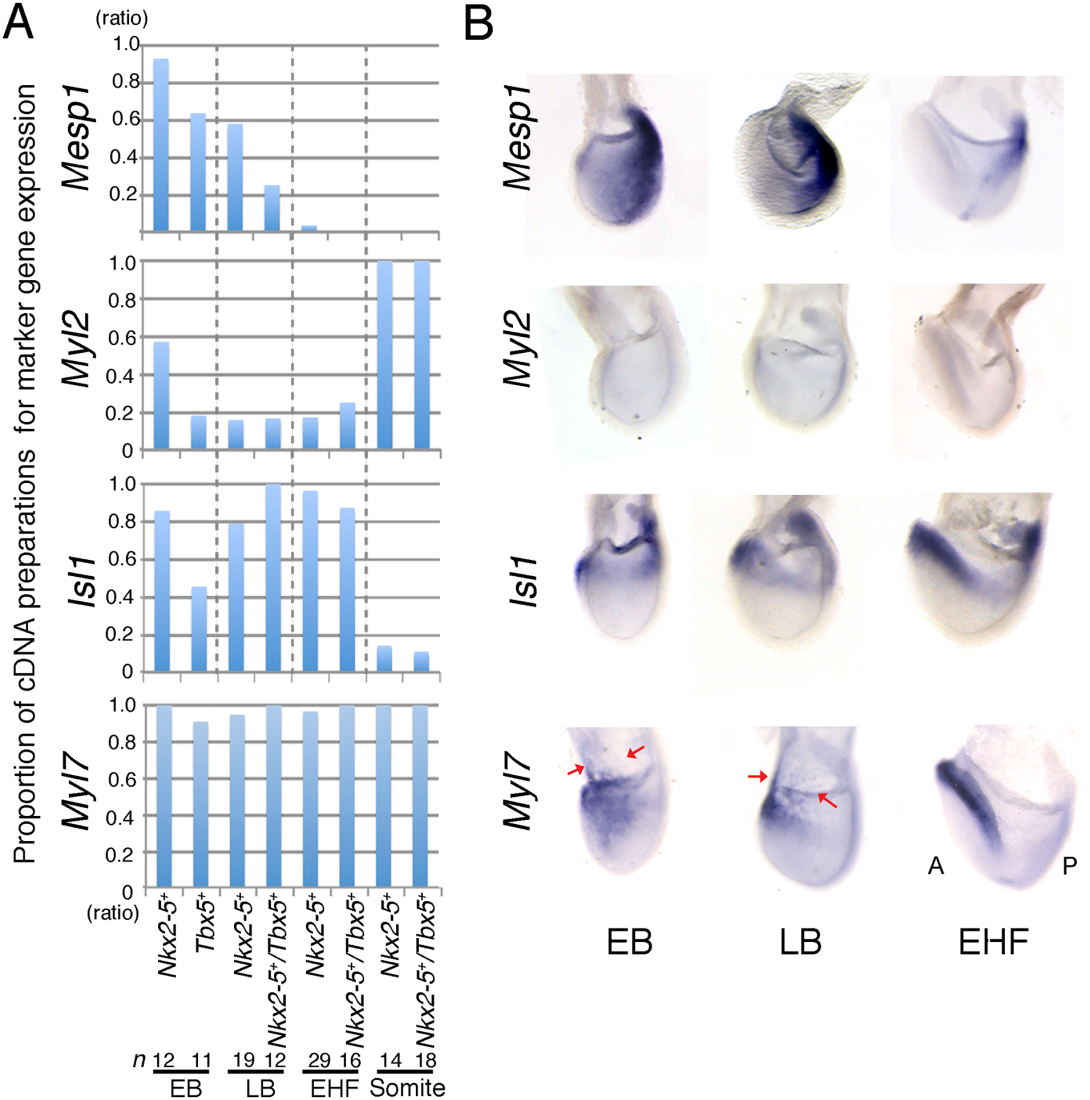
Dynamic Changes in the Expression Profiles of CPs from the EB to EHF Stages. (A) Proportion of single-cell cDNA preparations positive for *Mesp1*, *Myl2*, *Isl1*, and *Myl7* expression at the indicated embryonic stages as determined by PCR analysis. (B) WISH analysis of *Mesp1*, *Myl2*, *Isl1*, and *Myl7* expression in the mouse embryo at the EB, LB, and EHF stages. Embryos are shown in the left lateral view. Expression of *Mesp1* was detected at a low level in the anterior mesoderm at the EB stage. *Myl2* was not detected as expected by PCR analysis on single cell cDNA preparations in (A). A; anterior, P; posterior.

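Single-cell cDNA preparations from 12 cells were deep sequenced, 3 for each of 4 subpopulations: EB Nkx2-5+, EB Tbx5+, EHF Nkx2-5+ and EHF Nkx2-5+/Tbx5+ CPs. EB is the early allantoic bud stage and EHF the early head fold stage, and the markers are those detected by PCR on the same cDNA. The authors picked each cell with a capillary pipette, amplified its cDNA by PCR, sequenced it on an Illumina GA IIx and scaled the reads of each gene to the aligned reads of the cell (RPM), without adjusting for gene length. The genome build was mm10, and the aligner is not given in the sources used here. Aligned reads were 27764442, 22681504 and 35891446 in the EB Nkx2-5+ CPs and 36733874, 36168502 and 32844430 in the EB Tbx5+ CPs. They were 33505486, 35445587 and 12475588 in the EHF Nkx2-5+ CPs and 37905007, 36588366 and 34866324 in the EHF Nkx2-5+/Tbx5+ CPs, the totals of S3 Table. The RPM of all listed genes summed to 417129 to 576187 per cell, since reads outside these genes stayed in the total. Between 6325 and 8926 genes were above 0 RPM in a cell. A single read was worth 0.0264 to 0.0802 RPM, and a gene at 0 can hold up to 3 reads, 0.0791 to 0.240 RPM, for counting error only, because reads copied by PCR are not independent molecules.
For each gene, the mean RPM of the 3 cells of a subpopulation was compared with the mean of the other 9 cells as a log2 difference, after adding 10 RPM to each mean. For a list of genes, the median of these log2 differences was taken over the members with a mean of at least 10 RPM over the 12 cells, 5031 of the 14063 listed symbols in all. Its percentile was taken among 10000 random lists of the same size and like mean RPM, as a description of these cells. Medians given cell by cell set 1 cell against the mean of the 9 cells outside its subpopulation, without random lists. All 3 can lie below the value of their subpopulation, as for sarcomere genes in the EB Tbx5+ CPs (-2.63, -2.36 and -2.44 against -1.70). A cell's value below 0 therefore does not by itself place that cell below the others. Each preparation is 1 cell and the labels name no embryo for any of them, so the 3 cells of a subpopulation count as 1 sample, no test was made, and values are given per cell as replicates 1 to 3.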

To explore further, we selected three typical single-cell cDNA preparations of EB and EHF stages and examined the expression profile by deep sequencing (Fig 3, S2 Fig and S3 Table). Principal component analysis (PCA) indicated that the expression profiles of *Nkx2-5* ^+^/*Tbx5* ^+^ FHF CPs at the EHF stage were relatively distinct from others (Fig 3A). 

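In the first 3 principal components, the EHF Nkx2-5+/Tbx5+ CPs lay farthest from the rest: the centroid of their 3 cells was 43.9 from the centroid of the other 9 cells. For the EB Nkx2-5+, EB Tbx5+ and EHF Nkx2-5+ CPs this distance was 28.1, 24.2 and 28.9. The EHF Nkx2-5+/Tbx5+ CPs were also far from each other, with a mean distance of 71.0 within the subpopulation and 67.2 to the other 9 cells, a ratio of 0.946; without replicate 3 it was 1.58. The same ratio of outer to inner distance was 1.05 for the EB Nkx2-5+, 1.12 for the EB Tbx5+ and 1.13 for the EHF Nkx2-5+ CPs. The highest scores on the first component were those of EHF Nkx2-5+/Tbx5+ replicate 3 (58.9) and EHF Nkx2-5+ replicate 2 (44.1), the cells with the fewest genes at 1 RPM or more (2682 and 3073). Each gene was standardised over the 12 cells, and the components held 15.2%, 11.2% and 9.82% of the variance. The EHF Nkx2-5+/Tbx5+ CPs had the farthest centroid in 7 of 8 settings of the PCA and in 12 of 12 runs that left out 1 cell. With genes of at least 50 RPM, the EHF Nkx2-5+ CPs were farther (25.8 against 22.5). Among the 7, the lead was small with all components (49.3 against 48.0 for the EB Nkx2-5+ CPs). It was also small on centred RPM (10278 against 9978 for the EHF Nkx2-5+ CPs). All these runs share the same cells, so their counts are not independent support. The ratio was the measure set in advance. In simulated cells with the spread of the real ones it was 0.831 with 8-fold changes put into 1 group and 1.06 without. The ratio therefore cannot show such changes. The centroid distance was chosen after seeing the data and picked out that group in 100% of draws with the changes. Without changes it did so in 10% of 20 draws, or 40% at a lower spread (coefficient of variation 0.3). The 4 simulated groups are then alike, so each is equally likely to be farthest, and these shares scatter about that. Some group is always farthest, so being farthest is weak evidence of a difference.

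**Figure D1:**
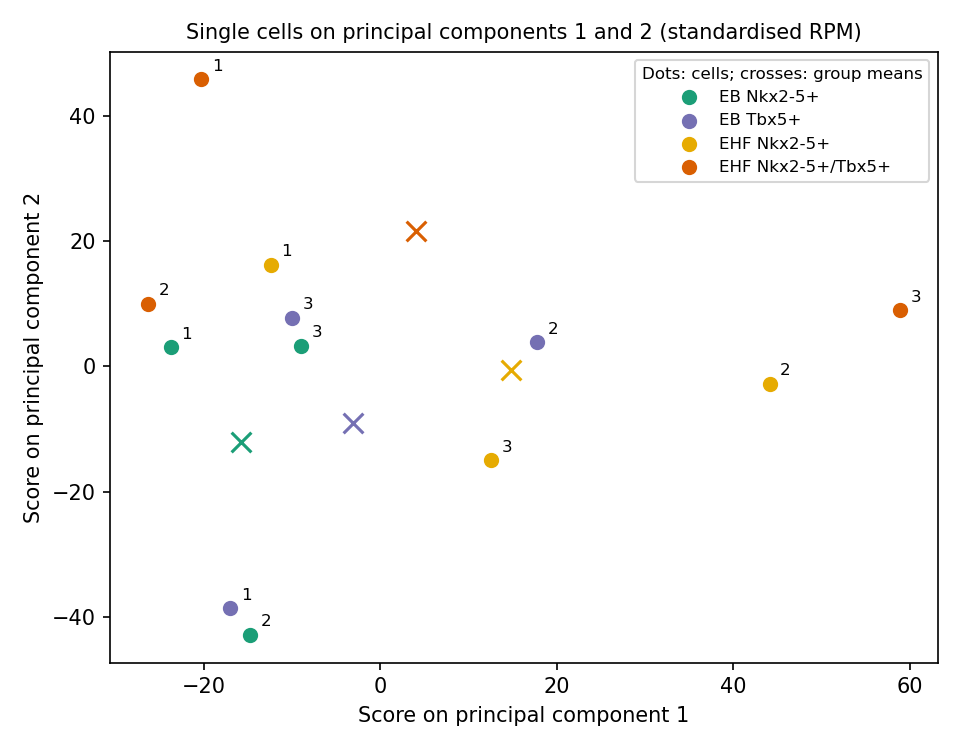
Scores of the 12 cells on principal components 1 and 2 of standardised RPM; each dot is 1 cell, coloured by subpopulation and numbered by replicate, and crosses mark centroids. The EHF Nkx2-5+/Tbx5+ replicate 3 has the highest score on the first component, 58.9.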

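Cells of 1 subpopulation differed widely in single genes. Isl1, a LIM homeodomain factor of CPs, was at 0.0528, 89.5 and 31.8 RPM in replicates 1, 2 and 3 of the EHF Nkx2-5+/Tbx5+ CPs. Mesp1, a transcription factor of the earliest cardiac mesoderm, was at 225, 0.176 and 532 RPM in the EB Nkx2-5+ CPs and at 0.218, 317 and 90.2 RPM in the EB Tbx5+ CPs. Gapdh, a glycolytic enzyme, was at 311, 255 and 14.3 RPM in the EHF Nkx2-5+/Tbx5+ CPs, against 113 to 306 RPM in the other 9 cells. Across genes, the Spearman correlation of RPM averaged 0.399 over the 12 pairs of cells of the same subpopulation (0.322 to 0.455) and 0.380 over the 54 pairs from different ones (0.217 to 0.483). Pairs of EB Nkx2-5+ CPs averaged 0.425 and pairs of EB Tbx5+ CPs 0.422, while pairs of EHF Nkx2-5+ CPs averaged 0.372 and pairs of EHF Nkx2-5+/Tbx5+ CPs 0.377. The lowest mean correlation to the other cells was that of EHF Nkx2-5+/Tbx5+ replicate 3, 0.269. The median coefficient of variation of a gene over the 12 cells was 1.58. Genes are not independent replicates, and the lowest depth, 12475588 reads in EHF Nkx2-5+ replicate 3, adds counting noise to that cell.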

The heterogeneity was observed to some extent even among cDNAs belonging to the same population, represented by the distance in PCA. 

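In each subpopulation, a small set of genes was higher or lower in all 3 cells than in each of the other 9. In the EHF Nkx2-5+/Tbx5+ CPs, 50 genes were higher in this way, among them Rbm24, an RNA-binding regulator of muscle splicing (log2 difference 4.75), Flna, which encodes the actin crosslinker filamin A (4.26), and the imprinted RNA H19 (4.04); 12 were lower, including the N-cadherin gene Cdh2 (-2.43) and the replication factor Gins1 (-2.19). In the EHF Nkx2-5+ CPs, 19 were higher, including Atg7, an enzyme of autophagy (5.34), and the mitochondrial complex genes Ndufc1 (2.17), Sdhb (1.85) and Sdhc (1.73). Of 56 measured nuclear genes of oxidative phosphorylation, 17 had a higher mean there, with a median of -0.27 (93.7th percentile of matched random lists). In all 3 cells 23 genes were lower than in each of the other 9. They included the replication protein gene Rpa1 (-4.15) and Terf2, which encodes a telomere-binding protein (-3.16). In the EB Tbx5+ CPs, 24 were higher, including the proteasome subunit Psmd12 (4.46) and Syngr2 (3.32), and 9 were lower, including Nkx2-5, whose absence in PCR is part of their label (-3.45), and the ligand gene Bmp7 (-2.54). In the EB Nkx2-5+ CPs, 27 were higher, including Tinf2, which encodes a telomere protein (3.64), Sqle, an enzyme of cholesterol synthesis (3.23), and Etv2, a transcription factor of the endothelial and blood lineages (2.89); 5 were lower, including the mitotic genes Cenpf (-5.92) and Cdca8 (-1.95). Single cells weigh on some of these values: without EHF Nkx2-5+/Tbx5+ replicate 3, Rbm24 and Flna had 2.75 and 2.04, and Rpa1 -2.82; without EHF Nkx2-5+ replicate 2, which had 3906 RPM of Cenpf, Atg7 had 3.45 and Cenpf -4.27. If cells had no order, 0.455% of genes, 22.9 of the 5031 compared, would have 3 given cells on top, and no call of a differing gene is made from these counts.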

We then filtered the genes showing a significant difference in expression in each cell subpopulation compared with the other cell subpopulations by one-way analysis of variance (ANOVA, with a non-adjusted *P* value of <0.05) (Fig 3B, S2 Fig and S5–S8 Tables). 

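Of 9 genes that mark CPs, act on WNT signalling or build the sarcomere, each had a higher mean in the EHF Nkx2-5+/Tbx5+ CPs than in the other 9 cells. The study chose all 9 as enriched on these same cells, and Tbx5 is part of their label, so this direction is not independent evidence. Tbx5, the T-box factor of the FHF (chromosome 5 from 119796514 to 119885220 in mm10), was at 60.3, 3.69 and 8.69 RPM in replicates 1, 2 and 3 and at most at 0.335 RPM elsewhere, a log2 difference of 1.77. Smarcd3, a cardiac subunit of the BAF chromatin remodelling complex (chromosome 5 from 24592622 to 24624456), was at 352, 177 and 770.1 RPM, a log2 difference of 2.62. Gata4, a zinc finger factor of heart development (chromosome 14 from 63198914 to 63271712), was at 291, 314 and 55.4 RPM (2.52), and EB Nkx2-5+ replicate 3 was also high at 219 RPM. Sfrp5 (chromosome 19 from 42197971 to 42202252), which encodes a secreted WNT antagonist, was at 702, 20.9 and 158 RPM and is listed at 0 in the other 9 cells. Wnt5a, a non-canonical WNT ligand, was at 25.4, 85.2 and 0.0287 RPM (2.19) and its receptor gene Ror2 at 191, 222 and 0.172 RPM (3.82), so replicate 3 was near 0 for both. Among genes of the contractile apparatus, the troponin C gene Tnnc1 was at 57.7, 12.4 and 101 RPM (2.73) and the troponin I gene Tnni1 at 74.7, 22.5 and 2.47 RPM (1.94). Myl7, the atrial myosin light chain (chromosome 11 from 5896637 to 5898782), was at 1124, 38.6 and 1219 RPM (2.07), while EB Nkx2-5+ replicate 3 had 536 RPM. Without EHF Nkx2-5+/Tbx5+ replicate 1, the log2 differences of Tbx5 and Tnni1 were 0.69 and 1.00; without replicate 2 that of Wnt5a was 1.15, and without EB Nkx2-5+ replicate 3 that of Gata4 was 3.82.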

The enriched genes in *Nkx2-5* ^+^/*Tbx5* ^+^ FHF CPs included already known markers for CPs (*Tbx5*, *Smarcd3*, and *Gata4*), molecules of negative regulation of canonical WNT receptor signalling pathway (*Wnt5a*, *Ror2*, and *Sfrp5*) [48, 49], and sarcomere molecules (*Tnnc1*, *Tnni1*, and *Myl7*). This strongly suggests that the *Nkx2-5* ^+^/*Tbx5* ^+^ FHF CPs have already started terminal differentiation into cardiomyocytes to some extent, although we could not detect *Myl2* using PCR on single cell cDNA preparations and whole mount *in situ* hybridization (Fig 2). 

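Genes of the sarcomere were higher as a set in the EHF Nkx2-5+/Tbx5+ CPs: 9 of 10 measured genes had a higher mean than in the other 9 cells, with a median log2 difference of 2.97, at the 100th percentile of matched random lists. Tnnt2, which encodes cardiac troponin T (chromosome 1 from 135836315 to 135852268), was at 11.1, 0.191 and 2269.6 RPM in replicates 1, 2 and 3, and the cardiac actin gene Actc1 at 67.0, 0.0820 and 2681 RPM, log2 differences of 6.27 and 5.95. The cardiac myosin heavy chain genes Myh6 and Myh7, which are listed at 0 in the other 9 cells, were at 2.14, 0 and 1154 RPM and at 3.06, 0 and 1056 RPM. The muscle intermediate filament gene Des was higher, mostly from replicate 1 (2.08), and the Z-disc gene Actn2 lower (-1.25), with 124 RPM in EHF Nkx2-5+ replicate 1. Myl2, the ventricular myosin light chain, was at 0 in all 3 EHF Nkx2-5+/Tbx5+ CPs. Cardiac transcription factors were also higher, 8 of 10 with a median of 1.81 (99.99th percentile), including Gata6 (2.67) and Srf (1.77), while Hand1 (-3.64) and Mef2a (-1.66) were lower. Of FHF genes, 3 of 4 were higher, with a median of 2.57 (99.84th percentile); Tbx5 itself, with a mean of 6.11 RPM over the 12 cells, was under the minimum. The study chose all 4 of these FHF genes on the same cells, and 4 of the sarcomere list and 6 of the transcription factor list, members under the minimum included, so the percentiles are not independent evidence. Of 3 measured genes of calcium handling and ion channels, 2 were higher, Gjc1 (1.89) and Atp2a2 (0.58). Taken cell by cell, the sarcomere median was 1.72, 0 and 3.98 and that of the transcription factors 1.31, 1.46 and -0.97, so replicate 3 led the first and was low in the other; without replicate 3 the sarcomere median was 1.25 and the difference of Tnnt2 0.65, and without replicate 1 the median of the transcription factors was 0.99.

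**Figure D2:**
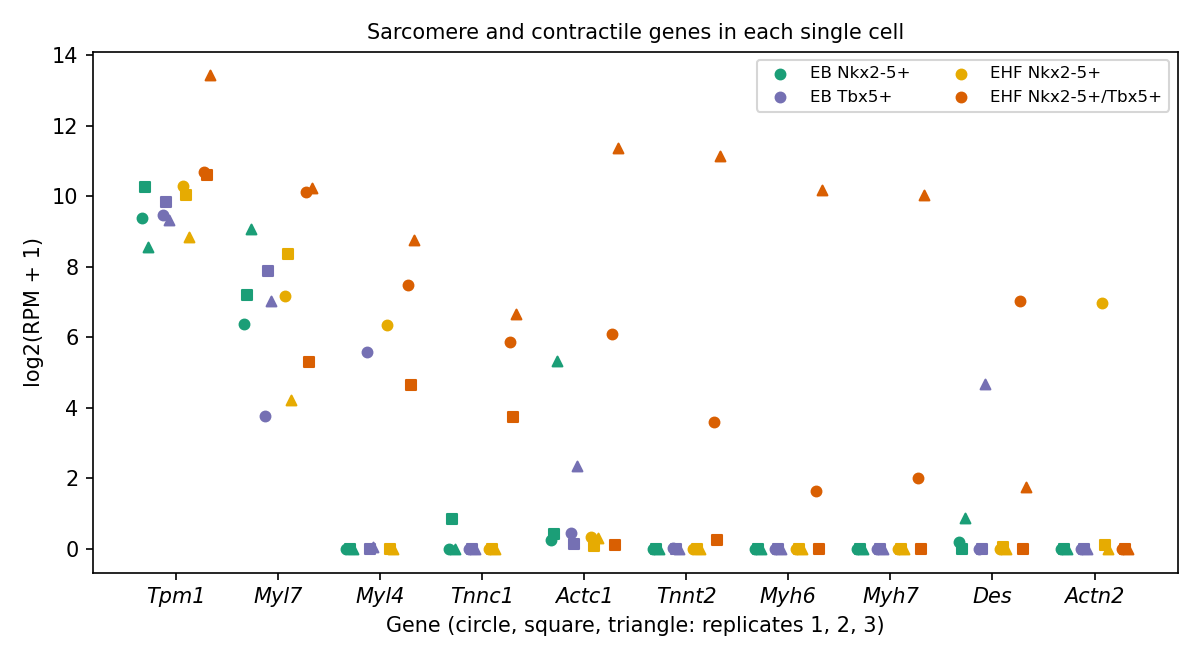
RPM of sarcomere genes in each of the 12 cells, as log2 of RPM with 1 added; each point is 1 cell, coloured by subpopulation, with circle, square and triangle for replicates 1, 2 and 3. The highest values of Tnnt2, Actc1, Myh6 and Myh7 belong to EHF Nkx2-5+/Tbx5+ replicate 3, at 2269.6, 2681, 1154 and 1056 RPM.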

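Canonical WNT pathway genes were mostly lower in the EHF Nkx2-5+/Tbx5+ CPs, and genes that act against the pathway went both ways. Of 16 measured canonical components, 10 were lower and 6 higher than in the other 9 cells, with a median log2 difference of -1.12, at the 2.42th percentile of matched random lists. Lef1, a nuclear partner of beta-catenin, was at 1.61, 52.0 and 0.0574 RPM in replicates 1, 2 and 3 (-1.72), and Ctnnb1, which encodes beta-catenin, at 149, 605 and 16.5 RPM (-1.58). The transcriptional corepressor gene Ctbp2 was lower (-1.45) and the scaffold gene Axin1 higher (0.78). Of 9 measured genes for non-canonical WNT ligands and receptors and WNT inhibitors, 3 were higher and 6 lower, with a median of -0.79 at the 20.4th percentile. Wnt5a, with a mean of 9.42 RPM over the 12 cells, was just under the minimum of 10 RPM and is not among the 9; with no minimum the median of the non-canonical WNT ligands and receptors and WNT inhibitors was -0.039. Besides Sfrp5 and Ror2, the higher gene was Shisa2 (1.56), all of it from replicate 2 (315 RPM). The WNT antagonist genes Dkk1 (-3.00), Frzb (-1.37) and Sfrp1 (-0.79) were lower. Against the EHF Nkx2-5+ CPs alone, the canonical list had a median of 0.038, with 9 of 16 genes higher. With the median over cells in place of the mean, the medians of the canonical pathway and of the inhibitors were -0.091 and 0; without replicate 3 the latter was -0.23 and without replicate 2 -1.36.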

Potential inhibition of the WNT canonical pathway in this population is consistent with previous reports indicating that the WNT canonical pathway inhibits cardiomyocyte differentiation after cells have already been committed to a cardiac lineage [50, 51]. In contrast, the enriched genes in EHF *Nkx2-5* ^*+*^ CPs included the genes expressed in the SHF (*Fgf10* and *Fgf8*), suggesting that this population is the SHF CPs [52]. 

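Fgf10 and Fgf8, which the paper names for the SHF, had higher means in the EHF Nkx2-5+ CPs than in the other 9 cells, at low levels. The study chose them on these same cells, so their direction is not independent evidence. Fgf10, an FGF ligand of the SHF (chromosome 13 from 118714699 to 118792573 in mm10), was at 1.76, 0.367 and 7.94 RPM in replicates 1, 2 and 3, a log2 difference of 0.40 from the other 9 cells. Fgf8, another SHF ligand (chromosome 19 from 45736491 to 45742941), was at 0, 15.2 and 16.8 RPM, a log2 difference of 0.94. Foxp2, a forkhead factor (chromosome 6 from 14901349 to 15441977), was at 11.1, 33.1 and 26.9 RPM (1.61), and Acvr2b, an activin receptor, at 153, 71.5 and 223 RPM (1.82). Spry2, an antagonist of FGF signalling, was at 2.75, 4.06 and 8.50 RPM (0.41). S7 Table holds 4 genes of the FGF pathway list, Fgf8, Fgf9, Fgf10 and Spry2, all higher here and all under the minimum of 10 RPM for lists; of the members at or above it, 0 of 4 were higher, with a median of -1.15 at the 27.7th percentile of matched random lists. A list of SHF genes had 2 of 7 measured members higher and 5 lower in these cells, with a median of -0.51 at the 74.8th percentile. Foxc2 was higher (0.79), while Hoxb1 (-2.68), Wnt2 (-2.81) and Aldh1a2 (-2.75) were lower. Foxp2 was also under the minimum; with no minimum the median of the second heart field genes was 0.0066, at the 98.4th percentile. With the median over cells it was 0.24 and without replicate 1 -1.29, and without replicate 3 the log2 differences of Fgf10 and Spry2 were 0.13 and 0.24.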

The enrichment of *Cited2* and *Hand1*, which are related to heart development, were observed in EB *Tbx5* ^*+*^ CPs, whereas the components of WNT canonical (*Ctnnb1*, *Lef1* and *Tcf3*) and NOTCH signalling (*Notch1* and *RBPj*) were enriched in EB *Nkx2-5* ^+^ CPs [53, 54]. 

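In the EB Tbx5+ CPs, Hand1, a basic helix-loop-helix factor of heart and extraembryonic mesoderm (chromosome 11 from 57828713 to 57832147 in mm10), was at 1643, 1102 and 1684 RPM in replicates 1, 2 and 3, a log2 difference of 3.10 from the other 9 cells. EB Nkx2-5+ replicate 1 had a similar level of Hand1, 1158 RPM, and without it the difference was 4.92. Cited2, a transcriptional coregulator of heart development (chromosome 10 from 17723228 to 17725674), was at 235, 154 and 218 RPM (1.33). In the EB Nkx2-5+ CPs, Ctnnb1 (chromosome 9 from 120933400 to 120960507) was at 1161, 2888 and 587 RPM (2.08) and Lef1 (chromosome 3 from 131110297 to 131224357) at 332, 0.265 and 204 RPM (2.30), so replicate 2 had the highest Ctnnb1 and almost no Lef1. The symbol Tcf3, listed as the E2A gene (chromosome 10 from 80409541 to 80433976), was at 190.2, 506 and 521 RPM (1.10). Tcf7l1, a TCF partner of beta-catenin for which Tcf3 is an older name, was at 173, 78.6 and 372 RPM (1.68). The receptor gene Notch1 (chromosome 2 from 26457902 to 26503822) was at 81.4, 131 and 124 RPM (1.82), and Rbpj, the DNA-binding factor of the NOTCH pathway (chromosome 5 from 53555779 to 53657445), at 457, 44.0 and 186 RPM (1.90). Notch1 was higher still in EHF Nkx2-5+/Tbx5+ replicate 1, at 153 RPM, and without that cell its difference was 2.73. Without replicate 2 the difference of Ctnnb1 was 1.27, and without replicate 1 that of Rbpj was 0.96 and that of Lef1 1.55. The genes that the paper names here were chosen on these same cells, so their direction is not independent evidence.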

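In the EB Nkx2-5+ CPs, 11 of 16 measured components of the canonical WNT pathway were higher than in the other 9 cells, with a median log2 difference of 0.78, at the 98.8th percentile of matched random lists. The corepressor gene Ctbp2 was at 313, 955 and 60.9 RPM in replicates 1, 2 and 3 (3.10), the WNT receptor gene Fzd1 at 128, 5.20 and 0.529 RPM (2.35) and Pygo2, a cofactor of beta-catenin, at 109, 143 and 5.91 RPM (1.95). Axin2, a target and inhibitor of the pathway, was lower (-1.57). Of 9 measured components of the NOTCH pathway, 5 were higher and 4 lower, with a median of 0.72 at the 92.3th percentile. The ligand gene Dll3 was higher (3.02), almost all of it from replicate 3 (287 RPM), while Notch3 (-2.21) was lower and the target gene Hes1 was at 19.5, 109 and 438 RPM (-0.16). Cell by cell the WNT median was -0.37, 0.44 and -0.083 and the NOTCH median -0.11, -0.90 and 0.42. Each lay below the median from the means of the 3 cells, so these values cannot be read against 0. The study chose 4 genes of the WNT list and 2 of the NOTCH list on these cells. Marker genes of other cell types were raised in the same cells: those of paraxial mesoderm had a median of 2.25 (99.53th percentile), from replicate 3, and those of endothelium and blood 1.13 (91.9th), from replicate 2, the cell with the highest Ctnnb1 and Ctbp2. Without replicate 3 the WNT median was 0.49 and without EB Tbx5+ replicate 3 1.20; without replicate 1 the NOTCH median was -0.29 and without EHF Nkx2-5+/Tbx5+ replicate 1 1.73. With no minimum RPM for members the medians of the canonical WNT pathway components and NOTCH pathway components were 0.36 and -0.0073.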

The significant expression of the components of the WNT canonical pathway and the NOTCH pathway in early SHF CPs (EB *Nkx2-5* ^*+*^) supports a procardiogenic role of canonical WNT in the early phase and the requirement of the NOTCH1 pathway for cardiac differentiation [50, 55].

**Fig 3:**
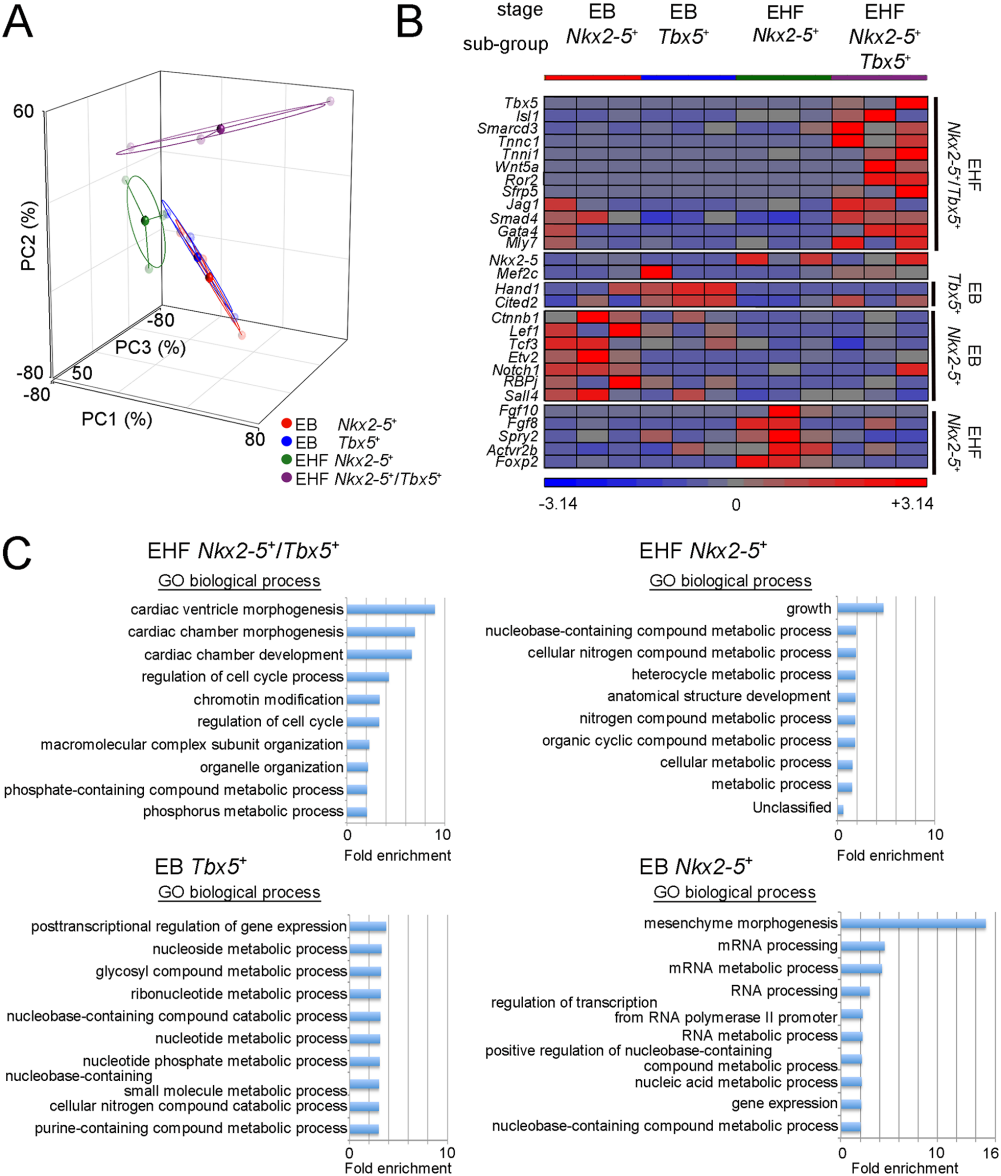
Distinct molecular signature of *Nkx2-5* ^+^/*Tbx5* ^+^ CPs at the EHF Stage. (A) PCA for the results of deep sequencing of single-cell cDNA preparations from cells of the indicated subpopulations. Circles of lighter colour represent each of the cell subpopulations, and those of darker colour represent the centroid for each cell subpopulation. Each ellipse indicates the standard deviation. (B) Heat-map of the expression of enriched key genes in each subpopulation. *Nkx2-5* and *Mef2c* were not enriched in any subpopulation. The intensity was calculated by the formula; z = (x-μ)/σ. z; intensity, x; value of Reads per Million, μ average, σ standard deviation. (C) Top ten categories of GO enrichment analysis in each subpopulation.

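Nkx2-5, the homeodomain factor that labels 3 of the 4 subpopulations (chromosome 17 from 26838664 to 26844988 in mm10), was above 0 in all 9 cells of these and at 0 in the EB Tbx5+ CPs. It was at 33.6, 41.9 and 1.48 RPM in replicates 1, 2 and 3 of the EB Nkx2-5+ CPs, at 201, 242 and 34.7 RPM in the EHF Nkx2-5+ CPs and at 262, 65.1 and 12.2 RPM in the EHF Nkx2-5+/Tbx5+ CPs. Its log2 difference from the other 9 cells was 1.59 in the EHF Nkx2-5+ CPs and 0.78 in the EHF Nkx2-5+/Tbx5+ CPs. Mef2c, a MADS box factor of cardiac and skeletal muscle (chromosome 13 from 83504017 to 83667079), was low throughout, at 1.24, 1.80 and 2.07 RPM in the EHF Nkx2-5+/Tbx5+ CPs and at 0.657, 0.0846 and 0 RPM in the EHF Nkx2-5+ CPs. In the EB stage it was at 0.756, 0.0441 and 0 RPM in the Nkx2-5+ CPs and at 0, 9.10 and 0.0913 RPM in the Tbx5+ CPs. Other genes of the heat map were Sall4, a zinc finger factor of stem cells, at 105, 505 and 298 RPM in the EB Nkx2-5+ CPs (log2 difference 1.81), and the NOTCH ligand gene Jag1, at 0.844, 8.39 and 9.44 RPM in the EHF Nkx2-5+/Tbx5+ CPs (0.50).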

We next subjected these genes to Gene Ontology enrichment analyses (Fig 3C and S9–S12 Tables) [26]. 

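The genes that S12 Table lists under cardiac chamber and ventricle formation had higher means in the EHF Nkx2-5+/Tbx5+ CPs than in the other 9 cells, 11 of 11 for cardiac chamber development, with a median log2 difference of 1.94 (0.50 to 2.73). For cardiac chamber morphogenesis it was 10 of 10 (2.07) and for cardiac ventricle morphogenesis 8 of 8 (1.94). Besides Tbx5, Gata4, Smarcd3, Wnt5a and the troponin genes, they hold Gata6, a GATA factor of heart and endoderm, at 258, 625 and 2315 RPM in replicates 1, 2 and 3. Smad4, the shared mediator of BMP and TGF-beta signals, was at 416, 419.5 and 601 RPM (1.06), and Med1, a subunit of the Mediator complex, at 96.6, 58.0 and 0 RPM (1.82). Isl1 had a log2 difference of 1.94, and without EHF Nkx2-5+/Tbx5+ replicate 2 it was 0.98. The study chose these genes on the same cells, by a test that took cells as replicates, so their direction is not independent evidence, and the enrichment itself was not computed again.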

The top three categories in *Nkx2-5* ^+^/*Tbx5* ^+^ FHF CPs were relevant to the cardiac development process. Additionally, the enrichment of genes involved in chromatin remodelling, organelle organization and metabolic processes (including molecules in mitochondria for lipid metabolism and oxidative phosphorylation) were also observed (S12 Table). This suggests a dynamic shift of the FHF CP in order to establish the unique structure and metabolism of the cardiomyocyte. Conversely, the other CPs did not show such specificity, rather general developmental (growth and anatomical structure development) and metabolic processes. 

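All 20 genes that S12 Table lists under chromatin modification were higher in the EHF Nkx2-5+/Tbx5+ CPs, with a median log2 difference of 1.97 from the other 9 cells (0.50 to 2.85). They include the histone acetyltransferase gene Kat7, at 204, 45.4 and 22.7 RPM in replicates 1, 2 and 3 (2.85), and the remodeller gene Chd2, at 117, 70.5 and 108 RPM (2.09); the study chose them on these same cells, so this is not independent evidence. Of the subunits of the BAF complex, which moves nucleosomes, 9 of 13 were higher, with a median of 1.15 at the 99.67th percentile of matched random lists, led by Smarcd3 and Pbrm1 (2.60), while Arid2 was lower (-2.53). Of genes of fatty acid oxidation, 6 of 8 were higher, with a median of 0.75 at the 93.9th percentile. Hadha, of the mitochondrial trifunctional protein, was at 6.52, 44.6 and 1547 RPM (4.50), the carnitine palmitoyltransferase gene Cpt2 at 74.4, 81.8 and 341 RPM (3.32) and the electron transfer gene Etfa at 0.158, 0.601 and 0.0287 RPM (-3.03). Of nuclear genes of oxidative phosphorylation, 23 of 56 were higher and 33 lower, with a median of -0.31 at the 42.7th percentile; Ndufa9 was higher (1.60) and Sdhb lower (-2.40). Cell by cell the medians were 0.38, 1.32 and -1.16 for BAF subunits, 0.32, 1.15 and -1.03 for fatty acid oxidation and 0.32, -0.20 and -2.99 for oxidative phosphorylation, lowest in replicate 3, the cell with the fewest genes detected; the study chose 4 of the BAF genes on these cells. Without replicate 3 the median of oxidative phosphorylation was 0.10 and without replicate 1 -0.75, and without replicate 2 the BAF median was -0.0054 and that of fatty acid oxidation 0.28.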

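Sarcomere genes, cardiac transcription factors and FHF genes had medians below 0 in the other 3 subpopulations, each compared with the other 9 cells, and genes of calcium handling and ion channels did so in the EHF Nkx2-5+ CPs alone. Of 10 measured sarcomere genes, 0 were higher in the EB Nkx2-5+ CPs (median log2 difference -2.38), 0 in the EB Tbx5+ CPs (-1.70) and 1 in the EHF Nkx2-5+ CPs (-1.50), at the 0th, 0.0500th and 1.08th percentiles of matched random lists. Of 10 cardiac transcription factors, 2, 3 and 3 were higher in the EB Nkx2-5+, EB Tbx5+ and EHF Nkx2-5+ CPs, with medians of -1.42, -1.47 and -1.48 (0.350th, 0.710th and 5.00th). The higher ones in the EB Tbx5+ CPs included Mef2a (3.02), mostly from replicate 1 (202 RPM), and in the EHF Nkx2-5+ CPs Gata5 (0.71), from replicate 1 (181 RPM). FHF genes had medians of -1.28, -1.96 and -3.26 in the same order of subpopulations (5.40th, 1.45th and 0.0800th); the FHF value in the EB Nkx2-5+ CPs and the transcription factor value in the EHF Nkx2-5+ CPs lie above the lowest 2.5% of random lists. Genes of calcium handling and ion channels, 3 measured, had medians of 0.47, 0.072 and -1.76 (78.9th, 67.4th and 7.04th), with Atp2a2, the sarcoplasmic calcium pump, at 221, 69.8 and 248 RPM in the EB Nkx2-5+ CPs. The 9 cells of comparison hold the EHF Nkx2-5+/Tbx5+ CPs in each case, so high values there lower every median given.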

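The EB Nkx2-5+ CPs had higher means than the other 9 cells for 6 of 6 genes that S9 Table lists under mesenchyme morphogenesis, with a median log2 difference of 1.99 (1.00 to 2.41). Snai1, a repressor of epithelial genes, was at 174, 30.1 and 270.3 RPM in replicates 1, 2 and 3 (2.41), and Smad4 at 289, 644 and 465 RPM (1.00). The study chose these genes on the same cells, so their direction is not independent evidence. A longer list of genes of epithelial-mesenchymal transition and mesenchyme, which shares Snai1 and Smad4 with that table, is therefore not independent of it. It had 3 of 10 members higher in these cells, with a median of -0.17 at the 36.3th percentile of matched random lists. The higher members were Cdh2 (1.56) and the shared genes Snai1 and Smad4, while Prrx2 (-2.92) and Twist2 (-1.18) were lower. In the EB Tbx5+ CPs the same list had 3 of 10 members higher and a median of -0.65, with Snai1 (-2.88) and Twist1 (-3.76) lower. Genes of the primitive streak and nascent mesoderm, 5 measured, had medians of 0.63 in the EB Nkx2-5+ and -0.80 in the EB Tbx5+ CPs, cell by cell -0.88, 1.28 and -0.15 in the former; among them Evx1 was at 0, 239 and 113 RPM there. With the median over cells, the median of the epithelial-mesenchymal transition and mesenchyme genes in the EB Nkx2-5+ CPs was 0.97, and without replicate 1 it was 0.10.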

EB *Tbx5* ^+^ CPs and EB *Nkx2-5* ^+^ CPs showed no sign of commitment, although markers involved in mesenchymal morphogenesis were observed in EB *Nkx2-5* ^+^ CPs. These results suggest that the differentiation of *Nkx2-5* ^+^/*Tbx5* ^+^ FHF CPs in the EHF stage is more advanced than the others [12, 13]. Consequently, it seems that *Tbx5* ^*+*^ FHF cells rapidly differentiate towards a cardiomyocyte fate after they activate *Nkx2-5*, moving away from maintaining a progenitor cell status for a prolonged period, a characteristic observed in CPs of the SHF [6].

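Set directly against the EHF Nkx2-5+ CPs of the same stage, the EHF Nkx2-5+/Tbx5+ CPs had higher means for 9 of 10 sarcomere genes, with a median log2 difference of 2.67, at the 99.99th percentile of matched random lists. Myl4, an atrial myosin light chain, was at 180.2, 24.0 and 435 RPM in replicates 1, 2 and 3 of the EHF Nkx2-5+/Tbx5+ CPs and 80.6, 0 and 0 RPM in the EHF Nkx2-5+ CPs. The tropomyosin gene Tpm1 had a log2 difference of 2.37 and Tnnc1 of 2.75. Of cardiac transcription factors, 8 of 10 were higher (median 1.02, 89.9th percentile), among them Gata4 (4.12) and Gata6 (4.11), while Nkx2-5 was lower (-0.46). Of FHF genes, 3 of 4 were higher (median 3.23, 99.77th), and of BAF subunits 10 of 13 (median 1.84, 99.51th). Of genes of fatty acid oxidation and of oxidative phosphorylation, 6 of 8 and 30 of 56 were higher (medians 0.59 and 0.14, 62.5th and 41.2th). Immediate early and stress genes moved too, with 5 of 15 higher (median -1.61, 0.01th), and EHF Nkx2-5+ replicate 2 led them there, a cell with few genes at 1 RPM or more (3073). Against the other 9 cells the sarcomere median was 1.72, 0 and 3.98 by cell, and the BAF median was -0.0054 without EHF Nkx2-5+/Tbx5+ replicate 2. The study chose members of these lists on the same cells, so the percentiles are not independent evidence. Between the EB subpopulations, the sarcomere genes had a median difference of 0, with 3 of 10 higher in the EB Tbx5+ CPs. From the known CP markers, WNT antagonists and sarcomere molecules among the enriched genes, and from cardiac development categories that the other CPs lacked, the paper proposes that the EHF Nkx2-5+/Tbx5+ CPs are further along in differentiation than the others.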

### The production of bacterial artificial chromosome *Tbx5* ^CreERT2^ transgene to trace the FHF

We next attempted to trace the distinct sub-population of *Tbx5*-expressing cells inside the heart. Macro-anatomical distribution of *Tbx5*-expressing cells have been appreciated thus far, however identifying the cell type progeny is yet to be elucidated in detail [14]. To prevent heart anomalies caused by modifying the endogenous *Tbx5* allele leading to haploinsufficiency, we generated a bacterial artificial chromosome (BAC) *Tbx5* ^CreERT2^ transgene, which allowed the tamoxifen-induced labelling of *Tbx5*-expressing CPs progeny from E7.5 in *ROSA26 Cre* reporter mice harbouring a *lacZ* or enhanced yellow fluorescent protein (eYFP) reporter gene (Fig 4A and S3A Fig) [22, 23, 56, 57]. The expression of the *CreERT2* transgene mimicked endogenous *Tbx5* expression pattern from the Neural Plate to the Headfold stage (S3B and S3C Fig). Tamoxifen treatment (0.1 mg per g of body weight) by oral gavage at E7.5 labelled the *Tbx5-*expressing cell progeny in the heart only, and not the forelimb bud, where *Tbx5* expression begins at E8.5 (somite 8) (S3D and S3E Fig) [17]. The amount of expressed CreERT2 protein was sufficient to detect via immunofluorescence from EB stage embryos (S4 Fig). As expected, further analysis revealed that the progeny of E7.5 *Tbx5*-expressing cells were found specifically among cardiomyocytes of the left ventricle, parts of both atria, and parts of the cardiac conduction system (atrioventricular node, and bundle of His) at E15.5, corresponding to the expected FHF distribution (Fig 4B–4G) [11–14, 16]. The unipotency of the *Tbx5*-expressing FHF was also consistent with recent observations [12, 13, 58–61]. Thus, this transgene enabled to trace *Tbx5*-expressing CPs of the earliest stage [19]. The dorsal mesenchymal protrusion (DMP) may also derive from cells that express *Tbx5* at E7.5. This population of the SHF is known to express *Tbx5* at E10.5 contributing to the atrial septum [18]. Interestingly, tracing of E7.5 *Tbx5*-expressing cells in the *ROSA26* ^eYFP^ reporter mouse embryos at E10.5 revealed that TBX5^+^ DMP cells did not include any eYFP^+^ cells (Fig 4H), suggesting that *Tbx5*-expressing CPs at E7.5 do not contribute to this population.

**Fig 4:**
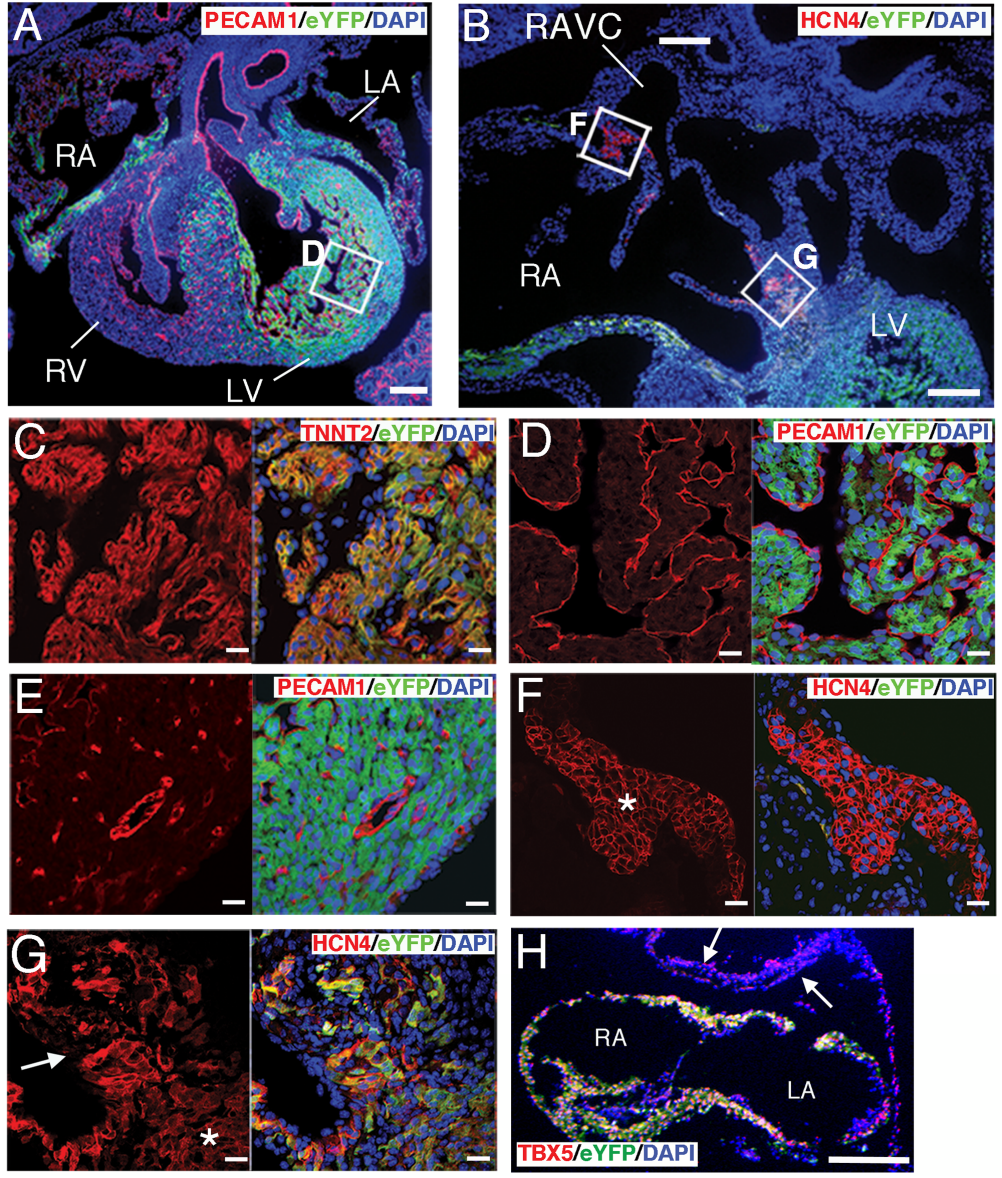
The FHF CPs marked by BAC *Tbx5* ^CreERT2^ transgene are unipotent cells that contribute only to the cardiomyocyte lineage. (A-G). Sections of the heart of E15.5 BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ mouse embryos treated with tamoxifen at E7.5 *in vivo* were subjected to confocal immunofluorescence analysis with antibodies to the indicated proteins. Nuclei were stained with DAPI. The boxed region in (A) is shown at higher magnification in (D), and those in (B) are shown at higher magnification in (F) and (G). Data are representative of three embryos. Asterisks indicate the sinoatrial node (F) or the bundle of His (G). The white arrow in (G) indicates the AV node. (H) Horizontal section stained with indicated antibodies at the atrial level of a BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ mouse embryo at E10.5 after tamoxifen treatment at E7.5 *in vivo*. TBX5^+^ cells in the DMP (white arrows) were negative for eYFP. LA; left atrium, RA; right atrium, RAVC; right anterior vena cava. Scale bars: 100 μm (A and B), 20 μm (C–G) and 200 μm (H).

### Distinct behaviour of the FHF CPs defined by a transcriptional network involving *Tbx5*

The evidence that *Tbx5* ^*+*^ CPs were replaced by *Nkx2-5* ^*+*^ */Tbx5* ^*+*^ CPs at later stage suggests that *Tbx5* ^*+*^ CPs become *Nkx2-5* ^*+*^ */Tbx5* ^*+*^ CPs (Fig 1D). To validate this hypothesis, we examined BAC *Tbx5* ^CreERT2^ /*ROSA26* ^eYFP/eYFP^ embryos subjected to pulse-chase labelling in culture transiently exposed to 4-hydroxytamoxifen (Fig 5 and S5 Fig). This system allowed the termination of genetic labelling of *Tbx5*-expressing cells almost immediately (within a few hours) after 4-hydroxytamoxifen removal from the culture medium (S5 Fig). If labelled at the EB stage (Fig 5A), we indeed detected eYFP^+^/TBX5^+^ cells in the heart tube at the somite stage (E8.25) (Fig 5A). Given that all *Tbx5-*expressing cells were *Nkx2-5* ^+^/*Tbx5* ^+^ at the somite stage (Fig 1D), the presence of eYFP^+^/TBX5^+^ cells in the heart tube of E8.25 embryos strongly suggests that *Tbx5* ^+^ cells at the EB stage became *Nkx2-5* ^+^/*Tbx5* ^+^ cells. However, we cannot exclude the possibility that *Nkx2-5* ^low+^ CPs at the EB stage also contribute to the FHF (*Nkx2-5* ^*+*^ */Tbx5* ^*+*^ CPs), because not all of TBX5-positive cells were eYFP-positive in this experiment (Fig 5A).

**Fig 5:**
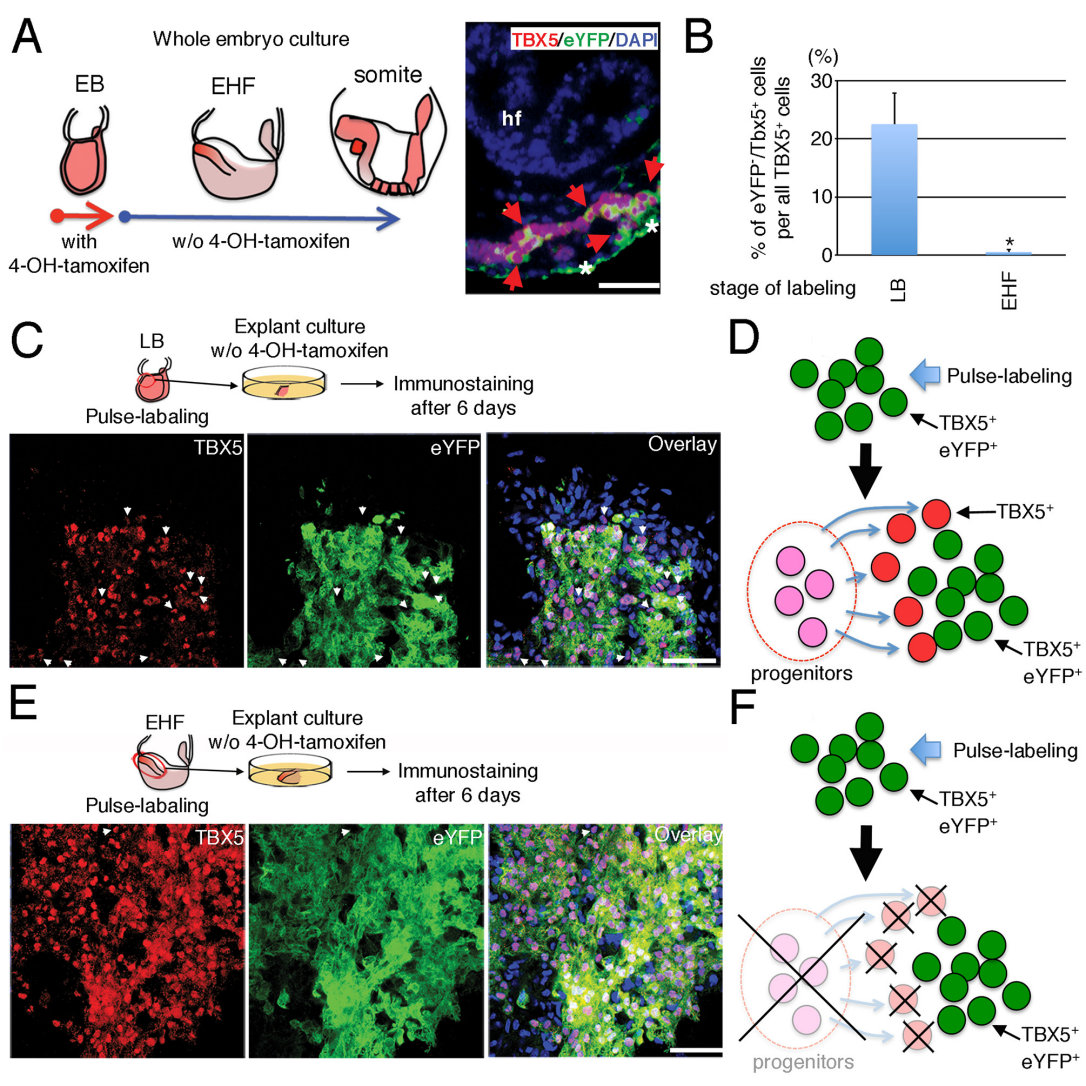
The production of *Tbx5*-expressing CPs terminates by the EHF stage. (A) Horizontal section of a BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ mouse embryo at the somite stage stained for TBX5 (red) and eYFP (green) is indicated in the right panel. This embryo was dissected at EB stage, pulse-labelled via transient exposure to 4-hydroxytamoxifen *in vitro* for 3 hours followed by the withdrawal of tamoxifen, and cultured for 24 hours via whole embryonic culture without 4-hydroxytamoxifen up to the early Somite stage. Red arrows indicate *Tbx5*-expressing cells labelled at the EB stage, and asterisks indicate the background signal in the endoderm due to the anti-mouse secondary antibodies on mouse section. Data are representative of five embryos. Left panel indicates the illustration of experimental design. hf, headfold. Scale bar, 50 μm. (B) Quantitative cytometric plot of the pulse-labelling experiment presented in C and E is indicated as mean ± SEM values. *P<0.05. (C) BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ embryos were pulse-labelled by transient exposure to 4-hydroxytamoxifen at the LB stage, and a tissue fragment from the anterior portion of each embryo was then cultured in the absence of 4-hydroxytamoxifen for 6 days before confocal immunofluorescence analysis with antibodies to TBX5 and to eYFP. Data are representative of four embryos. Blue fluorescence; DAPI, White arrowheads; TBX5^+^/eYFP^−^cells. Scale bar, 100 μm. (D) Schematic representation of CP eYFP^-^/TBX5^+^ progeny. (E) Embryos were analyzed as in (C) with the exception that pulse-labelling was performed at the EHF stage. Data are representative of six embryos. TBX5^+^/eYFP^−^cells were largely absent. Scale bar, 100 μm. (F) Schematic explanation of CP eYFP^+^/TBX5^+^-only progeny. A CP source producing TBX5^+^ cells is not present after pulse-labelling.

On the other hand, it is suggested that the production of *Tbx5*-expressing FHF CPs terminate by E8.5 demonstrated by the *Tbx5*-expressing cells labelled at E7.5 completely occupied the anatomical structure corresponding to the FHF (Fig 4). The question thus arises as to the duration of *Tbx5*-expressing FHF CPs being supplied by the cardiac mesoderm. To elucidate this, we utilized the pulse-chase system. If the production of *Tbx5*-expressing cells continued after pulse-labelling, TBX5^+^/eYFP^−^single positive cells should be observed (Fig 5D). Conversely, if the production of *Tbx5*-expressing cells has terminated before pulse-labelling, only TBX5^+^/eYFP^+^ double-positive cells should be detected (Fig 5F). Many TBX5^+^/eYFP^−^cells were detected when pulse-labelling was performed at the Late Allantoic Bud (LB) stage (Fig 5B and 5C), whereas almost all cells expressing TBX5 were eYFP^+^ when pulse-labelling was performed at the EHF stage (Fig 5B and 5E). These findings indicate that the production of *Tbx5*-expressing CPs continues at the LB stage but terminates before the EHF stage. This suggests that the progeny of FHF CPs increase in number as a result of proliferation of an already committed cell pool after the Headfold stage, rather than as a result of a continuous supply of cells from pre-established cardiac progenitors. Furthermore, the data suggest that *Nkx2-5* ^+^ cells at the EHF stage are from the SHF CPs, minimally contributing to the *Nkx2-5* ^+^/*Tbx5* ^+^ cell subpopulation after the EHF stage (Fig 1D). This idea is consistent with *Nkx2-5* ^+^ CPs expressing genes specifically from the SHF in deep sequencing analysis (Fig 3B). Thus, at the Headfold stage, *Tbx5*-expressing CPs are the FHF.

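Between the subpopulations of the EHF stage, genes named for the SHF went both ways. Fgf8 had a mean of 10.7 RPM in the EHF Nkx2-5+ CPs and 2.18 RPM in the EHF Nkx2-5+/Tbx5+ CPs, and Fgf10, the other FGF ligand of this field, 3.35 and 0.0665 RPM. As log2 differences of the EHF Nkx2-5+/Tbx5+ CPs from the EHF Nkx2-5+ CPs these were -0.76 and -0.41, and Foxp2 had -1.65. Isl1, which SHF progenitors express, was higher in the EHF Nkx2-5+/Tbx5+ CPs (1.41), at 2.09, 10.9 and 14.0 RPM in the EHF Nkx2-5+ CPs. The paper's own PCR found Isl1 in most EHF preparations with or without Tbx5, and it relates this to earlier reports of Isl1 in the FHF. Of 7 measured genes of the SHF list, 6 were higher in the EHF Nkx2-5+/Tbx5+ CPs, with a median of 0.49. They included Hoxb1 (1.53) and Wnt2 (2.18), each from 1 of the 3 cells. That median was at the 54.65th percentile of matched random lists, whose own median was 0.36, so SHF genes were not raised beyond matched genes. Against the EB Nkx2-5+ CPs, 3 of the 7 were higher in the EHF Nkx2-5+ CPs, with a median of -1.40. That was at the 13.99th percentile of matched random lists, whose own median was -0.38. Without EHF Nkx2-5+/Tbx5+ replicate 2 the difference of Isl1 was 0.45, and the counts of the FGF ligands are small: Fgf10 was at 0.367 RPM in EHF Nkx2-5+ replicate 2, and Fgf8 was at 0 in replicate 1.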

To trace the FHF CPs *in vitro*, we derived embryonic stem (ES) cell lines from *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ blastocysts (Fig 6A–6D and S6 Fig) and induced their cardiac differentiation in the presence of 4-hydroxytamoxifen (Fig 6E). The differentiated cells were examined on day 14 of differentiation. Using this *in vitro* ES cell differentiation method, beating foci of cardiomyocytes are usually recognized after day 10 of differentiation. Even if we did not use a defined medium that significantly drives ES cells to cardiomyocyte differentiation [32], we found that almost all eYFP^+^ cells differentiated into either TNNT2^+^ cardiomyocytes *in vitro*, suggesting that the cell fate of *Tbx5*-expressing cells is intrinsically determined. Although few in number, HCN4^+^ cells which are conduction system cells or primary myocardium of the FHF CPs, were observed [11, 12, 62]. However, eYFP^+^ endothelial cells (PECAM^+^) and smooth muscle cells (ACTA2^+^) were not found (Fig 6E).

**Fig 6:**
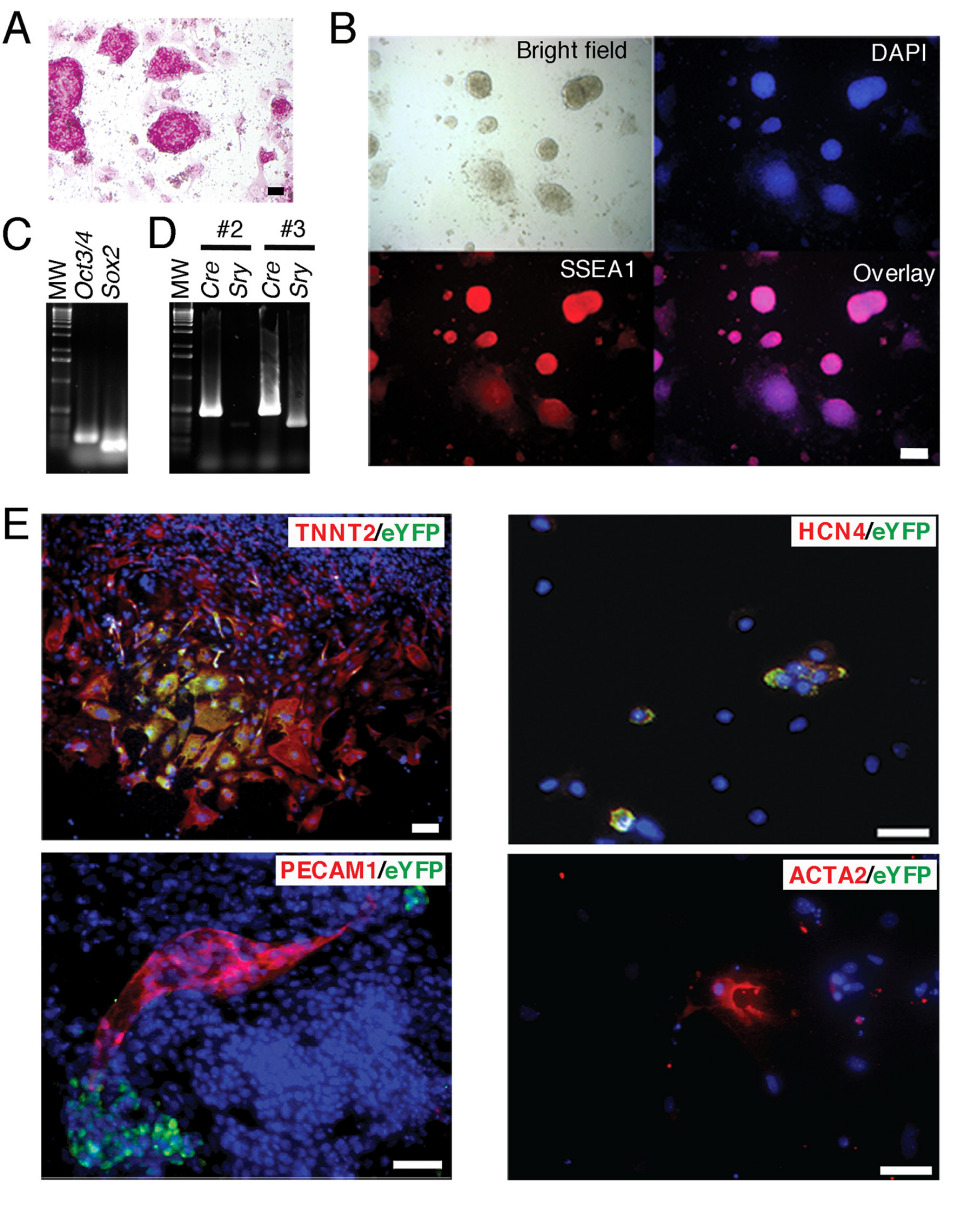
*Tbx5*-Expressing FHF cells derived from ES cells are unipotent. (A) Alkaline phosphatase staining for BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells. Scale bar, 100 μm. (B) BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells stained with SSEA1 antibody. Blue; DAPI. Scale bar, 100 μm. (C) RT-PCR analysis of *Oct3/4* and *Sox2* expression in BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells. (D) Genomic PCR analysis for *CreERT2* and *Sry* in isolated BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cell lines. Only those with a male karyotype (*Sry* positive) were chosen for further experiments. Clones #2 and #3 are female and male, respectively. (E) BAC *Tbx5* ^CreERT2^ */ROSA26* ^eYFP/eYFP^ ES cells were induced to differentiate into cardiomyocytes *in vitro* in the presence of 4-hydroxytamoxifen. The cells at differentiation day 14 were then stained with antibodies to eYFP as well as with those to TNNT2, HCN4, PECAM1, or ACTA2A. Blue; DAPI. Scale bars, 100 μm.

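Tbx5 itself differed between the subpopulations named for it: the EB Tbx5+ CPs had 0.218, 0.0276 and 0.335 RPM in replicates 1, 2 and 3, from 8, 1 and 11 reads, and the EHF Nkx2-5+/Tbx5+ CPs had a mean of 24.2 RPM. It was at 0 in the 6 cells without Tbx5 in their label. Set directly against the EB Nkx2-5+ CPs, the EB Tbx5+ CPs had lower means for 12 of 16 canonical WNT components (median log2 difference -1.11) and for 8 of 9 NOTCH components (-1.51). The study chose 4 genes of the WNT list and 2 of the NOTCH list on the EB Nkx2-5+ CPs. Marker genes of other cell types moved as well: paraxial mesoderm had 1 of 5 higher (-2.67) and extraembryonic mesoderm and allantois 6 of 6 (1.90). Ctnnb1 had a log2 difference of -1.35, Notch1 of -3.04 and Rbpj of -0.87. Hand1 was higher in the EB Tbx5+ CPs (1.86), as was Cited2 (1.83). Of FHF genes, 2 of 4 were higher in the EB Tbx5+ CPs, with a median of 0.45. Smarcd3 had 0.90, and Gata4 had -2.44 with EB Nkx2-5+ replicate 3 at 219 RPM. In the EB stage the reads of Tbx5 are within a few times the 3 reads that a count of 0 allows. Without EB Nkx2-5+ replicate 1, the log2 difference of Hand1 was 5.52 and that of Rbpj 0.065; without replicate 2 that of Cited2 was 4.33 and that of Ctnnb1 -0.54.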

The distinct genetic program of *Tbx5*-expressing CPs revealed by deep sequencing implied that *Tbx5* might directly regulate the specific properties of the FHF cells. To examine this notion, we ablated *Tbx5* in *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells with the use of the CRISPR/Cas9 system (Fig 7A–7C) [35]. We designed a single guide (sg) RNA for the coding sequence in exon 2 immediately downstream of the first methionine in its open reading frame, so that the Cas9 nuclease does not affect the BAC transgene (the target sequence of the sgRNA was completely replaced by the *CreERT2* cassette in the transgene). The introduced mutations resulted in premature termination of translation before the T-box domain and the consequent production of short peptides unlikely to function as a transcription factor (Fig 7B and 7C, S7 and S8 Figs). Induction of cardiac differentiation in the non-modified ES cells in the presence of 4-hydroxytamoxifen similarly resulted in the differentiation of almost all eYFP^+^ cells into TNNT2^+^ cardiomyocytes (Fig 7D and 7E). In contrast, eYFP^+^ cells were not detected among the differentiated *Tbx5* knockout ES cells. These results strongly suggest the role of TBX5 in characterising the FHF by a positive feedback loop that activates directly or indirectly the earliest *Tbx5* expression. Alternatively an appropriate cell condition to transcribe this BAC transgene is lost in *Tbx5* null cells. Of note, the proportion of TNNT2^+^/eYFP^−^cardiomyocytes was similar in the knockout and non-modified ES cells, strongly suggesting that TNNT2^+^/eYFP^−^cardiomyocytes originate from the SHF CPs population. Given the previously reported phenotype of *Tbx5* null embryos, this evidence also suggests that the FHF-derived cells lost their cardiomyocyte identity in the absence of *Tbx5* expression [57]. This is also supported by the observation that no elevations of apoptotic cells are apparent when *Tbx5* is robustly induced (at differentiation day 7) during the cardiac differentiation of ES cells. This strongly suggests that *Tbx5* null cells did not die but instead lose their cardiomyocyte differentiation ability (S9 Fig). In addition, if TNNT2^+^/eYFP^−^cardiomyocytes belong to the SHF, the FHF may not be necessary for cardiomyocyte differentiation of the SHF, at least *in vitro*. Taken together, these findings suggest that a distinct genetic program related to *Tbx5* defines the unique characteristics of the FHF, fundamentally distinct from the SHF, although validating the precise function of *Tbx5* on the FHF requires further study.

**Fig 7:**
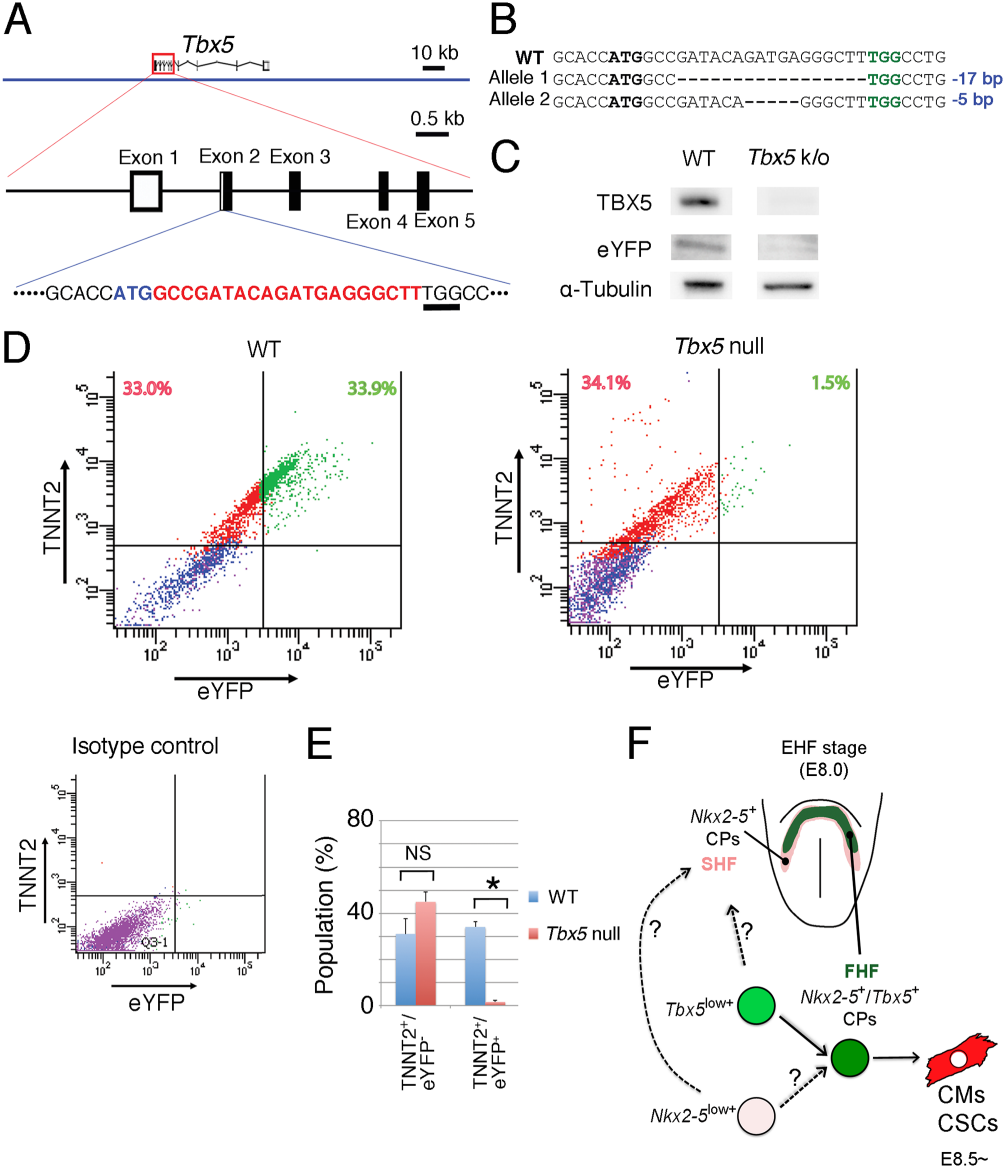
Existence of a positive feedback loop to activate the *Tbx5* gene. (A) An sgRNA was designed to target the sequence (shown in red) immediately downstream of the first methionine codon (ATG in blue). The underlined TGG sequence corresponds to the protospacer adjacent motif (PAM). (B) Obtained internal deletion alleles in a *Tbx5* null ES cell line. The first methionine codon (ATG) is shown in bold, and the PAM (TGG) is shown in green. (C) Immunoblot analysis of TBX5 and eYFP in differentiated BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells that were either wild type or null (k/o) for *Tbx5*. α-Tubulin was examined as a loading control. The whole blotted membrane is indicated as a whole in S8 Fig. (D) BAC *Tbx5* ^CreERT2^ */ROSA26* ^eYFP/eYFP^ ES cells either rendered *Tbx5* null by the CRISPR/Cas9 or left unmodified (WT) were induced to differentiate into cardiomyocytes in the presence of 4-hydroxytamoxifen. The cells were then subjected to flow cytometric analysis of TNNT2 and eYFP expression. ES cells without the BAC transgene were used as control. (E) Representative flow cytometric plots as well as mean ± SEM values from three independent experiments are shown. *P < 0.05; NS, not significant (Student's *t* test). (F) Schematic representation of the early CPs. CMs; cardiomyocytes, CSCs; electric conduction system cells.

## Discussion

On the basis of our results presented here, we propose a new model of CP differentiation (Fig 7F). From the EB to EHF stages, *Tbx5*-expressing cells constitute the specified cell population assigned to contribute to the FHF and therefore give rise to the left ventricle and portions of the atria. *Tbx5* ^low+^ cells appear as the initial FHF CPs and then become *Nkx2-5* ^+^/*Tbx5* ^+^ CPs. Once *Tbx5* expression is activated in the FHF, the cells are committed to a cardiomyocyte lineage only. The progenitor pool that supplies *Tbx5*-expressing FHF CPs only exists transiently from the primitive streak stage to the EHF stage, with rapid differentiation following activation of *Nkx2-5* expression. Expansion of the FHF progeny thus depends mainly on the proliferation of an already committed CP population to provide cardiomyocytes after EHF stage. On the other hand, the SHF cells become *Nkx2-5* CPs without *Tbx5* expression, which appear as an initial wave of SHF CPs after the EHF stage.

We demonstrate rapid and dynamic changes in gene expression profiles of the earliest CPs within a short time period from the Neural Plate stage to the Headfold stage; in addition to supporting the view that distinct transcriptional properties define the unique character of the FHF cells. The transcriptional program likely includes the core module of cardiac transcription factors driving differentiation [63]. Among the components of this core module, TBX5 likely plays a central role in cooperation with other cardiac genes. This is supported by our data and previous studies that indicate that *Tbx5* is necessary for the FHF’s development, even if *Tbx5* alone is insufficient for cardiomyocyte fate [57, 64]. *Tbx5* unlikely regulates progenitor function but rather plays its role to control the differentiation and patterning of the FHF. It seems that such a core module involving *Tbx5* is the reason that the FHF differs from the SHF CPs, in that they are rapidly differentiating and do not continue to function as a progenitor pool for long term supply of heart cells [65].

The mechanism underlying transcriptional regulation of *Tbx5* remains largely unclear, although enhancers sufficient to mimic all endogenous *Tbx5* expression are known to be distributed over 400 kb in the mouse genome, making it difficult to study any corresponding cis-regulatory elements [19]. Expression of the BAC transgene in the present study suggested that ~208 kb of this clone were sufficient to recapitulate *Tbx5* expression at least from the Neural Plate to the Headfold stage (S3 Fig). The expression pattern of the transgene was consistent with the results of lineage tracing using a *Tbx5* ^CreERT2^ knock-in allele [14]. In addition, our data indicate that a positive feedback loop exists to directly or indirectly activate the early *Tbx5* expression in the mouse embryo (Fig 7D and 7E), which has not been shown in previous studies [19, 63]. It is likely that this feedback loop is necessary for *Tbx5* activation at the earliest phase. Indeed, in the case of the human, the importance of a positive feedback loop via T-box binding sites in the promoter region of human *TBX5* was suggested [66]; however this human genomic region relevant to such a proposed transcriptional regulation is not conserved in the mouse genome. Thus, such a regulatory mechanism of human *TBX5* is unlikely universal across species. Full elucidation of the TBX5 binding sites is key to defining the cis-regulatory elements of mouse *Tbx5*, especially those required for the earliest expression in the cardiac lineage.

Previous studies indicated that segregation of the FHF and SHF occurs among the *Mesp1* ^*+*^ cardiac mesoderm cells from the Primitive Streak stage to the earliest phase of the Neural Plate stage [13, 14, 16]. Consistent with this, we detected the transcripts of *Nkx2-5*, *Isl1*, and *Tbx5* expression at the EB stage using single-cell analysis. Retrospective clonal tracing studies indicate that *Mesp1* ^+^ cells contributing to the FHF first appear at E6.25 and that their segregation terminates by E7.0 [13, 16]. Segregation of the SHF follows this first wave of the FHF from E6.75 and continues up to E7.5. A clone of each heart field contributes exclusively to the anatomic structures relevant to each heart field [7, 12–14, 16]. Our study entirely supports this idea, revealing that *Tbx5*-expressing CPs also showed an almost exclusive distribution with distinct transcriptional properties, and that they progressively differentiated over a relatively short period without maintaining their progenitor status. It will be of interest to determine whether the initial wave of cardiac *Mesp1* ^*+*^ nascent mesoderm cells (which correspond to the FHF but have not yet fully activated *Tbx5* expression) have sufficient plasticity to be able to change their fate according to extrinsic cues [13]. Indeed, the primitive streak or nascent mesoderm cells that naturally contribute to the future heart *in vivo* manifested the ability to change their fate after heterotopic transplantation to a new anatomic environment [5, 67]. This finding suggests that the cell fate of the FHF is not determined until the full activation of *Tbx5*.

An explanation for the biological significance of two distinct populations in heart morphogenesis can be explained by our data that supports the idea of the FHF having evolved to generate a minimal but sufficiently functional pump for initiation of blood circulation within a short time period [68–70]. The FHF may also provide the SHF with a scaffold for heart morphogenesis, but our data suggests that at least the cardiomyocyte differentiation of the SHF is independent of the FHF (Fig 7D). In line with this, our finding supports the previously demonstrated evidence that the cardiac crescent is not necessary in order for the SHF to generate the outflow tract [71]. However, we found that TNNT2 expression in eYFP^−^cardiomyocytes from the SHF, was slightly higher in the setting of *Tbx5* ablation (Fig 7D), suggesting that the differentiation of the SHF into cardiomyocytes was perhaps altered without the presence of the FHF CPs. Therefore, it is plausible that the interaction between the two heart fields control the spatiotemporal fate of SHF differentiation. Alternatively, the SHF, originally a common source for providing the pharyngeal muscle and a portion of the cardiomyocytes of the single liner heart in the protochordate *Ciona intestinalis*, may have evolved to generate additional complex heart structures for separation of the systemic and pulmonary circulation in higher animals [68–70]. Maintenance of the SHF progenitor pool is thus paramount until these evolutionarily new structures are completed. From this viewpoint, most congenital heart diseases that result from misalignment of the four chambers and great vessels might be regarded as direct or indirect diseases of the SHF.

## Supporting Information

S1 ARRIVE Checklist ARRIVE Checklist.

S1 Fig Distribution of NKX2-5^+^ CPs and NKX2-5^+^/TBX5^+^ CPs in EHF stage embryo. This section was derived from the same embryo indicated in Fig 1F, but the sectional plane was further posteriorly positioned as illustrated. In this section, only NKX2-5^+^ CPs (white arrow) could be found, which indicates that the area of NKX2-5^+^ cells is wider than that of TBX5 posteriorly. EN; endoderm, NE; neural ectoderm. Scale bar; 100 μm.
(TIF)

S2 Fig Dynamic Changes in the Expression Profiles of CPs from the EB to the EHF Stages. The average of RPM of each gene in each subpopulation was indicated with an error bar using the standard error. The asterisk indicates the statistical significance (*P*<0.05) when compared to the other subpopulations using a one-way ANOVA.
(TIF)

S3 Fig Generation of a BAC *Tbx5* ^CreERT2^ transgenic mouse. (A) Design of the BAC *Tbx5* ^CreERT2^ transgene. Exon 2 of *Tbx*5 in the BAC clone RP23-267B15 was replaced in-frame with the *CreERT2* cassette. (B) WISH analysis of endogenous *Tbx5* expression in wild-type (WT) embryos and of *CreERT2* expression in transgenic embryos at the indicated stages. The two expression patterns seemed identical. (C) *In situ* hybridization on sections of EHF stage embryo of *Tbx5* and *CreERT2* in BAC transgenic mouse. These are horizontal sections as indicated in the right-sided illustration. The sections arranged in parallel for *Tbx5* and *CreERT2* are sequential. Black arrows indicate the background signal, frequently observed at the margin of the tissue sections when performing *in situ* hybridization on sections. Scale bar; 100 μm. (D) E9.0 embryo stained with X-gal after the tamoxifen administration on the pregnant female at E7.5. Note only the heart was stained, suggesting that administered tamoxifen activity was optimal within 24 hours to induce the recombination of *ROSA26* ^lacZ/+^. (E) E9.0 embryo stained by X-gal after the tamoxifen treatment to the pregnant female on E8.5. Note the lateral plate mesoderm, which is most probably the forelimb bud, was stained in this case (black arrow).
(TIF)

S4 Fig The sufficient amount of expressed CreERT2 to detect in immunofluorescence. BAC *Tbx5* ^CreERT2^ transgenic embryos were subjected to the immunofluorescence analysis to detect CreERT2 protein with anti-ESR antibody, indicated by horizontal sections. The upper side of each picture is the posterior (P) and the lower side is the anterior (A). The intensity of fluorescence signal for CreERT2 (green) was relatively weaker at the EB stage than at the later stages. Al; allantois, En; endoderm, L; left, Mes; mesoderm, and NE; neural ectoderm, R; right. Scale bar; 100 μm.
(TIF)

S5 Fig Pulse-chase system via transient exposure to 4-hydroxytamoxifen. (A) Dissected BAC *Tbx5* ^CreERT2^/*ROSA26* ^lacZ/+^ embryos at E7.5 to E8.0 were cultured up to the five- or six-somite stage in the presence of 4-hydroxytamoxifen, after which 4-hydroxytamoxifen was removed (a) or not (b) and the culture was continued beyond the E8.5 equivalent (beyond the eight-somite stage). X-gal staining revealed that the future forelimb buds (arrows) are *lacZ*-negative in (a) but *lacZ*-positive in (b). Given that the forelimb bud begins to express *Tbx5* at the eight-somite stage [17] and that it takes 4 to 6 h for development from the five- to six-somite stage to the eight-somite stage (one somite is equivalent to two hours) [72], this result shows that withdrawal of 4-hydroxytamoxifen prevents further recombination at the *ROSA26* reporter allele within just a few hours. (B) Confocal micrograph on the section of the BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ embryo of the Headfold stage that was exposed to 4-hydroxytamoxifen for three hours. The inset square in the most left panel is presented in higher magnification in the right panels. Note the nuclear localization of CreERT2 recognized by anti-ESR antibody, which indicates three hours are sufficient for the translocation of CreERT2 protein into the nucleus. En; endoderm, Hf; Headfold, Head mes; head mesenchyme. Scale bar, 50 μm. (C) Confocal micrograph on the section of the BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ embryo of Headfold stage. This embryo was exposed to 4-hydroxytamoxifen for three hours, washed in HEPES-buffered DMEM three times, and then cultured continuously without 4-hydroxytamoxifen for an additional three hours. The inset square in the most left panel is presented in higher magnification to the right. Note the cytoplasmic localization of CreERT2, which indicates that three hours are enough to exclude the CreERT2 protein from the nucleus after 4-hydroxytamoxifen is withdrawn. In addition to the data presented in (A), this evidence strongly supports the notion that the recombination of reporter allele terminates within a few hours after the withdrawal of 4-hydroxytamoxifen. Scale bar, 50 μm.
(TIF)

S6 Fig Teratoma formation assay for derived BAC *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES Cells. Haematoxylin-eosin staining of teratomas formed in nude mice by *Tbx5* ^CreERT2^/*ROSA26* ^eYFP/eYFP^ ES cells. The teratomas contained tissues of all three germ layers, including an epidermis-like structure (ectoderm), a gut epithelium—like structure (endoderm), and a cartilage-like structure (mesoderm), indicative of their pluripotency. Scale bar, 100 μm.
(TIF)

S7 Fig Targeting of *Tbx5* by the CRISPR/Cas9 System. Predicted translation products of the two mutated alleles of *Tbx5* are indicated along with WT TBX5. Red and blue colours in the amino acid sequence of wild-type (WT) mouse TBX5 indicate the T box and the epitope recognized by the rabbit polyclonal antibodies to TBX5, respectively, Bold letters and asterisks indicate missense and nonsense mutations, respectively.
(TIF)

S8 Fig The raw data of Western Blot for TBX5, eYFP and α-Tubulin of differentiating ES cells (related to Fig 7C). Each scanned image of the blotted membranes is indicated. The membrane used for α-Tubulin was the same membrane as used for TBX5 detection. It was subjected to the procedure to strip the already bound antibodies, and then to reprobing procedure with anti- α-Tubulin antibodies. Molecular weight, and the expected molecular weight of each protein are indicated. Red arrows indicate the band of each target protein.
(TIF)

S9 Fig Assay for apoptosis during cardiac differentiation of mouse ES cells. (A) BAC *Tbx5* ^CreERT2^ */ROSA26* ^eYFP/eYFP^ ES cells either rendered *Tbx5* null by the CRISPR/Cas9 or left unmodified (WT) were induced to differentiate into cardiomyocytes. The cells were then subjected to flow cytometric analysis of Annexin V that labels apoptotic cells on differentiation day 7. Representative example of 3 analyses is depicted. Q1 and Q2 indicate Annexin^+^/Propidium Iodide (PI)^-^ early apoptotic cells and Annexin^+^/PI^+^ late apoptotic cells, respectively. (B) Representative flow cytometric plots for all apoptotic cells as mean ± SEM values from three independent experiments are shown. No statistically significant difference was observed by Student's *t* test. NS; not significant.
(TIF)

S1 Table Primers for PCR of Marker Genes.

S2 Table Primers and Probe Sets for Taqman Assays.

S3 Table Number of Reads in deep sequencing on single cell cDNAs.

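The reads of S3 Table are the totals behind each RPM value, and the deposited values divide into whole reads at these totals: 96.3% of the values between 0.5 and 20 reads lay within 0.02 of a whole read. The EHF Nkx2-5+/Tbx5+ replicate 2 had 5650 genes at 1 RPM or more, the most of the 12 cells, and EB Tbx5+ replicate 2 had 3249, the third fewest. The EHF Nkx2-5+ replicate 3, with the fewest reads, had 4386. The 20 most abundant genes took 11.0% to 18.2% of the summed RPM of a cell, the highest share in EHF Nkx2-5+ replicate 2. The median RPM of genes at 1 RPM or more was 9.62 in EHF Nkx2-5+/Tbx5+ replicate 3 and 37.4 in replicate 1 of the same subpopulation.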

S4 Table Primer Sets for Genotyping of CRISPR/Cas9–Guided Mutagenesis of *Tbx5*.

S5 Table The enriched genes in EB *Nkx2-5* ^+^ CPs filtered via ANOVA.

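The genes of S5 Table include Chaf1b, a chromatin assembly factor of S phase, at 63.6, 58.9 and 248 RPM in the EB Nkx2-5+ CPs, and Ung, a DNA repair enzyme, at 31.5, 81.4 and 81.6 RPM, log2 differences of 2.15 and 1.82 from the other 9 cells. Their enrichment is the paper's, by a one-way analysis of variance with cells as replicates. Of 326 genes in the table, 320 symbols are in the deposited values, and for 319 the sums of squares computed from these lay within 1% of the printed ones. The printed fold was negative for 10 of these symbols, and 37 had all 3 cells above or all 3 below the other 9. The log2 of the printed fold equalled the difference in mean RPM within 0.5 RPM for 99.7% of those not at the largest size printed in the column, so the column is not a ratio of means.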

S6 Table The enriched genes in EB *Tbx5* ^+^ CPs filtered via ANOVA.

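The genes of S6 Table include the BMP receptor gene Bmpr1a, at 16.1, 7.55 and 8.86 RPM in the EB Tbx5+ CPs (log2 difference 0.55 from the other 9 cells), and the chaperone gene Hsp90aa1, at 1159, 232 and 844 RPM (1.81). The deposited values hold 286 of its 293 symbols, and the printed sums of squares matched for 285. Of the symbols found, 17 have a negative printed fold, and 39 had all 3 cells above or all 3 below the other 9. The share of printed folds whose log2 equalled the difference in mean RPM was 99.6%.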

S7 Table The enriched genes in EHF *Nkx2-5* ^+^ CPs filtered via ANOVA.

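The genes of S7 Table include the mitochondrial complex I gene Ndufc2, at 390.1, 1231 and 814 RPM in the EHF Nkx2-5+ CPs (log2 difference 1.45 from the other 9 cells), and the ribosomal protein gene Rps21, at 646, 16.8 and 484 RPM (3.96). Among 235 symbols, 231 were found in the deposited values and 230 had matching sums of squares. Of the symbols found, 52, more than in the EB tables, have a negative printed fold, 7 are at the largest size printed in the column, and 61 had all 3 cells on one side of the other 9.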

S8 Table The enriched genes in EHF *Nkx2-5* ^+^/*Tbx5* ^*+*^ CPs filtered via ANOVA.

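The genes of S8 Table include Serpinh1, a collagen chaperone, at 406, 796 and 1348 RPM in the EHF Nkx2-5+/Tbx5+ CPs (log2 difference 2.15 from the other 9 cells), and the mitotic checkpoint gene Bub1b, at 43.6, 93.9 and 0.0287 RPM (2.12). With 357 symbols it is the longest of these tables; 345 are in the deposited values, 342 of them with matching sums of squares. The fold is negative for 47 of them and at the largest size printed in the column for 4, and its sign matched that of the difference in mean RPM for 99.7%. All 3 cells were above or all 3 below the other 9 for 56.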

S9 Table Gene Ontology enrichment analysis on *Nkx2-5* ^+^ EB CPs (*P*<0.05).

S10 Table Gene Ontology enrichment analysis on *Tbx5* ^+^ EB CPs (*P*<0.05).

S11 Table Gene Ontology enrichment analysis on *Nkx2-5* ^+^ FHF CPs (*P*<0.05).

S12 Table Gene Ontology enrichment analysis on *Nkx2-5* ^+^ */Tbx5* ^+^ FHF CPs (*P*<0.05).

## References

[1] BuckinghamM, MeilhacS, ZaffranS. Building the mammalian heart from two sources of myocardial cells. Nat Rev Genet. 2005 11;6(11):826–35. . Epub 2005/11/24. eng.1630459810.1038/nrg1710

[2] RanaMS, ChristoffelsVM, MoormanAF. A molecular and genetic outline of cardiac morphogenesis. Acta Physiol (Oxf). 2013 4;207(4):588–615. . Epub 2013/01/10. eng.2329776410.1111/apha.12061

[3] KinderSJ, TsangTE, QuinlanGA, HadjantonakisAK, NagyA, TamPP. The orderly allocation of mesodermal cells to the extraembryonic structures and the anteroposterior axis during gastrulation of the mouse embryo. Development. 1999 11;126(21):4691–701. . Epub 1999/10/16. eng.1051848710.1242/dev.126.21.4691

[4] DownsKM, DaviesT. Staging of gastrulating mouse embryos by morphological landmarks in the dissecting microscope. Development. 1993 8;118(4):1255–66. . Epub 1993/08/01. eng.826985210.1242/dev.118.4.1255

[5] TamPP, ParameswaranM, KinderSJ, WeinbergerRP. The allocation of epiblast cells to the embryonic heart and other mesodermal lineages: the role of ingression and tissue movement during gastrulation. Development. 1997 5;124(9):1631–42. . Epub 1997/05/01. eng.916511210.1242/dev.124.9.1631

[6] KellyRG. The second heart field. Current topics in developmental biology. 2012;100:33–65. 10.1016/B978-0-12-387786-4.00002-6 22449840

[7] CaiCL, LiangX, ShiY, ChuPH, PfaffSL, ChenJ, et al Isl1 identifies a cardiac progenitor population that proliferates prior to differentiation and contributes a majority of cells to the heart. Dev Cell. 2003 12;5(6):877–89. . Epub 2003/12/12. eng.1466741010.1016/s1534-5807(03)00363-0PMC5578462

[8] VerziMP, McCulleyDJ, De ValS, DodouE, BlackBL. The right ventricle, outflow tract, and ventricular septum comprise a restricted expression domain within the secondary/anterior heart field. Dev Biol. 2005 11 1;287(1):134–45. . Epub 2005/09/29. eng.1618824910.1016/j.ydbio.2005.08.041

[9] TzahorE, EvansSM. Pharyngeal mesoderm development during embryogenesis: implications for both heart and head myogenesis. Cardiovasc Res. 2011 7 15;91(2):196–202. Pubmed Central PMCID: 3125075. 10.1093/cvr/cvr116 21498416PMC3125075

[10] MorettiA, CaronL, NakanoA, LamJT, BernshausenA, ChenY, et al Multipotent embryonic isl1+ progenitor cells lead to cardiac, smooth muscle, and endothelial cell diversification. Cell. 2006 12 15;127(6):1151–65. . Epub 2006/11/25. eng.1712359210.1016/j.cell.2006.10.029

[11] LiangX, WangG, LinL, LoweJ, ZhangQ, BuL, et al HCN4 dynamically marks the first heart field and conduction system precursors. Circ Res. 2013 8 2;113(4):399–407. Pubmed Central PMCID: 4017870. 10.1161/CIRCRESAHA.113.301588 23743334PMC4017870

[12] SpaterD, AbramczukMK, BuacK, ZangiL, StachelMW, ClarkeJ, et al A HCN4+ cardiomyogenic progenitor derived from the first heart field and human pluripotent stem cells. Nat Cell Biol. 2013 9;15(9):1098–106. Epub 2013/08/27. 10.1038/ncb2824 23974038

[13] LescroartF, ChababS, LinX, RulandsS, PaulissenC, RodolosseA, et al Early lineage restriction in temporally distinct populations of Mesp1 progenitors during mammalian heart development. Nat Cell Biol. 2014 9;16(9):829–40. 10.1038/ncb3024 25150979PMC6984965

[14] DevineWP, WytheJD, GeorgeM, Koshiba-TakeuchiK, BruneauBG. Early patterning and specification of cardiac progenitors in gastrulating mesoderm. eLife. 2014;3 .2529602410.7554/eLife.03848PMC4356145

[15] SchoenwolfGC, Garcia-MartinezV. Primitive-streak origin and state of commitment of cells of the cardiovascular system in avian and mammalian embryos. Cellular & molecular biology research. 1995;41(4):233–40. .8775981

[16] MeilhacSM, EsnerM, KellyRG, NicolasJF, BuckinghamME. The clonal origin of myocardial cells in different regions of the embryonic mouse heart. Dev Cell. 2004 5;6(5):685–98. .1513049310.1016/s1534-5807(04)00133-9

[17] BruneauBG, LoganM, DavisN, LeviT, TabinCJ, SeidmanJG, et al Chamber-specific cardiac expression of Tbx5 and heart defects in Holt-Oram syndrome. Dev Biol. 1999 7 1;211(1):100–8. . Epub 1999/06/22. eng.1037330810.1006/dbio.1999.9298

[18] XieL, HoffmannAD, Burnicka-TurekO, Friedland-LittleJM, ZhangK, MoskowitzIP. Tbx5-hedgehog molecular networks are essential in the second heart field for atrial septation. Dev Cell. 2012 8 14;23(2):280–91. Pubmed Central PMCID: 3912192. 10.1016/j.devcel.2012.06.006 22898775PMC3912192

[19] SmemoS, CamposLC, MoskowitzIP, KriegerJE, PereiraAC, NobregaMA. Regulatory variation in a TBX5 enhancer leads to isolated congenital heart disease. Hum Mol Genet. 2012 7 15;21(14):3255–63. Pubmed Central PMCID: 3384386. Epub 2012/05/01. 10.1093/hmg/dds165 22543974PMC3384386

[20] UeharaM, YashiroK, TakaokaK, YamamotoM, HamadaH. Removal of maternal retinoic acid by embryonic CYP26 is required for correct Nodal expression during early embryonic patterning. Genes Dev. 2009 7 15;23(14):1689–98. Pubmed Central PMCID: 2714714. Epub 2009/07/17. eng. 10.1101/gad.1776209 19605690PMC2714714

[21] ParkEJ, SunX, NicholP, SaijohY, MartinJF, MoonAM. System for tamoxifen-inducible expression of cre-recombinase from the Foxa2 locus in mice. Dev Dyn. 2008 2;237(2):447–53. . Epub 2007/12/28. eng.1816105710.1002/dvdy.21415

[22] SorianoP. Generalized lacZ expression with the ROSA26 Cre reporter strain. Nat Genet. 1999 1;21(1):70–1. . Epub 1999/01/23. eng.991679210.1038/5007

[23] SrinivasS, WatanabeT, LinCS, WilliamCM, TanabeY, JessellTM, et al Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev Biol. 2001;1:4 . Pubmed Central PMCID: 31338. Epub 2001/04/12. eng.1129904210.1186/1471-213X-1-4PMC31338

[24] KurimotoK, YabutaY, OhinataY, OnoY, UnoKD, YamadaRG, et al An improved single-cell cDNA amplification method for efficient high-density oligonucleotide microarray analysis. Nucleic Acids Res. 2006;34(5):e42 . Pubmed Central PMCID: 1409679. Epub 2006/03/21. eng.1654719710.1093/nar/gkl050PMC1409679

[25] BrouiletteS, KuerstenS, MeinC, BozekM, TerryA, DiasKR, et al A simple and novel method for RNA-seq library preparation of single cell cDNA analysis by hyperactive Tn5 transposase. Dev Dyn. 2012 10;241(10):1584–90. Epub 2012/08/23. eng. 10.1002/dvdy.23850 22911638

[26] MiH, MuruganujanA, CasagrandeJT, ThomasPD. Large-scale gene function analysis with the PANTHER classification system. Nat Protoc. 2013 8;8(8):1551–66. 10.1038/nprot.2013.092 23868073PMC6519453

[27] KanehisaM, GotoS, SatoY, KawashimaM, FurumichiM, TanabeM. Data, information, knowledge and principle: back to metabolism in KEGG. Nucleic Acids Res. 2014 1;42(Database issue):D199–205. Pubmed Central PMCID: 3965122. 10.1093/nar/gkt1076 24214961PMC3965122

[28] KawasumiA, NakamuraT, IwaiN, YashiroK, SaijohY, BeloJA, et al Left-right asymmetry in the level of active Nodal protein produced in the node is translated into left-right asymmetry in the lateral plate of mouse embryos. Dev Biol. 2011 5 15;353(2):321–30. Epub 2011/03/23. eng. 10.1016/j.ydbio.2011.03.009 21419113PMC4134472

[29] YashiroK, ZhaoX, UeharaM, YamashitaK, NishijimaM, NishinoJ, et al Regulation of retinoic acid distribution is required for proximodistal patterning and outgrowth of the developing mouse limb. Dev Cell. 2004 3;6(3):411–22. . Epub 2004/03/20. eng.1503076310.1016/s1534-5807(04)00062-0

[30] TakaokaK, YamamotoM, HamadaH. Origin and role of distal visceral endoderm, a group of cells that determines anterior-posterior polarity of the mouse embryo. Nat Cell Biol. 2011 7;13(7):743–52. Epub 2011/05/31. eng. 10.1038/ncb2251 21623358

[31] KiyonariH, KanekoM, AbeS, AizawaS. Three inhibitors of FGF receptor, ERK, and GSK3 establishes germline-competent embryonic stem cells of C57BL/6N mouse strain with high efficiency and stability. Genesis. 2010 5;48(5):317–27. Epub 2010/02/18. eng. 10.1002/dvg.20614 20162675

[32] WamstadJA, AlexanderJM, TrutyRM, ShrikumarA, LiF, EilertsonKE, et al Dynamic and coordinated epigenetic regulation of developmental transitions in the cardiac lineage. Cell. 2012 9 28;151(1):206–20. Pubmed Central PMCID: 3462286. Epub 2012/09/18. eng. 10.1016/j.cell.2012.07.035 22981692PMC3462286

[33] YamaharaK, FukushimaS, CoppenSR, FelkinLE, Varela-CarverA, BartonPJ, et al Heterogeneic nature of adult cardiac side population cells. Biochem Biophys Res Commun. 2008 7 11;371(4):615–20. 10.1016/j.bbrc.2008.04.021 18413147

[34] ShintaniY, KapoorA, KanekoM, SmolenskiRT, D'AcquistoF, CoppenSR, et al TLR9 mediates cellular protection by modulating energy metabolism in cardiomyocytes and neurons. Proc Natl Acad Sci U S A. 2013 3 26;110(13):5109–14. Pubmed Central PMCID: 3612600. 10.1073/pnas.1219243110 23479602PMC3612600

[35] CongL, RanFA, CoxD, LinS, BarrettoR, HabibN, et al Multiplex genome engineering using CRISPR/Cas systems. Science. 2013 2 15;339(6121):819–23. Pubmed Central PMCID: 3795411. 10.1126/science.1231143 23287718PMC3795411

[36] Kanai-AzumaM, KanaiY, GadJM, TajimaY, TayaC, KurohmaruM, et al Depletion of definitive gut endoderm in Sox17-null mutant mice. Development. 2002 5;129(10):2367–79. . Epub 2002/04/26. eng.1197326910.1242/dev.129.10.2367

[37] WoodHB, EpiskopouV. Comparative expression of the mouse Sox1, Sox2 and Sox3 genes from pre-gastrulation to early somite stages. Mech Dev. 1999 8;86(1–2):197–201. . Epub 1999/08/14.1044628210.1016/s0925-4773(99)00116-1

[38] ShenMM, WangH, LederP. A differential display strategy identifies Cryptic, a novel EGF-related gene expressed in the axial and lateral mesoderm during mouse gastrulation. Development. 1997 1;124(2):429–42. . Epub 1997/01/01. eng.905331910.1242/dev.124.2.429

[39] HarveyRP. Patterning the vertebrate heart. Nat Rev Genet. 2002 7;3(7):544–56. .1209423210.1038/nrg843

[40] SagaY, Miyagawa-TomitaS, TakagiA, KitajimaS, MiyazakiJ, InoueT. MesP1 is expressed in the heart precursor cells and required for the formation of a single heart tube. Development. 1999 8;126(15):3437–47. . Epub 1999/07/07. eng.1039312210.1242/dev.126.15.3437

[41] O'BrienTX, LeeKJ, ChienKR. Positional specification of ventricular myosin light chain 2 expression in the primitive murine heart tube. Proc Natl Acad Sci U S A. 1993 6 1;90(11):5157–61. . Pubmed Central PMCID: 46674. Epub 1993/06/01. eng.850636310.1073/pnas.90.11.5157PMC46674

[42] KellyRG, BrownNA, BuckinghamME. The arterial pole of the mouse heart forms from Fgf10-expressing cells in pharyngeal mesoderm. Dev Cell. 2001 9;1(3):435–40. .1170295410.1016/s1534-5807(01)00040-5

[43] CostelloI, PimeislIM, DragerS, BikoffEK, RobertsonEJ, ArnoldSJ. The T-box transcription factor Eomesodermin acts upstream of Mesp1 to specify cardiac mesoderm during mouse gastrulation. Nat Cell Biol. 2011 9;13(9):1084–91. Epub 2011/08/09. 10.1038/ncb2304 21822279PMC4531310

[44] PrallOW, MenonMK, SollowayMJ, WatanabeY, ZaffranS, BajolleF, et al An Nkx2-5/Bmp2/Smad1 negative feedback loop controls heart progenitor specification and proliferation. Cell. 2007 3 9;128(5):947–59. . Pubmed Central PMCID: 2092439. Epub 2007/03/14. eng.1735057810.1016/j.cell.2007.01.042PMC2092439

[45] MaQ, ZhouB, PuWT. Reassessment of Isl1 and Nkx2-5 cardiac fate maps using a Gata4-based reporter of Cre activity. Dev Biol. 2008 11 1;323(1):98–104. Pubmed Central PMCID: 2655699. Epub 2008/09/09. eng. 10.1016/j.ydbio.2008.08.013 18775691PMC2655699

[46] NelsonDO, JinDX, DownsKM, KampTJ, LyonsGE. Irx4 identifies a chamber-specific cell population that contributes to ventricular myocardium development. Dev Dyn. 2014 3;243(3):381–92. . Pubmed Central PMCID: 4005848.2412350710.1002/dvdy.24078PMC4005848

[47] CagaviE, BartulosO, SuhCY, SunB, YueZ, JiangZ, et al Functional cardiomyocytes derived from Isl1 cardiac progenitors via Bmp4 stimulation. PLoS One. 2014;9(12):e110752 Pubmed Central PMCID: 4270687. 10.1371/journal.pone.0110752 25522363PMC4270687

[48] MikelsAJ, NusseR. Purified Wnt5a protein activates or inhibits beta-catenin-TCF signaling depending on receptor context. PLoS biology. 2006 4;4(4):e115 . Pubmed Central PMCID: 1420652.1660282710.1371/journal.pbio.0040115PMC1420652

[49] LiY, RankinSA, SinnerD, KennyAP, KriegPA, ZornAM. Sfrp5 coordinates foregut specification and morphogenesis by antagonizing both canonical and noncanonical Wnt11 signaling. Genes Dev. 2008 11 1;22(21):3050–63. Pubmed Central PMCID: 2577796. 10.1101/gad.1687308 18981481PMC2577796

[50] TianY, CohenED, MorriseyEE. The importance of Wnt signaling in cardiovascular development. Pediatr Cardiol. 2010 4;31(3):342–8. Pubmed Central PMCID: 3736804. 10.1007/s00246-009-9606-z 19967349PMC3736804

[51] NaitoAT, ShiojimaI, AkazawaH, HidakaK, MorisakiT, KikuchiA, et al Developmental stage-specific biphasic roles of Wnt/beta-catenin signaling in cardiomyogenesis and hematopoiesis. Proc Natl Acad Sci U S A. 2006 12 26;103(52):19812–7. . Pubmed Central PMCID: 1750922.1717014010.1073/pnas.0605768103PMC1750922

[52] WatanabeY, ZaffranS, KuroiwaA, HiguchiH, OguraT, HarveyRP, et al Fibroblast growth factor 10 gene regulation in the second heart field by Tbx1, Nkx2-5, and Islet1 reveals a genetic switch for down-regulation in the myocardium. Proc Natl Acad Sci U S A. 2012 11 6;109(45):18273–80. Pubmed Central PMCID: 3494960. 10.1073/pnas.1215360109 23093675PMC3494960

[53] McFaddenDG, BarbosaAC, RichardsonJA, SchneiderMD, SrivastavaD, OlsonEN. The Hand1 and Hand2 transcription factors regulate expansion of the embryonic cardiac ventricles in a gene dosage-dependent manner. Development. 2005 1;132(1):189–201. .1557640610.1242/dev.01562

[54] BamforthSD, BragancaJ, ElorantaJJ, MurdochJN, MarquesFI, KrancKR, et al Cardiac malformations, adrenal agenesis, neural crest defects and exencephaly in mice lacking Cited2, a new Tfap2 co-activator. Nat Genet. 2001 12;29(4):469–74. .1169487710.1038/ng768

[55] KwonC, QianL, ChengP, NigamV, ArnoldJ, SrivastavaD. A regulatory pathway involving Notch1/beta-catenin/Isl1 determines cardiac progenitor cell fate. Nat Cell Biol. 2009 8;11(8):951–7. Pubmed Central PMCID: 2748816. 10.1038/ncb1906 19620969PMC2748816

[56] FeilR, WagnerJ, MetzgerD, ChambonP. Regulation of Cre recombinase activity by mutated estrogen receptor ligand-binding domains. Biochem Biophys Res Commun. 1997 8 28;237(3):752–7. . Epub 1997/08/28.929943910.1006/bbrc.1997.7124

[57] BruneauBG, NemerG, SchmittJP, CharronF, RobitailleL, CaronS, et al A murine model of Holt-Oram syndrome defines roles of the T-box transcription factor Tbx5 in cardiogenesis and disease. Cell. 2001 9 21;106(6):709–21. . Epub 2001/09/27. eng.1157277710.1016/s0092-8674(01)00493-7

[58] MoskowitzIP, PizardA, PatelVV, BruneauBG, KimJB, KupershmidtS, et al The T-Box transcription factor Tbx5 is required for the patterning and maturation of the murine cardiac conduction system. Development. 2004 8;131(16):4107–16. . Epub 2004/08/04. eng.1528943710.1242/dev.01265

[59] BakkerML, BoukensBJ, MommersteegMT, BronsJF, WakkerV, MoormanAF, et al Transcription factor Tbx3 is required for the specification of the atrioventricular conduction system. Circ Res. 2008 6 6;102(11):1340–9. 10.1161/CIRCRESAHA.107.169565 18467625

[60] HoogaarsWM, TessariA, MoormanAF, de BoerPA, HagoortJ, SoufanAT, et al The transcriptional repressor Tbx3 delineates the developing central conduction system of the heart. Cardiovasc Res. 2004 6 1;62(3):489–99. . Epub 2004/05/26. eng.1515814110.1016/j.cardiores.2004.01.030

[61] WieseC, GrieskampT, AirikR, MommersteegMT, GardiwalA, de Gier-de VriesC, et al Formation of the sinus node head and differentiation of sinus node myocardium are independently regulated by Tbx18 and Tbx3. Circ Res. 2009 2 13;104(3):388–97. Epub 2008/12/20. 10.1161/CIRCRESAHA.108.187062 19096026

[62] JensenB, WangT, ChristoffelsVM, MoormanAF. Evolution and development of the building plan of the vertebrate heart. Biochim Biophys Acta. 2013 4;1833(4):783–94. 10.1016/j.bbamcr.2012.10.004 23063530

[63] HeA, KongSW, MaQ, PuWT. Co-occupancy by multiple cardiac transcription factors identifies transcriptional enhancers active in heart. Proc Natl Acad Sci U S A. 2011 4 5;108(14):5632–7. Pubmed Central PMCID: 3078411. 10.1073/pnas.1016959108 21415370PMC3078411

[64] TakeuchiJK, BruneauBG. Directed transdifferentiation of mouse mesoderm to heart tissue by defined factors. Nature. 2009 6 4;459(7247):708–11. Pubmed Central PMCID: 2728356. Epub 2009/04/28. eng. 10.1038/nature08039 19396158PMC2728356

[65] FijnvandraatAC, Lekanne DeprezRH, ChristoffelsVM, RuijterJM, MoormanAF. TBX5 overexpression stimulates differentiation of chamber myocardium in P19C16 embryonic carcinoma cells. Journal of muscle research and cell motility. 2003;24(2–3):211–8. .1460903210.1023/a:1026063409656

[66] SunG, LewisLE, HuangX, NguyenQ, PriceC, HuangT. TBX5, a gene mutated in Holt-Oram syndrome, is regulated through a GC box and T-box binding elements (TBEs). J Cell Biochem. 2004 5 1;92(1):189–99. .1509541410.1002/jcb.20039

[67] InagakiT, Garcia-MartinezV, SchoenwolfGC. Regulative ability of the prospective cardiogenic and vasculogenic areas of the primitive streak during avian gastrulation. Dev Dyn. 1993 5;197(1):57–68. .840041110.1002/aja.1001970106

[68] MoormanAF, ChristoffelsVM, AndersonRH, van den HoffMJ. The heart-forming fields: one or multiple? Philos Trans R Soc Lond B Biol Sci. 2007 8 29;362(1484):1257–65. . Pubmed Central PMCID: 2440394.1758180810.1098/rstb.2007.2113PMC2440394

[69] WangW, Razy-KrajkaF, SiuE, KetchamA, ChristiaenL. NK4 antagonizes Tbx1/10 to promote cardiac versus pharyngeal muscle fate in the ascidian second heart field. PLoS biology. 2013 12;11(12):e1001725 Pubmed Central PMCID: 3849182. 10.1371/journal.pbio.1001725 24311985PMC3849182

[70] StolfiA, GainousTB, YoungJJ, MoriA, LevineM, ChristiaenL. Early chordate origins of the vertebrate second heart field. Science. 2010 7 30;329(5991):565–8. Epub 2010/07/31. 10.1126/science.1190181 20671188PMC4970750

[71] MjaatvedtCH, NakaokaT, Moreno-RodriguezR, NorrisRA, KernMJ, EisenbergCA, et al The outflow tract of the heart is recruited from a novel heart-forming field. Dev Biol. 2001 10 1;238(1):97–109. .1178399610.1006/dbio.2001.0409

[72] ForsbergH, CrozetF, BrownNA. Waves of mouse Lunatic fringe expression, in four-hour cycles at two-hour intervals, precede somite boundary formation. Current biology: CB. 1998 9 10;8(18):1027–30. . Epub 1998/09/19.974080610.1016/s0960-9822(07)00424-1

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831

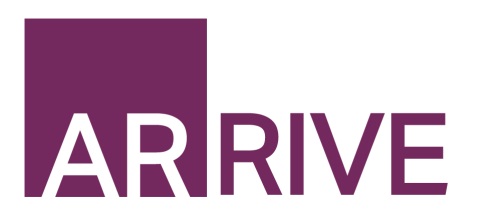

The ARRIVE Guidelines Checklist

Animal Research: Reporting In Vivo Experiments

Carol Kilkenny^1^, William J Browne^2^, Innes C Cuthill^3^, Michael Emerson^4^ and Douglas G Altman^5^

*^1^The National Centre for the Replacement, Refinement and Reduction of Animals in Research, London, UK, ^2^School of Veterinary Science, University of Bristol, Bristol, UK, ^3^School of Biological Sciences, University of Bristol, Bristol, UK, ^4^National Heart and Lung Institute, Imperial College London, UK, ^5^Centre for Statistics in Medicine, University of Oxford, Oxford, UK.*

|  | | ITEM | RECOMMENDATION | Section/ Paragraph |
| --- | --- | --- | --- | --- |
|  | | | **Title page**  Page 1 |  |
|  | | | **Abstract**  Page 2 |  |
| INTRODUCTION | | |  |  |
| 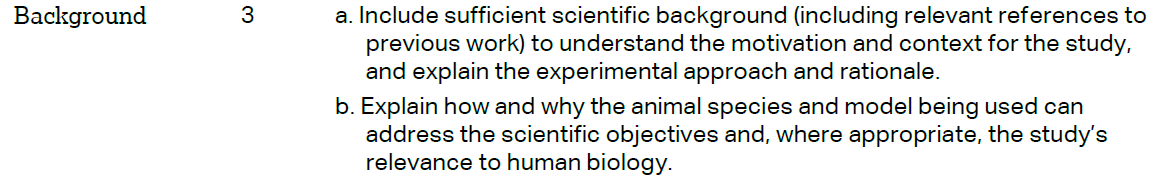 | | | **Introduction**  Page 3-5 |  |
|  | | | **Introduction**  Page 3-5 |  |
| METHODS | | |  |  |
|  | | | **Material & Methods**  Page 6-12 |  |
| 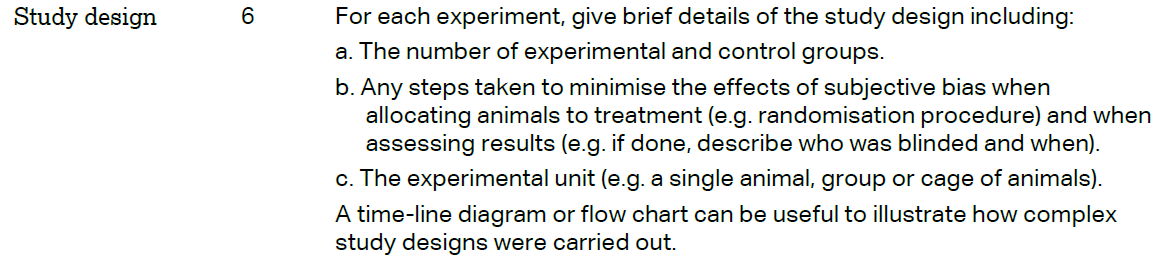 | | | **Material & Methods**  **Results**  Page 6-22 |  |
| 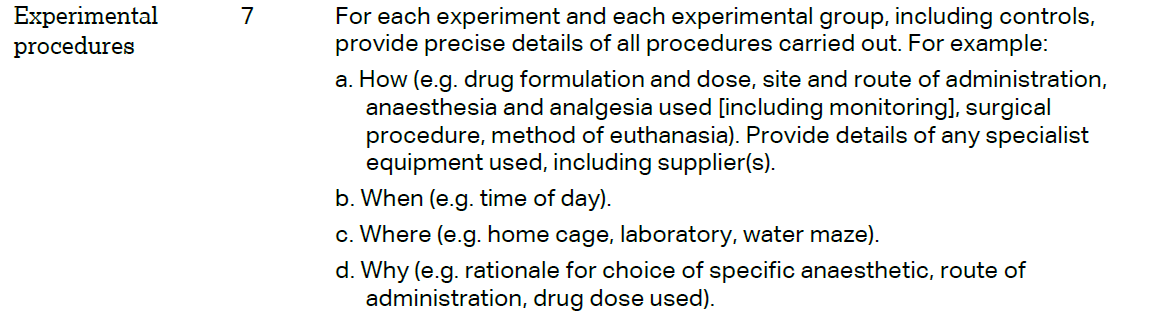 | | | **Material & Methods**  **Results**  Page 6-22 |  |
| 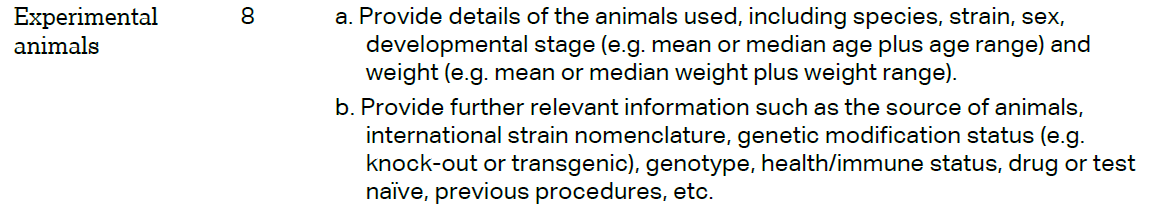 | | | **Material & Methods**  **Results**  Page 6-22 |  |

The ARRIVE guidelines. Originally published in *PLoS Biology*, June 2010^1^

| 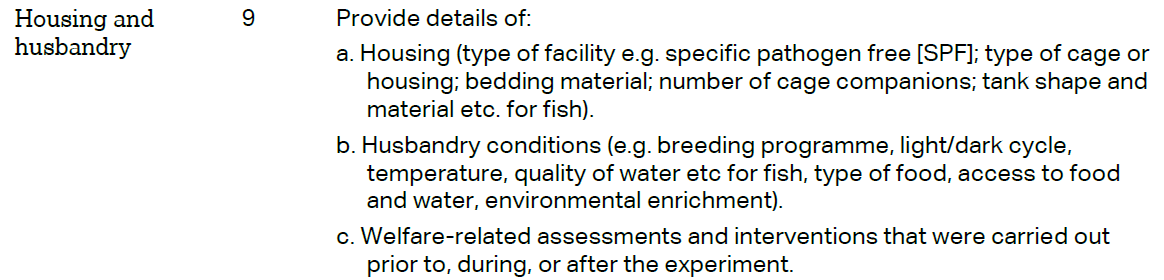 | **Material & Methods**  Page 6-13 | |
| --- | --- | --- |
| 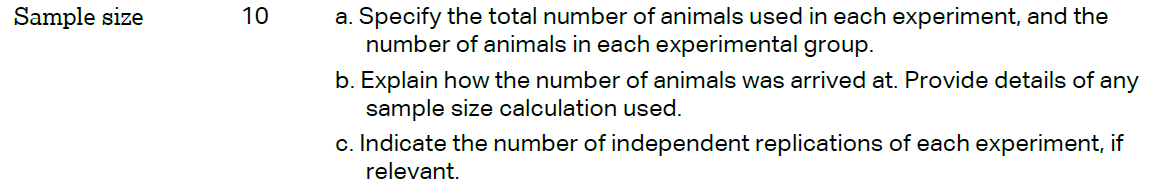 | **Material & Methods**  **Results**  Page 6-22 | |
| 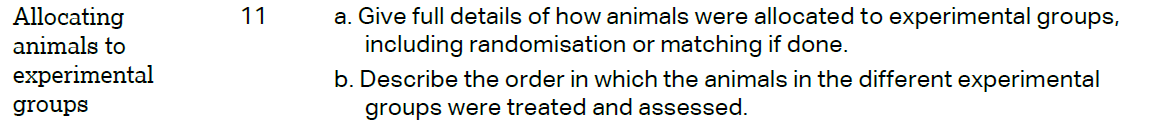 | **Material & Methods**  **Results**  Page 6-22 | |
|  | **Results**  Page 14-22 | |
| 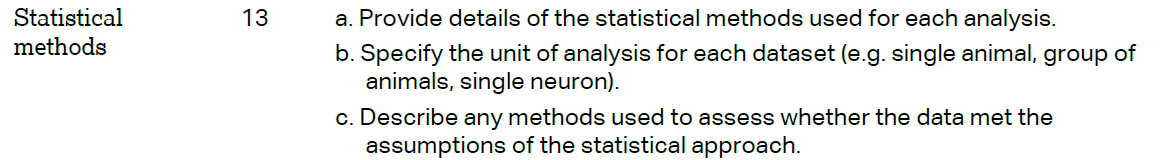 | **Material & Methods**  **Results**  Page 6-22 | |
| RESULTS |  | |
|  | **Material & Methods**  **Results**  Page 6-22 | |
|  | **Results**  Page 6-22 | |
|  | **Results**  Page 6-22 | |
|  | **Results**  Page 6-22 | |
| DISCUSSION |  | |
| 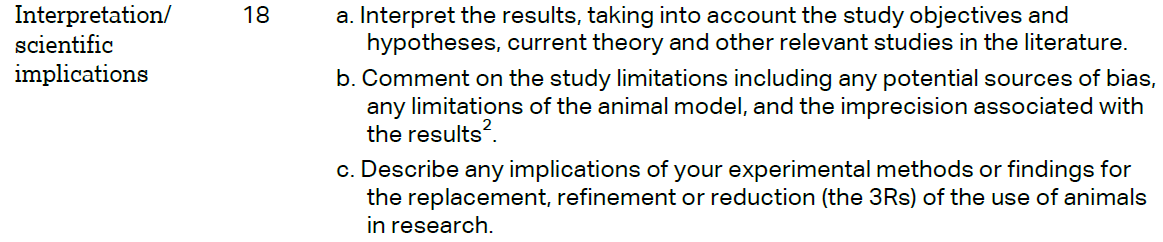 | **Results**  **Discussion**  Page 14-26 | |
|  | **Discussion**  Page 23-26 | |
|  | | **Funding Information** |

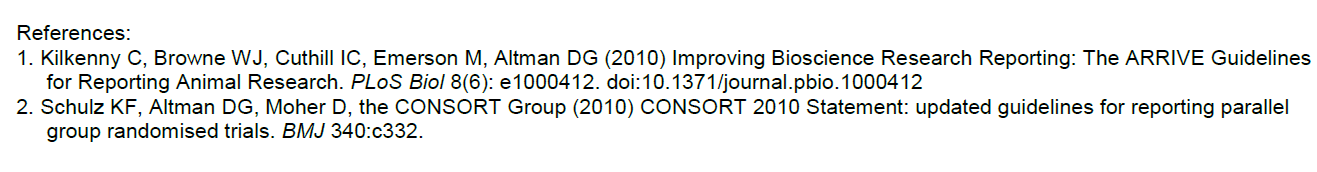

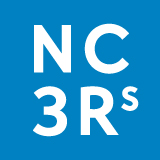

**Supplement:** S1 ARRIVE Checklist

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S1 Table

Table S1. Primers for PCR of Marker Genes

Gene	Primer name	Primer sequence (5' to 3')
<i>Gapdh</i>	Gapdh_L	GCATCTTGGGCTACACTGAG
	Gapdh_R	AGGTGGAAGAGTGGGAGTTG
<i>Nkx2-5</i>	Nkx2-5_L	TTGACGTAGCCTGGTGTCTC
	Nkx2-5_R	TAGTGTGGAATCCGTCGAAA
<i>Tbx5</i>	Tbx5_L	CGTCGTGGAATTCAGAGTTG
	Tbx5_R	CGATAGGTGCTGAGGAGTGA
<i>Isl1</i>	Isl1_L	TTATAAAGCATTGCAACAAGGTT
	Isl1_R	TCTTGGACAGACAGGAGTCAA
<i>Mesp1</i>	Mesp1_L	ATTGTCACCCTGTCTGAGCA
	Mesp1_R	GATGCCCATGTTGGTATCAC
<i>Cfc1</i><br>(Cryptic)	Cfc1_L	CGCCAGAGGATCAAGAGAAT
	Cfc1_R	CTTAGGAGCCTCAGCCCTTA
<i>Myl2</i>	Mlc2v_R	AGGGTCACTGAAGGCTGACT

<i>(Mlc2v)</i>	Mlc2v_R	GGTCGATCTCCTCTTTGGAG
<i>Myl7</i><br><i>(Mlc2a)</i>	Mlc2a_L	TCAAGCAGCTTCTCATGACC
	Mlc2a_R	AGCGCAAACAGTTGCTCTAC
<i>Actc1</i><br>(cardiac actin)	Actc1_L	CCCATCTCTCATCAGTCATTGT
	Actc1_R	TGTAGGTTGCAAGTCCTGGT
<i>Sox2</i>	Sox2_L	CATGAGAGCAAGTACTGGCAAG
	Sox2_R	CCAACGATATCAACCTGCATGG
<i>Sox17</i>	Sox17_L	TTCTGTACACTTTAATGAGGCTGTTC
	Sox17_R	TTGTGGGAAGTGGGATCAAG
<i>Cre</i>	Cre_L	AGGTTCGTTCACTCATGGA
	Cre_R	TCGACCAGTTTAGTTACCC
<i>Oct3/4</i>	Oct3/4_L	GAAGAGTATGAGGCTACAGGG
	Oct3/4_R	CCCTGTAGCCTCATACTCTTC
<i>Sry</i>	Sry_L	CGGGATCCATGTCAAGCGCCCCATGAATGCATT<br>ATG

	Sry_R	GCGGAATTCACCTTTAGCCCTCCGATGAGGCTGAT<br>AT

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S2 Table

Table S2. Primers and Probe Sets for Taqman Assays

Gene	Name	Sequence (5' to 3')
<i>Nkx2-5</i>	Nkx2-5_L	TTGACGTAGCCTGGTGTCTC
	Nkx2-5_R	TAGTGTGGAATCCGTCGAAA
	Nkx2-5_Probe	CTGGCAGAGCCCTTCCAGGG
<i>Tbx5</i>	Tbx5_L	CGTCGTGGAATTCAGAGTTG
	Tbx5_R	CGATAGGTGCTGAGGAGTGA
	Tbx5_Probe	TGTCGGGCTCAGTCTGACACCC

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S3 Table

Table S3. Number of Reads in deep sequencing

Sample ID	Total Number of Reads
EB <i>Tbx5</i> _1	36,733,874
EB <i>Tbx5</i> _2	36,168,502
EB <i>Tbx5</i> _3	32,844,430
EB <i>Nkx2-5</i> _1	27,764,442
EB <i>Nkx2-5</i> _2	22,681,504
EB <i>Nkx2-5</i> _3	35,891,446
EHF <i>Nkx2-5/Tbx5</i> _1	37,905,007
EHF <i>Nkx2-5/Tbx5</i> _2	36,588,366
EHF <i>Nkx2-5/Tbx5</i> _3	34,866,324
EHF <i>Nkx2-5</i> _1	33,505,486
EHF <i>Nkx2-5</i> _2	35,445,587
EHF <i>Nkx2-5</i> _3	12,475,588

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S4 Table

Table S4. Primer Sets for Genotyping of CRISPR/Cas9–Guided Mutagenesis of *Tbx5*

Primer		Sequence (5' to 3')
For PCR	Forward	GACAAATTTGACGGACAGCTC
	Reverse	CCATAAAGATAAACGCCTCGAT
For sequencing	Forward	TCCAACCTCCCTCTCTTGTCC
	Reverse	CCTGCACCGTTAGCAGAGAG

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S5 Table

Table S5. The enriched genes in EB *Nkx2-5*⁺ CPs filtered via ANOVA

ID	p-value<br>(Attribute)	p-value	Fold-Change	F<br>(Attribute)	SS<br>(Attribute)	SS<br>(Error)	F<br>(Error)
Ctnnb1	0.140921	0.0321114	8.99E+307	2.42352	3.44E+06	3.79E+06	1
Pabpc1	0.150959	0.039267	8.99E+307	2.3278	5.39E+06	6.18E+06	1
Tcf15	4.97E-05	5.96E-06	9.84E+189	36.8302	901195	65250.5	1
Zfp207	0.118229	0.0331035	4.30E+187	2.67465	1.06E+06	1.06E+06	1
Ybx3	0.0801189	0.0365882	5.49E+155	3.2689	940291	767059	1
Odc1	0.00537638	0.0149446	1.11E+151	9.36997	1.67E+06	475382	1
Arpc5	0.022016	0.00384162	2.00E+144	5.68921	546063	255953	1
Ctdsp2	0.0540119	0.0149998	1.78E+138	3.92943	587769	398883	1
Wdr45b	0.0920342	0.0186365	3.56E+134	3.05094	475163	415315	1
Ctbp2	0.170389	0.0358581	2.81E+120	2.16288	368321	454112	1
Strap	0.0125305	0.00184897	3.93E+110	7.00912	307054	116821	1
Bzw2	0.193178	0.0404416	1.60E+108	1.99647	291994	390013	1
Lamp1	0.196628	0.0464344	8.59E+107	1.97337	309185	417811	1
Enoph1	0.0844814	0.0362607	1.08E+105	3.18471	414739	347275	1
Clns1a	0.137082	0.0271758	3.27E+101	2.46237	259741	281291	1
Mex3b	0.141333	0.0276591	7.85E+100	2.41943	254251	280232	1
Jam3	0.202801	0.0499175	1.12E+99	1.93323	265441	366145	1
Dpysl5	0.0459448	0.00765925	4.34E+97	4.21899	239545	151407	1
Cisd2	0.0967698	0.0208549	4.16E+93	2.97379	235834	211477	1
Sec31a	0.0601228	0.0135208	4.52E+90	3.74368	230410	164123	1
Emb	0.169525	0.0445799	1.30E+89	2.16972	226683	278602	1
Sec13	0.0687049	0.013155	5.10E+88	3.51901	205003	155349	1
Myl12a	0.165044	0.0411553	8.48E+86	2.20586	210142	254041	1
Lsm8	0.00701224	0.00522424	2.54E+86	8.57486	329940	102607	1
Asap1	0.0853231	0.0153053	1.43E+86	3.16909	185687	156249	1
Ywhaq	0.0856004	0.020502	3.27E+84	3.16398	202910	171017	1
Pitpnb	0.118026	0.0281748	1.45E+84	2.67717	197500	196725	1
Srrm1	0.146247	0.0378504	5.75E+83	2.37173	200805	225776	1
Cdca7	0.0417324	0.00747761	4.46E+80	4.39656	168743	102349	1
Brk1	0.0467278	0.00764275	3.63E+74	4.18821	138552	88217.5	1
Cry1	0.107201	0.0200124	4.05E+73	2.81917	135656	128318	1
Smad4	0.0108351	0.0316936	4.22E+71	7.38039	417700	150922	1
Papss1	0.111725	0.0293694	8.02E+70	2.75776	147336	142470	1
Stk4	0.00726592	0.00129617	2.36E+70	8.4724	133689	42078.4	1
Prpf4	0.200313	0.0423416	4.77E+67	1.94922	114263	156320	1
Sall4	0.128634	0.0345451	1.79E+67	2.55276	132987	138921	1
Dnajc10	0.0824371	0.0178688	1.43E+67	3.22348	122751	101547	1
Slc30a5	0.016965	0.00263199	1.13E+67	6.27684	113934	48403.8	1
Tcf3	0.0631954	0.020666	4.85E+66	3.65892	146619	106858	1
Zc3hc1	0.120293	0.0301811	2.97E+66	2.64945	126077	126896	1
Cyb5	0.0652128	0.0190633	2.53E+66	3.60599	138173	102180	1
Ube2e3	0.0146731	0.00231396	2.19E+66	6.6208	112565	45338	1

Exo1	0.0624469	0.0153663	9.54E+65	3.67909	126645	91794.7	1
Sdc1	0.199652	0.0418217	2.58E+64	1.95351	103049	140668	1
Taf4a	0.128535	0.0382901	1.01E+59	2.55386	107947	112715	1
Psmc2	0.0836652	0.0353887	7.82E+58	3.20005	129410	107840	1
Zfp598	0.0679237	0.0125087	7.47E+58	3.53798	88896.8	67003.7	1
Rragc	0.0480869	0.00919359	6.60E+57	4.13628	88467.7	57035.3	1
Eftud2	0.0278309	0.0155818	1.96E+56	5.19188	130879	67222.2	1
Pttg1ip	0.00747367	0.00105181	1.38E+56	8.39177	78774.6	25032.3	1
Ythdf1	0.00679423	0.000936769	2.75E+54	8.66667	73728.4	22685.6	1
Atp6v1g1	0.114892	0.0347458	9.71E+53	2.71658	91462.5	89782.1	1
Dgcr2	0.102334	0.021622	4.51E+52	2.8889	73672	68004.8	1
Rbpj	0.137651	0.0446208	4.34E+52	2.45653	89586.8	97250.4	1
Tinf2	0.0614711	0.0103599	1.68E+50	3.70584	62734.1	45142.5	1
Dcbld1	0.0675727	0.0115447	8.94E+49	3.5466	62061.6	46663.7	1
Memo1	0.0479967	0.0102134	3.61E+49	4.13967	67838.8	43700	1
2310057M21Rik	0.15207	0.0307546	1.70E+48	2.31768	58601.6	67425.4	1
Sdhd	0.190752	0.0444725	1.61E+48	2.01302	61461	81417.9	1
Traf4	0.014954	0.00233482	7.90E+47	6.57515	58450.4	23705.6	1
Ncapd2	0.0924754	0.0176125	7.21E+47	3.04355	58488.6	51246	1
Grpel1	0.123514	0.0290171	4.44E+46	2.61116	60028.4	61304.3	1
Degs2	0.0708257	0.0196954	4.36E+46	3.46881	66534.5	51148.8	1
Zrsr2	0.0856475	0.0183471	3.69E+46	3.16312	58599.4	49402.3	1
Dab2ip	0.210707	0.0471175	1.29E+46	1.88393	54300.8	76861.7	1
Ankrd40	0.128956	0.0263872	9.99E+45	2.54917	54442.6	56951.9	1
Lef1	0.145449	0.0336658	1.76E+45	2.37934	55379.4	62066.9	1
Cbfa2t2	0.0533812	0.00880075	1.11E+45	3.95008	50398.7	34023.8	1
E2f8	0.0866203	0.0172989	1.32E+44	3.14537	50972.4	43214.7	1
Cdc42	0.0412194	0.0128096	1.06E+44	4.4197	62713.3	37838.7	1
Clic4	0.10473	0.0217199	1.04E+44	2.85407	50966.4	47619.9	1
C1qbp	0.166661	0.0477953	1.56E+43	2.19269	55892.6	67974.6	1
Nploc4	0.174768	0.0411705	1.49E+43	2.12887	50032.3	62671.4	1
Rabgef1	0.124108	0.0233731	1.12E+42	2.60423	43901.9	44954.3	1
Snai1	0.0830325	0.0180281	1.15E+41	3.21207	45906.2	38111.4	1
Ube2q1	0.0905458	0.0241744	6.63E+39	3.07621	47244.4	40954.7	1
Uchl4	0.177045	0.0367138	5.88E+39	2.1116	39676.3	50105.8	1
Wbp1l	0.0555678	0.0124404	2.57E+39	3.87975	43582.4	29955.5	1
Rab34	0.010594	0.00812108	1.04E+39	7.43905	69005.6	24736.3	1
Gatad1	0.0956348	0.017189	4.25E+38	2.99185	37058.4	33030.5	1
Pbdc1	0.114358	0.0226401	3.09E+38	2.72342	37905.7	37115.8	1
Eif1a	0.107015	0.0197653	3.71E+37	2.82176	35174.7	33241.4	1
Fam103a1	0.0114063	0.00190788	2.71E+37	7.24766	36758.1	13524.6	1
Tmem41a	0.0631324	0.0106386	2.07E+37	3.66061	34578.4	25189.6	1
Lmnb2	0.0109929	0.00225256	1.03E+37	7.34285	38502.1	13982.6	1
Pde12	0.0530173	0.00872491	6.13E+36	3.96213	33602.7	22615.9	1
Nt5c2	0.0983931	0.0200656	3.80E+36	2.94842	35080.3	31728	1

Usp24	0.208957	0.0471072	2.36E+36	1.89465	33976.8	47821.3	1
Bet1	0.166827	0.0353939	1.26E+36	2.19134	33299	40521.9	1
Eif3m	0.131063	0.0326898	9.87E+35	2.52603	36663.6	38704.7	1
Usp14	0.139556	0.0295523	4.46E+35	2.43718	33015.2	36123.9	1
Adnp2	0.0965852	0.0180473	3.33E+35	2.97671	31856.6	28538.5	1
Rer1	0.0508045	0.00936671	2.97E+35	4.03769	32745.5	21626.6	1
Vti1b	0.0752834	0.0176939	2.20E+35	3.36911	35381.6	28004.7	1
Lhx2	0.0551809	0.00912839	8.59E+34	3.89194	30301.4	20761.8	1
Mier3	0.179525	0.036894	5.93E+34	2.09309	30143.3	38403.6	1
Abcc5	0.106946	0.0301713	4.33E+34	2.82273	36463.8	34447.8	1
Wasf1	0.128637	0.0277112	3.92E+34	2.55272	31564.4	32973.3	1
Mogs	0.140138	0.0306306	3.19E+34	2.43135	31399.3	34438.3	1
Kin	0.17654	0.0436126	2.56E+34	2.1154	32560.8	41046	1
Socs2	0.052947	0.00871315	7.10E+33	3.96447	28453.4	19139	1
Etv2	0.0527289	0.00897698	6.07E+33	3.97176	28727.3	19287.7	1
Evx1	0.134119	0.0269426	3.46E+33	2.49328	28590.2	30578.4	1
Noc4l	0.137317	0.0421444	2.81E+33	2.45995	35136	38088.6	1
Cbx2	0.132152	0.0255858	2.53E+33	2.51426	27903.3	29594.8	1
Wdr89	0.0657524	0.0115007	1.27E+33	3.59218	27566	20463.7	1
Gsr	0.0548129	0.00924914	1.18E+33	3.90364	27383.2	18706.1	1
Pcgf3	0.0875188	0.0159303	9.95E+32	3.12921	27364	23319.2	1
Klf13	0.0965897	0.0257522	9.13E+32	2.97664	32264.5	28904.6	1
Scaf4	0.0602289	0.0103551	1.75E+32	3.74067	26094.5	18602.4	1
Ralgps2	0.193068	0.0457408	1.12E+32	1.99722	27368	36541.6	1
Anxa7	0.107145	0.0198049	8.42E+31	2.81994	25406.4	24025.5	1
Wdr61	0.0906106	0.0169823	6.97E+31	3.07509	25747.3	22327.6	1
Psmc7	0.0285704	0.0145468	6.40E+31	5.13799	40148	20837.2	1
Med23	0.161466	0.0372666	2.06E+31	2.2356	26241.9	31301.9	1
Chaf1b	0.129798	0.0259865	1.46E+31	2.53987	24718.7	25952.7	1
Chaf1a	0.00332378	0.000482468	7.36E+30	10.9499	24359.8	5932.45	1
Fbf1	0.12881	0.0270173	5.77E+30	2.5508	24638.4	25757.6	1
Tspan31	0.0761615	0.0132075	3.02E+30	3.35033	23081.5	18371.5	1
Pald1	0.0557546	0.00923599	2.11E+30	3.8739	22831.4	15716.4	1
Trappc6b	0.0621648	0.0104605	7.74E+29	3.68677	22188.7	16049.2	1
Mrpl15	0.0908855	0.0232983	6.15E+29	3.07039	25938.5	22527.8	1
Vkorc1	0.21681	0.0480018	1.08E+29	1.84738	21326.8	30784.8	1
Cdca7l	0.168341	0.0339919	4.20E+28	2.17916	20396.7	24959.7	1
Tango6	0.167296	0.0338701	2.34E+28	2.18755	20076.8	24474	1
Sqle	0.000624741	7.74E-05	6.40E+27	18.1758	19201.1	2817.09	1
Lysmd2	0.141924	0.0311361	5.53E+27	2.41359	20314.1	22444.1	1
Ptk2	0.206246	0.049704	4.82E+27	1.91147	20451.7	28532	1
Kctd20	0.0850594	0.0150219	1.50E+27	3.17396	18357.5	15423.4	1
Lsm6	0.0514917	0.010143	1.41E+27	4.0138	19684.1	13077.6	1
Ino80e	0.104675	0.0206862	1.33E+27	2.85485	18934	17685.9	1
Ppp2r2a	0.161062	0.0365418	1.06E+27	2.239	19380.8	23082.7	1

Tmem223	0.107006	0.0197558	4.76E+26	2.82189	17733.2	16757.7	1
Cenpe	0.175949	0.0384806	3.42E+26	2.11988	18166.9	22852.7	1
Notch1	0.101484	0.0271639	2.46E+26	2.90149	20680.2	19006.6	1
Fam149a	0.217104	0.0475265	1.84E+26	1.84566	17343.1	25057.8	1
Zpr1	0.0822105	0.0287668	1.71E+26	3.22785	23367.2	19304.6	1
Plekha3	0.155909	0.0346754	1.16E+26	2.28341	17903.2	20908.1	1
1300002E11Rik	0.0629511	0.0106017	9.11E+25	3.66547	16732.5	12173.1	1
Triap1	0.168198	0.0492717	5.05E+25	2.1803	20013.7	24478.3	1
Ddx28	0.158477	0.0314	4.46E+25	2.26106	16335.4	19265.7	1
Nif3l1	0.147436	0.049647	1.17E+25	2.36048	20695.1	23379.6	1
Ube2g1	0.0615679	0.0103719	8.54E+24	3.70317	15454.6	11128.9	1
Sil1	0.0883666	0.0156649	3.97E+24	3.11414	15024.3	12865.5	1
Ppil3	0.128411	0.0243461	2.19E+24	2.55524	14709.9	15351.4	1
Tsen15	0.0749477	0.0464054	1.35E+24	3.37636	26430.9	20875.2	1
Etfp	0.048544	0.038434	9.96E+23	4.11922	28857	18681.2	1
Hexim1	0.160751	0.0319533	6.59E+23	2.24164	14087	16758	1
Ddx18	0.144595	0.0328841	4.96E+23	2.38755	15062.9	16823.8	1
Bahcc1	0.107674	0.0197808	2.25E+23	2.81259	13549.7	12846.7	1
Herpud2	0.124556	0.0238857	2.19E+23	2.59904	13636.9	13991.7	1
B2m	0.00822463	0.00244643	9.43E+22	8.12207	16878.2	5541.52	1
Cog4	0.0286467	0.0044082	4.30E+22	5.13253	12734.8	6616.54	1
Smox	0.065883	0.011174	3.59E+22	3.58886	12635.2	9388.45	1
Chmp2a	0.0146185	0.00211834	3.03E+22	6.62978	12562.8	5053.08	1
Rfc5	0.106977	0.0274355	2.43E+22	2.82229	14544	13742.1	1
Tbccd1	0.131793	0.0280524	2.15E+22	2.51813	13053.8	13823.8	1
Dlg3	0.169025	0.0346838	3.53E+21	2.17369	11647.3	14288.8	1
Pygo2	0.118265	0.0376582	2.55E+21	2.67422	14749.5	14707.8	1
Tax1bp3	0.0389171	0.00813355	2.38E+21	4.52814	12615.5	7429.41	1
Ube2f	0.165406	0.0371229	1.91E+21	2.2029	11920.7	14430.3	1
2310033P09Rik	0.0620081	0.0104223	1.15E+21	3.69106	11014.2	7957.39	1
Metap1	0.00133591	0.00020242	2.44E+20	14.516	10868.2	1996.54	1
Rnf2	0.196709	0.0414893	1.57E+20	1.97283	10188.9	13772.3	1
BC029722	0.1177	0.023652	8.00E+19	2.6812	10182.6	10127.4	1
Atg5	0.0360822	0.00647948	3.65E+19	4.67318	9989.96	5700.6	1
Slc30a6	0.0244516	0.00752402	2.40E+19	5.46303	12137	5924.43	1
Cirh1a	0.11347	0.0237524	1.23E+19	2.73489	9572.06	9333.27	1
Hmg20a	0.187687	0.0387142	1.21E+19	2.0343	9043.55	11854.8	1
Mtf1	0.0759289	0.0353603	1.88E+18	3.35528	13057.7	10377.8	1
Ptpn23	0.037163	0.0152607	1.07E+18	4.61626	11831.2	6834.51	1
Mex3d	0.0201097	0.00298844	1.01E+18	5.88917	8053.62	3646.75	1
Map3k3	0.0557305	0.01111995	1.41E+17	3.87466	7893.14	5432.32	1
BC030867	0.123232	0.0239801	8.21E+16	2.61447	7217.08	7361.18	1
Smap1	0.142884	0.0420339	3.78E+16	2.40416	8422.96	9342.66	1
Ung	0.10643	0.0349541	1.42E+16	2.82994	8554.6	8061.03	1
Tssc1	0.112184	0.0218674	1.40E+16	2.75171	6632.87	6427.88	1

Stard7	0.206479	0.0444051	1.25E+16	1.91001	6496.87	9070.62	1
Scap	0.115503	0.0216963	1.12E+16	2.70879	6428.45	6328.48	1
Ahsa2	0.181606	0.0389966	1.03E+16	2.07779	6529.54	8380.1	1
Foxk2	0.138212	0.0444841	7.96E+15	2.4508	8142.27	8859.44	1
Gtpbp6	0.000111698	1.35E-05	5.51E+15	29.5448	6182.27	558.002	1
Gm8994	0.0292503	0.0126796	3.44E+15	5.08995	8957.45	4692.88	1
Cdc42se2	0.161667	0.0348861	2.81E+15	2.2339	6170.96	7366.43	1
Itgb1bp1	0.0331028	0.00974281	2.55E+15	4.84171	7524.28	4144.14	1
Zfp628	0.0862976	0.0152435	1.17E+15	3.15123	5638.02	4771.06	1
Rbck1	0.0511323	0.00888664	1.06E+15	4.02624	5737.28	3799.93	1
Ankib1	0.119341	0.0224646	9.63E+14	2.66101	5592.62	5604.51	1
Rfx1	0.106741	0.0214263	7.34E+14	2.82559	5719.98	5398.26	1
Bod1	0.10892	0.0214396	5.28E+14	2.79546	5552.25	5296.44	1
Coa5	0.110783	0.0281805	2.93E+14	2.77029	6039.62	5813.71	1
Auh	0.0166194	0.00265431	1.23E+14	6.32487	5083.21	2143.16	1
Crtc3	0.204122	0.042977	4.82E+13	1.92483	4648.79	6440.46	1
Rrp12	0.223475	0.0484079	3.04E+13	1.80887	4524.33	6669.84	1
Wdr90	0.0226236	0.014942	1.08E+13	5.62996	7471.86	3539.09	1
Spats2	0.154742	0.0370405	6.98E+12	2.29372	4515.73	5249.96	1
Cpsf2	0.0482816	0.00791667	2.37E+12	4.12899	3814.37	2463.47	1
Avpi1	0.104684	0.0198564	2.37E+12	2.85472	3868.5	3613.66	1
Elp4	0.133018	0.0268086	1.04E+12	2.50497	3677.82	3915.23	1
Stk25	0.0565687	0.00940692	1.03E+12	3.84869	3585.65	2484.41	1
Mkks	0.0959956	0.0174886	4.64E+11	2.98608	3399.35	3035.73	1
Dnaaf2	0.0324307	0.00504664	3.40E+11	4.88235	3303.7	1804.43	1
L3hypdh	0.043261	0.00695198	2.83E+11	4.32965	3258.31	2006.82	1
Coq2	0.106426	0.0195754	1.30E+11	2.83001	3074.6	2897.14	1
Tmem229a	0.209901	0.0445147	1.03E+11	1.88885	3011.15	4251.11	1
Setd1b	0.225968	0.0491198	9.82E+10	1.79482	3007.95	4469.1	1
Wwc2	0.0860815	0.0154578	5.95E+10	3.15517	2903.64	2454.08	1
Gm6644	0.0173396	0.00263059	3.59E+10	6.22613	2799.82	1199.17	1
Dna2	0.213146	0.0499498	3.10E+10	1.86917	2880.34	4109.26	1
Fam101b	0.193974	0.0471041	1.89E+10	1.9911	2850.35	3817.46	1
Kdm4b	0.0523348	0.0103451	1.79E+10	3.98501	2809.37	1879.96	1
Atmin	0.173837	0.0369106	1.28E+10	2.13601	2598.99	3244.66	1
Tmem50b	0.16899	0.0339886	1.00E+10	2.17397	2483.89	3046.83	1
Gal	0.0572818	0.00952313	3.31E+09	3.82698	2250.05	1567.85	1
Snx15	0.102969	0.0195177	3.09E+09	2.87957	2277.4	2109.02	1
Nfu1	0.212034	0.0468974	2.13E+09	1.87588	2207.46	3138.02	1
Sult4a1	0.0833204	0.0158157	1.31E+09	3.20658	2133.99	1774.67	1
Cd9	0.0795212	0.015525	1.18E+09	3.28088	2144.68	1743.18	1
Eif2d	0.167624	0.0479716	4.89E+08	2.18491	2258.34	2756.28	1
Cachd1	0.0437193	0.0106248	4.63E+08	4.31015	2194.29	1357.59	1
Nomo1	0.0697902	0.0120517	2.04E+08	3.49308	1722.08	1314.66	1
Glrx2	0.102996	0.0213116	1.28E+08	2.87917	1728.53	1600.95	1

lqsec1	0.14405	0.0333705	1.09E+08	2.39281	1749.94	1950.22	1
Poc1a	0.0649579	0.0113646	8.30E+07	3.61257	1578.55	1165.23	1
9430038I01Rik	0.158891	0.0419811	6.46E+07	2.2575	1754.54	2072.55	1
Slc39a4	0.117056	0.0217996	5.54E+07	2.68923	1488.94	1476.45	1
Phgdh	0.051911	0.0105321	4.40E+07	3.99941	1578.59	1052.55	1
Pin1rt1	0.073876	0.0128904	3.97E+07	3.39978	1441.08	1130.33	1
Strbp	0.18551	0.0459658	3.92E+07	2.04967	1580.88	2056.76	1
St6galnac4	0.209282	0.0444538	1.98E+07	1.89265	1323.37	1864.58	1
Cmip	0.0828822	0.0217696	1.77E+07	3.21494	1558.25	1292.51	1
Git1	0.096809	0.0175918	1.53E+07	2.97318	1287.49	1154.76	1
Gm5434	0.193987	0.0428002	1.11E+07	1.99101	1271.94	1703.58	1
Prr22	0.0809306	0.0141461	8.41E+06	3.25282	1190.62	976.077	1
Gm15645	0.00645119	0.0363888	5.94E+06	8.81885	4785.02	1446.91	1
Cep120	0.0918034	0.0180984	1.91E+06	3.05483	1023.11	893.107	1
Mpv17I2	0.0800876	0.0141013	655952	3.26953	843.306	687.81	1
Mtx2	0.0483862	0.00885535	490362	4.12508	842.007	544.316	1
Plcxd1	2.63E-05	3.07E-06	473069	43.7162	800.497	48.8299	1
Prpf39	0.0907228	0.0241202	336165	3.07317	908.116	787.994	1
Tank	0.165193	0.0330392	56671.3	2.20464	561.02	678.592	1
Celf6	0.22043	0.0474224	42000.4	1.82629	531.071	775.444	1
Smardc1	0.0526023	0.00873243	41605.8	3.976	531.81	356.68	1
Vps36	0.119425	0.0227713	7910.67	2.65998	380.76	381.716	1
Rab18	0.0198597	0.00890494	5618.22	5.91714	525.555	236.851	1
Gm7977	0.120633	0.0332838	4939.97	2.64535	407.993	411.281	1
Akr1b3	0.00725532	0.00100726	4412.96	8.4766	330.79	104.064	1
Hiat1	0.217567	0.048708	2774.91	1.84294	301.66	436.491	1
4933417G07Rik	0.206079	0.0481736	2494.96	1.91251	302.861	422.287	1
Thap1	0.125988	0.0274301	1908.28	2.58257	285.789	295.095	1
Sh2b3	0.0528126	0.00868746	1391.75	3.96896	245.37	164.86	1
Proser1	0.116256	0.0255337	699.927	2.69926	217.115	214.493	1
Atoh8	0.164472	0.0328948	623.416	2.21057	194.037	234.073	1
Gm10767	0.07929	0.0451265	583.486	3.28554	332.879	270.176	1
Gm6498	0.14658	0.0359189	504.439	2.36857	203.273	228.856	1
Irf1	0.0786328	0.0136833	445.81	3.29889	174.253	140.858	1
2900097C17Rik	0.189907	0.0494107	209.331	2.01885	151.321	199.878	1
Ankzf1	0.0584574	0.00982517	179.646	3.7919	126.606	89.0358	1
Slc22a18	0.185327	0.038167	157.333	2.05097	119.966	155.979	1
Hnrnpul2	0.078508	0.0136752	110.614	3.30144	103.771	83.819	1
Peli1	0.106847	0.0484217	86.7674	2.8241	146.018	137.878	1
Ecm1	0.0828761	0.0147253	67.8734	3.21506	83.7544	69.4685	1
Dtl	0.0625782	0.0106595	42.994	3.67553	66.5732	48.3001	1
Otud6b	0.0188789	0.00779012	36.5452	6.03126	88.3137	39.0471	1
Lin7c	0.0818741	0.0253887	34.177	3.23436	75.4023	62.1676	1
Strn3	0.137463	0.032075	33.2432	2.45845	63.1758	68.5263	1
Acy1	0.026277	0.00400333	31.2795	5.31116	55.55	27.891	1

Per1	0.216187	0.0498494	25.962	1.85106	51.7802	74.5954	1
Gm6607	0.0111353	0.0317714	24.9596	7.30956	157.62	57.5029	1
Pxylp1	0.20876	0.0442095	22.4156	1.89586	45.2886	63.7016	1
lqce	0.0470538	0.00773985	13.2999	4.17558	31.5383	20.1414	1
Kpna1	0.0629406	0.0115573	11.652	3.66575	29.2493	21.2775	1
Arhgef4	0.0990644	0.0179019	11.4038	2.93807	27.7431	25.1803	1
Glce	0.106625	0.0205077	10.7812	2.82721	27.0734	25.536	1
Donson	0.106306	0.0209762	10.0519	2.83169	25.8051	24.3012	1
Pcsk5	0.0619699	0.0105377	10.0263	3.6921	25.0053	18.0604	1
Spast	0.0760247	0.0181802	8.99205	3.35324	25.9593	20.6442	1
Vash2	0.134293	0.0344473	8.73074	2.49143	25.3758	27.1606	1
Csnk1g1	0.0130286	0.00268395	7.65344	6.91181	21.9459	8.46703	1
Trib2	0.0642673	0.0109993	6.98711	3.63054	17.7947	13.0703	1
Msh6	0.0687241	0.014245	6.90718	3.51854	18.9751	14.381	1
Skil	0.00146504	0.000201549	5.53289	14.1171	14.0182	2.64797	1
Lrrc40	0.0547787	0.0196416	5.21757	3.90473	17.7017	12.0891	1
Lrch3	0.063632	0.0107325	4.88975	3.64729	11.7968	8.62504	1
Ncapg2	0.00504723	0.00160441	4.66633	9.5669	14.6289	4.07764	1
Rnf219	0.127803	0.0274309	4.54887	2.56204	11.4023	11.8679	1
Ube2v2	0.0791429	0.0233127	4.52754	3.28852	13.4706	10.9234	1
Pabpc2	0.0973747	0.0260243	3.99954	2.96428	10.7721	9.69063	1
BC005764	0.0650683	0.0142532	3.82041	3.60972	9.36647	6.91945	1
Tctex1d2	0.141539	0.0275049	3.66094	2.4174	7.90533	8.72049	1
Setdb1	0.0326069	0.0324175	3.65813	4.8716	17.2429	9.4386	1
Mpp1	0.0646052	0.0148239	3.6322	3.62172	8.84914	6.51561	1
Insig2	0.106427	0.0222487	3.59562	2.82999	8.14661	7.67645	1
Fbxo46	0.170963	0.0450952	3.47079	2.15836	8.34454	10.3097	1
Fut8	0.0787473	0.016945	3.26935	3.29655	7.19768	5.82239	1
Zfp850	0.170123	0.0466171	3.12238	2.16498	7.13484	8.78819	1
Med14	0.00311027	0.000410148	3.11911	11.1832	6.0661	1.44648	1
Kansl1l	0.0466517	0.00756971	2.93628	4.19117	5.43777	3.45982	1
Tbc1d23	0.0661281	0.0116061	2.79087	3.58264	5.00299	3.72387	1
Ptprk	0.0958444	0.0173434	2.77226	2.9885	4.88404	4.35808	1
Zfp719	0.0908102	0.0170903	2.57441	3.07168	4.28969	3.72408	1
Appl1	0.123346	0.0415468	2.46008	2.61313	5.06037	5.16405	1
Ndc1	0.00586251	0.0008202	2.45539	9.10509	3.81409	1.11706	1
Casp2	0.208359	0.0458428	2.4181	1.89834	3.72831	5.23731	1
Zyg11b	0.0474406	0.0104963	2.36886	4.16074	3.93769	2.52371	1
Ryr1	0.189912	0.0392586	2.35231	2.01881	3.42665	4.52629	1
Zkscan1	0.174939	0.0358334	2.30784	2.12756	3.29324	4.12772	1
Wdhd1	0.0839999	0.042258	2.29269	3.19374	5.30184	4.42686	1
Pter	0.00840685	0.00151476	2.27163	8.06124	3.43176	1.13523	1
Adal	0.128197	0.0265006	2.24878	2.55763	3.20415	3.34075	1
Ermard	0.212112	0.0452881	2.11287	1.87541	2.62619	3.73421	1
Gm21319	0.0772811	0.013641	2.11265	3.32677	2.63853	2.11499	1

Hist1h4m	0.176837	0.0373625	2.08994	2.11316	2.59615	3.27616	1
Sap130	0.0988383	0.0191398	2.07367	2.94155	2.56902	2.32895	1
Dcaf5	0.170775	0.0358165	2.06042	2.15984	2.49741	3.08345	1
Slc35f5	0.187541	0.0447874	2.0509	2.03532	2.61208	3.42233	1
Casd1	0.0179322	0.049271	-3.24783	6.14865	22.3592	9.69718	1
Phf21a	0.000777518	0.0246237	-3.29271	17.0504	44.6159	6.9779	1
Has2	0.0280163	0.0207424	-3.68004	5.1782	14.9654	7.70685	1
Dcbld2	0.00441472	0.0336759	-4.86729	9.99464	53.6828	14.3231	1
Smtn	0.00128999	0.0399138	-55.2404	14.6697	552.417	100.419	1
Ptges3	0.00347274	0.0331588	-892849	10.7979	4314.29	1065.47	1
Cnih1	6.21E-05	0.0158469	-2.34E+25	34.6865	178882	13752.3	1
Ccnd2	0.00420332	0.0173501	-3.23E+30	10.155	78787.5	20689.3	1
Sod1	0.00111641	0.00547115	-8.05E+46	15.3189	176705	30760.2	1
Csrp2	0.0245826	0.0209845	-4.40E+66	5.45167	219701	107466	1

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S6 Table

Table S6. The enriched genes in EB *Tbx5*⁺ CPs filtered via ANOVA

ID	p-value<br>(Attribute)	p-value	Fold-Change	F<br>(Attribute)	SS<br>(Attribute)	SS<br>(Error)	F<br>(Error)
Hand1	0.00431322	0.000706759	8.99E+307	10.0704	4.14E+06	1.09E+06	1
Pcbp1	0.0312566	0.0289292	8.99E+307	4.95592	1.27E+07	6.83E+06	1
Eef1a1	0.0651432	0.0141259	8.99E+307	3.60779	1.44E+07	1.06E+07	1
H3f3a	0.0593293	0.0281064	1.90E+260	3.76645	2.65E+06	1.88E+06	1
Nudcd2	0.0599293	0.0399858	9.38E+167	3.7492	1.31E+06	934275	1
Egln1	0.133652	0.0256286	6.61E+162	2.49822	659280	703734	1
Hsp90aa1	0.0681244	0.0135892	1.50E+162	3.53308	697382	526364	1
Ppp1ca	0.0895064	0.0251551	7.74E+158	3.09415	770779	664288	1
Bmp4	0.120177	0.0239522	1.39E+155	2.65086	615285	618954	1
Ide	0.0849393	0.0164044	3.99E+150	3.17619	585940	491944	1
Odc1	0.00537638	0.0162733	2.00E+148	9.36997	1.67E+06	475382	1
Syncrip	0.0504573	0.0173791	1.19E+141	4.04992	672327	442693	1
Aldoa	0.0709749	0.0247939	1.82E+135	3.46535	621339	478135	1
Rbm7	0.224646	0.0488797	2.84E+119	1.80225	355731	526352	1
Capzb	0.0585845	0.0229362	4.93E+112	3.78816	454684	320074	1
Arpc1a	0.0346006	0.0102641	7.39E+106	4.75473	363061	203621	1
Laptn4b	0.0508269	0.0377109	1.93E+96	4.03691	450804	297788	1
Psmd2	0.0748882	0.0131319	9.11E+94	3.37765	225315	177887	1
E430025E21Rik	0.00129985	0.000177121	1.23E+91	14.6361	210382	38331.1	1
Daxx	0.212082	0.0484599	2.32E+85	1.87559	188172	267539	1
Cnih1	6.21E-05	7.77E-06	1.59E+84	34.6865	178882	13752.3	1
Pdcd6ip	0.0638507	0.0133276	3.17E+83	3.6415	188997	138403	1
Cbx1	0.0463845	0.00788034	1.03E+81	4.20163	166055	105391	1
Dnajc8	0.016931	0.005565	6.28E+80	6.28151	216359	91850.2	1
Rps4x	0.140794	0.0299836	5.30E+78	2.42479	161321	177413	1
Mthfd1	0.146878	0.0327554	8.08E+73	2.36575	144914	163347	1
Pycl	0.21982	0.0484463	1.64E+73	1.82981	135012	196759	1
Psmd12	0.0499451	0.00815729	5.52E+72	4.06815	131385	86123	1
Uqcr10	0.126774	0.0284089	2.35E+69	2.57364	129509	134190	1
Eif4g2	0.0164317	0.00447079	1.22E+69	6.35148	147575	61959.1	1
A430005L14Rik	0.127974	0.0244535	3.72E+65	2.56013	107181	111641	1
Ppme1	0.193549	0.0461978	2.96E+65	1.99396	114630	153303	1
D8Ert82e	0.0938521	0.0168536	9.68E+64	3.02076	104993	92685.6	1
Cyb5r3	0.153921	0.0332947	1.61E+63	2.30103	103939	120455	1
Wdr73	0.108533	0.0199399	6.05E+57	2.80076	82912.8	78943.3	1
Taf2	0.0927041	0.0207801	2.36E+56	3.03973	87264.8	76554.8	1
Khdrbs3	0.103714	0.0189589	9.39E+55	2.86871	77909.6	72422.3	1
Itpa	0.199685	0.0491418	1.31E+55	1.9533	82324.5	112390	1
Pagr1a	0.0833914	0.0163985	2.09E+53	3.20524	74110.6	61657.9	1
Ccnd2	0.00420332	0.000874976	3.58E+52	10.155	78787.5	20689.3	1
Chic2	0.11932	0.0230708	6.77E+51	2.66126	67751.6	67889.1	1
Msx1	0.184317	0.0418035	7.53E+50	2.05819	67720.3	87741.1	1

Dera	0.189822	0.0441777	4.61E+48	2.01943	62607.8	82673.7	1
Wdr70	0.0821536	0.0152768	3.36E+48	3.22895	59974	49530.3	1
Armc1	0.16902	0.0339846	4.23E+47	2.17373	56322.7	69095	1
Rwdd1	0.195149	0.045901	3.04E+46	1.98321	57269.6	77006.1	1
Med19	0.130882	0.030673	2.88E+46	2.528	59232.1	62481	1
Nkd1	0.0209324	0.00362435	8.47E+45	5.80009	55238	25396.4	1
Syf2	0.0113786	0.00187981	1.23E+45	7.25389	53116.1	19526.5	1
Phtf1	0.10933	0.0467767	7.06E+44	2.78988	75774.1	72427.7	1
Cox18	0.162021	0.0337259	6.14E+44	2.23094	50925.6	60872	1
Rpl7	0.0758893	0.0205735	4.71E+42	3.35612	54959.1	43668.7	1
Bex2	0.0206182	0.00758623	5.51E+41	5.83359	60310.6	27569.4	1
Vrtn	0.105396	0.0298577	3.62E+41	2.84456	52630.5	49339.1	1
Oxa1l	0.155124	0.0422178	5.16E+40	2.29034	48509.2	56479.8	1
Slc16a3	0.127305	0.0252244	3.46E+40	2.56764	41692	43299.9	1
Cited2	0.0363344	0.0181888	2.58E+38	4.65971	58512.5	33485.7	1
Paics	0.0114899	0.00174134	2.06E+37	7.22893	35337.9	13035.7	1
Sypl	0.192604	0.0399918	3.00E+35	2.00037	31264.7	41678.6	1
Cyc1	0.0545032	0.0104805	2.41E+35	3.91356	33032.3	22508	1
Mrpl30	0.0682996	0.0243973	5.73E+34	3.52882	41467.5	31336.3	1
Nudt1	0.175232	0.0370819	3.48E+34	2.12533	30279.2	37991.6	1
Prdx1	0.116945	0.0359324	2.96E+34	2.69061	37568.6	37234.3	1
Mrrf	0.106328	0.0198889	1.66E+34	2.83138	29362.4	27654.2	1
Ap1ar	0.0880319	0.0157209	1.11E+34	3.12006	28881.3	24684.4	1
Upp1	0.157799	0.0312373	1.10E+34	2.26692	28775.4	33849.6	1
4930427A07Rik	0.200832	0.0438627	5.48E+33	1.94586	28887.2	39587.9	1
Vma21	0.0674776	0.0120465	1.19E+33	3.54894	27712.3	20822.9	1
Dnaja2	0.142662	0.0377855	5.93E+32	2.40633	31162.6	34533.9	1
Scaf11	0.123597	0.0352309	5.81E+32	2.61019	32595.7	33300.9	1
Zfp710	0.107247	0.0208349	5.57E+32	2.81853	27334	25861.2	1
Usf2	0.0747976	0.0469628	2.86E+31	3.37962	45252.3	35706	1
Grwd1	0.119524	0.0393012	7.56E+30	2.65878	31196.4	31288.9	1
SyngR2	0.00183005	0.000236122	3.99E+30	13.1922	23281.6	4706.14	1
Stxbp1	0.0745143	0.0132747	3.75E+30	3.38578	23519.8	18524.4	1
Arrb1	0.0297364	0.0146927	2.95E+30	5.05645	36414.8	19204.4	1
Elp3	0.0955357	0.0182081	9.39E+29	2.99344	22896.7	20397.2	1
Arhgap21	0.120074	0.0265562	7.96E+29	2.6521	24005.8	24137.7	1
Gmeb1	0.131866	0.0389034	6.95E+29	2.51734	27441.1	29068.9	1
Tpd52l2	0.0577592	0.00994631	3.18E+29	3.81263	21908.7	15323.6	1
Mapkapk5	0.0444417	0.00727969	2.53E+29	4.27994	21609.6	13464.1	1
Cmpk1	0.171424	0.0347121	1.02E+29	2.15475	20933	25906.2	1
Slc7a6os	0.0734843	0.0126796	2.32E+28	3.40845	19992	15641.2	1
Fam58b	0.0885871	0.0167313	1.30E+28	3.11025	20167.3	17291.1	1
Ndufa10	0.173792	0.0437406	9.68E+27	2.13636	21788.7	27197.2	1
Plxna1	0.199622	0.0442627	8.15E+27	1.95371	19946.2	27225	1
Rnd2	0.0793133	0.0138198	5.71E+27	3.28507	19128.9	15527.9	1

Ing2	0.0992473	0.0179594	4.70E+27	2.93527	19021.4	17280.8	1
Exosc6	0.0476933	0.0120784	4.25E+27	4.15113	22639.9	14543.8	1
Ppap2c	0.127683	0.0261029	2.70E+27	2.56339	19368.1	20148.4	1
Raver2	0.081378	0.0145812	1.29E+27	3.24403	18435.4	15154.3	1
Pex11b	0.187775	0.0387284	1.93E+26	2.03368	17159.4	22500.3	1
Zfp362	0.222172	0.0480917	6.94E+25	1.81629	16628.4	24413.8	1
9430016H08Rik	0.215654	0.0492034	2.16E+25	1.85421	16523.6	23763.7	1
Nt5c3	0.068204	0.0118685	9.12E+24	3.53114	15604.9	11784.6	1
Rps6ka6	0.0263392	0.00568034	7.82E+23	5.30623	16105.2	8093.73	1
Lrrc16a	0.161206	0.034879	5.34E+23	2.23779	14581.8	17376.4	1
Hmgn2	0.0301027	0.0258714	2.10E+23	5.03165	27364.2	14502.4	1
Tdp1	0.00187884	0.000273783	3.55E+22	13.0861	13101.7	2669.83	1
Cnot11	0.174574	0.035461	6.43E+21	2.13036	11825.7	14802.8	1
Tab1	0.137661	0.0264672	3.89E+21	2.45643	11573.8	12564.4	1
Fam189b	0.0567357	0.00947835	1.85E+21	3.84358	11257.4	7810.38	1
Dnmbp	0.1226	0.0271708	1.68E+21	2.6219	12088.6	12295	1
Frmd8	0.175693	0.0358542	8.41E+20	2.12182	10904.4	13704.4	1
Atp6v0c	0.0314	0.00933933	3.50E+20	4.94675	13441.4	7245.9	1
C2cd5	0.0946994	0.0191193	3.15E+20	3.00694	10993.9	9749.85	1
Zfp647	0.14108	0.0296485	2.88E+20	2.42195	10823.8	11917.4	1
M6pr	0.197831	0.0417431	1.29E+20	1.96542	10096.3	13698.5	1
Cthrc1	0.057917	0.00964321	4.26E+19	3.80792	9566.67	6699.49	1
Polr3a	0.0916235	0.0174662	2.49E+19	3.05786	9617.4	8387.04	1
Supt5	0.0234613	0.00903367	1.62E+19	5.55145	13013.2	6250.93	1
Slc9a3r1	0.208614	0.0448189	6.69E+18	1.89676	8869.03	12469	1
Tbc1d8	0.0811198	0.0141843	6.32E+18	3.2491	8776.32	7203.09	1
Ivd	0.117669	0.0257666	1.60E+18	2.68159	8867.7	8818.34	1
Ythdf2	0.0465609	0.00753863	1.34E+17	4.19472	7282.36	4629.54	1
Hspb11	0.118359	0.0274569	3.03E+16	2.67306	7469.64	7451.78	1
Trmt61a	0.12253	0.0492613	4.52E+15	2.62273	8930.04	9079.63	1
Eif4ebp2	0.0655326	0.0111072	1.15E+15	3.59779	5633.05	4175.19	1
Hnrnpa0	0.0566285	0.0116557	4.43E+14	3.84686	5810.23	4027.68	1
Matr3	0.15338	0.035163	2.43E+14	2.30587	5546.09	6413.88	1
Gnpnat1	0.151001	0.0329595	1.96E+14	2.32741	5348.04	6127.6	1
Vasp	0.134541	0.0321976	1.25E+14	2.48882	5499.48	5892.46	1
Mocs3	0.0885512	0.0157029	7.61E+13	3.11088	4784.25	4101.09	1
Selt	0.121336	0.0228757	5.82E+13	2.63692	4716.12	4769.32	1
Gtpbp1	0.171014	0.0458368	8.51E+12	2.15797	4817.98	5953.73	1
Ccnb1	0.140679	0.0277345	7.33E+12	2.42593	4150.44	4562.3	1
Abcb6	0.138853	0.0290023	6.95E+12	2.44429	4257.67	4645.03	1
Rfc4	0.143439	0.0332208	5.10E+12	2.39874	4374.35	4862.94	1
Ptges3	0.00347274	0.000615132	4.00E+12	10.7979	4314.29	1065.47	1
Med12	0.0499076	0.00823912	3.22E+12	4.06949	3900.78	2556.12	1
Tfip11	4.02E-05	5.16E-06	2.84E+12	39.003	3944.69	269.702	1
Sub1	0.0292014	0.00642659	2.32E+12	5.09336	4337.61	2270.99	1

Gm15421	0.110224	0.0207683	1.48E+12	2.77779	3715.46	3566.83	1
Xpo1	0.0164061	0.00250182	1.45E+12	6.35514	3728.9	1564.67	1
Nucks1	0.099579	0.0425712	7.85E+11	2.9302	5321.42	4842.83	1
Anks3	0.150887	0.0326241	1.62E+11	2.32846	3274.97	3750.66	1
Ncbp1	0.0760611	0.0135717	7.89E+10	3.35246	2986.04	2375.2	1
Znhit3	0.140021	0.0297918	2.40E+10	2.43251	2804.95	3074.95	1
Mplkip	0.181887	0.042172	1.32E+10	2.07574	2714.75	3487.58	1
Aldoart2	0.0632813	0.0331277	6.94E+09	3.65662	3993.91	2912.64	1
Farsa	0.10008	0.0192087	6.87E+09	2.92258	2465.87	2249.95	1
Zfand6	0.19557	0.0442838	6.44E+09	1.9804	2497.69	3363.21	1
Bzw1	0.0222664	0.00662621	1.41E+09	5.66455	2671.89	1257.83	1
Gm15645	0.00645119	0.00961108	1.34E+09	8.81885	4785.02	1446.91	1
Lrrc61	0.0601845	0.0100742	5.28E+08	3.74193	1889.19	1346.32	1
Dgat2	0.161064	0.0328977	4.57E+08	2.23899	1886.96	2247.39	1
Chordc1	0.0385064	0.00727797	1.59E+08	4.54832	1786.7	1047.54	1
Phf2	0.0679308	0.0115676	9.32E+07	3.53781	1577.06	1188.73	1
Top2a	0.20048	0.0461845	8.42E+07	1.94814	1640.96	2246.19	1
Ppa2	0.160044	0.0325684	3.16E+07	2.24764	1413.73	1677.29	1
Gnai3	0.0678049	0.0138795	2.19E+07	3.54089	1444.88	1088.15	1
Braf	0.00965753	0.00188759	1.14E+07	7.68381	1379.83	478.869	1
Ddx19a	0.16777	0.0339625	9.90E+06	2.18374	1220.32	1490.2	1
Hspa1l	0.156367	0.0442436	6.72E+06	2.27939	1392.22	1628.76	1
Rpf2	0.00286779	0.000375504	5.77E+06	11.4737	1134.98	263.785	1
Ube2d2a	0.120818	0.0257886	4.07E+06	2.64312	1152.8	1163.07	1
Hnrnpa3	0.039231	0.00733942	1.88E+06	4.51289	1040.93	615.083	1
Gas6	0.123733	0.0270413	1.16E+06	2.6086	979.186	1000.98	1
Mir8094	0.0679658	0.0255233	609465	3.53695	1176	886.639	1
Xrn2	0.026107	0.00408542	280684	5.32475	744.793	372.997	1
Nckap1	0.0309856	0.00612401	159593	4.97339	736.256	394.771	1
Eif3e	0.210165	0.0481358	116827	1.88724	664.763	939.309	1
Dhx15	0.212024	0.0471623	102207	1.87594	638.532	907.681	1
Itpk1	0.0540267	0.00892336	95037.6	3.92895	615.545	417.784	1
Metap2	0.0930132	0.0364859	94488.9	3.0346	889.594	781.735	1
Coa7	0.0916257	0.0165401	60116.4	3.05782	570.078	497.153	1
Smc3	0.0280901	0.00712219	56158.1	5.17279	675.747	348.36	1
Slc38a4	0.176303	0.0431077	55015.5	2.1172	614.748	774.293	1
Kpna2	0.0478333	0.0105055	35536.5	4.14583	579.42	372.693	1
Btf3l4	0.118026	0.0261043	28021.3	2.67716	531.757	529.672	1
Mgat2	0.200622	0.0472498	22856	1.94722	502.353	687.958	1
Magoh	0.0440237	0.00715968	12346.4	4.29735	417.473	259.058	1
Trim59	0.0824838	0.014742	12341	3.22258	419.042	346.755	1
Trmt10c	0.158636	0.0331548	10315.6	2.25969	410.669	484.631	1
Mlxip	0.0430238	0.0070108	6051.74	4.33984	357.31	219.554	1
Nrp1	0.0492423	0.00953917	5216.88	4.09354	367.264	239.248	1
Canx	0.103358	0.0479242	4889.58	2.87389	535.234	496.641	1

D10Wsu102e	0.0824136	0.0146198	4327.47	3.22393	329.966	272.931	1
Fem1b	0.143141	0.0315616	3439.81	2.40165	330.69	367.18	1
Slc39a6	0.0909975	0.0162125	3127.04	3.06848	303.339	263.617	1
Plin2	0.077823	0.0135892	1763.94	3.31552	262.251	210.928	1
Cbx3	0.0159775	0.00443186	1691.09	6.41748	324.54	134.857	1
Cul4b	0.023816	0.00442209	1577.96	5.51926	273.721	132.25	1
Txndc9	0.108563	0.0202239	1146.17	2.80034	233.867	222.703	1
Sf3b6	0.091542	0.0201858	853.262	3.05924	234.33	204.26	1
Rap2c	0.102611	0.0210319	802.644	2.88482	221.055	204.339	1
Ugp2	0.0766439	0.0133502	798.007	3.34013	209.537	167.288	1
Ireb2	0.13487	0.0469345	651.652	2.48536	266.24	285.662	1
Tab2	0.031954	0.00534938	568.269	4.91182	193.769	105.199	1
Arv1	0.124553	0.0311213	373.537	2.59908	188.025	192.914	1
Greb1l	0.0473493	0.0208624	298.084	4.16423	230.723	147.749	1
Siah1b	0.185607	0.0384082	287.553	2.04898	150.619	196.024	1
Psmc6	0.0673385	0.0143699	268.013	3.55238	160.942	120.814	1
Sccpdh	0.131191	0.0250616	242.883	2.52464	141.502	149.462	1
Polr2b	0.0248348	0.0047397	179.626	5.43	137.233	67.3948	1
Utp3	0.11465	0.0217237	167.532	2.71968	124.013	121.596	1
Atf2	0.153704	0.038558	142.322	2.30297	130.103	150.65	1
Ak4	0.133599	0.0266616	130.091	2.49879	113.296	120.907	1
Wdr82	0.0345712	0.0375697	120.284	4.75639	247.435	138.724	1
Smim15	0.0648593	0.0122298	112.96	3.61512	109.421	80.7139	1
Bmpr1a	0.14779	0.0402533	100.478	2.35715	117.732	133.192	1
Nras	0.0876828	0.016957	99.3728	3.12628	102.911	87.7815	1
Ncoa4	0.13538	0.026847	95.1345	2.48002	98.7792	106.213	1
Zfp36l1	0.189447	0.0482643	94.7048	2.02203	108.494	143.083	1
Rad23b	0.207222	0.0481592	87.8604	1.90538	98.7738	138.239	1
Grrp1	0.0696926	0.0120137	73.8665	3.49539	86.9946	66.3689	1
Kbtbd4	0.0121675	0.00181789	68.6078	7.08312	85.0688	32.0269	1
Ppp3cb	0.0122882	0.00186858	66.0839	7.0582	84.0417	31.7519	1
Xrcc2	0.0978391	0.017657	62.1416	2.95702	79.8851	72.0411	1
Frem1	0.190187	0.0394888	49.8474	2.01691	71.7084	94.8097	1
BC055324	0.0855623	0.0152405	31.032	3.16468	55.4952	46.7622	1
1700071K01Rik	0.0835977	0.0372407	28.7017	3.20133	81.4314	67.8314	1
Vcl	0.0410572	0.00888456	26.8157	4.42709	57.0106	34.3405	1
Dcbld2	0.00441472	0.000751619	26.0754	9.99464	53.6828	14.3231	1
Vdac3	0.037857	0.00729253	23.3679	4.58079	50.145	29.1915	1
Fam134a	0.0865669	0.0153191	21.2701	3.14634	43.8034	37.1254	1
Tmem168	0.0604595	0.0110186	19.0455	3.73414	42.0829	30.0528	1
Tmem260	0.209812	0.0444988	17.4207	1.8894	38.2469	53.9812	1
G2e3	0.14707	0.0341893	17.0232	2.36394	41.0468	46.3033	1
Asxl1	0.0187417	0.00282286	14.6717	6.04782	34.0352	15.0072	1
Lrp5	0.0744577	0.0128596	10.2077	3.38702	25.2834	19.9061	1
Fbln7	0.0771986	0.0134184	9.92805	3.3285	24.6916	19.782	1

Psme4	0.0622741	0.0117954	9.50534	3.68379	24.9285	18.0455	1
Galnt1	0.137452	0.040416	9.25907	2.45857	28.6823	31.1101	1
Zmym2	0.0550208	0.0123839	9.15435	3.89702	26.0156	17.8021	1
Fam135a	0.209284	0.0447887	9.14326	1.89264	23.0574	32.4871	1
Herc4	0.146904	0.0305809	8.5524	2.3655	22.2759	25.1119	1
Chp1	0.0679347	0.0116296	8.49087	3.53771	21.475	16.1875	1
Uqcc1	0.0390475	0.0062011	8.47144	4.52179	21.3934	12.6165	1
Tab3	0.130096	0.0254227	8.10374	2.5366	20.7706	21.8356	1
Gm9731	0.0559789	0.00942202	8.08578	3.86691	20.584	14.1949	1
Rnf13	0.0169685	0.00261649	8.05454	6.27636	20.7583	8.81969	1
Asun	0.158531	0.0344835	7.83342	2.2606	20.7887	24.5229	1
Zmpste24	0.0233574	0.00885319	6.73174	5.561	24.0373	11.5266	1
Naf1	0.176801	0.0418207	5.86393	2.11343	15.8568	20.0077	1
Casd1	0.0179322	0.00876344	5.76901	6.14865	22.3592	9.69718	1
Tgoln1	0.141135	0.0364453	5.76486	2.42139	16.5876	18.2679	1
Msx1os	0.105682	0.0201261	5.5666	2.8405	14.0596	13.1992	1
Gm16845	0.128806	0.0244357	5.29046	2.55085	12.9968	13.5869	1
Tmx2	0.125231	0.0264486	5.19021	2.59126	13.3925	13.7822	1
Tnfrsf19	0.000615231	7.80E-05	4.50234	18.2571	10.6757	1.55932	1
Rab2b	0.156881	0.0315588	4.46078	2.27491	10.5618	12.3807	1
AI597479	0.0958106	0.0173179	4.23012	2.98904	9.76643	8.7131	1
Kbtbd7	0.173579	0.0370431	3.86502	2.138	8.79676	10.9719	1
Cep57l1	0.137154	0.026552	3.77402	2.46162	8.29086	8.98146	1
Rfc1	0.152241	0.0363267	3.64333	2.31613	8.62832	9.93418	1
Zfp213	0.185483	0.0381806	3.60976	2.04986	7.72267	10.0464	1
Firre	0.106123	0.0410985	3.53625	2.83428	10.7438	10.1085	1
Ascc3	0.0857679	0.0153479	3.51273	3.16091	7.4377	6.27474	1
Pnpla8	0.0149736	0.00377884	3.40451	6.572	8.52527	3.45923	1
Tmem65	0.212261	0.0488379	3.29644	1.8745	6.95551	9.8949	1
Crbn	0.047208	0.0133115	3.22665	4.16965	8.02938	5.13512	1
Styx	0.181553	0.0494472	3.20594	2.07818	7.40618	9.50341	1
Srgap2	0.104257	0.0226815	3.17922	2.86086	6.78748	6.32674	1
Abcc4	0.21977	0.0471835	3.11245	1.83011	6.03723	8.79691	1
Morc4	0.111806	0.0206899	3.1096	2.7567	6.03342	5.83637	1
Abcb7	0.0131108	0.00420375	2.97254	6.89619	7.34951	2.84196	1
Abcd2	0.162406	0.0323636	2.96527	2.22771	5.53379	6.6242	1
1810030O07Rik	0.110112	0.0267214	2.93423	2.7793	6.16771	5.91776	1
Tgs1	0.0949088	0.0178269	2.9085	3.00354	5.44685	4.83593	1
Mir17hg	0.0885933	0.0169221	2.8517	3.11014	5.31096	4.55368	1
Uba6	0.0482404	0.00786145	2.71941	4.13053	4.69103	3.02853	1
Unc5c	0.127359	0.0241897	2.71217	2.56703	4.66951	4.85076	1
Zmym5	0.0407581	0.00894538	2.53129	4.44081	4.57218	2.74555	1
Slc12a2	0.155873	0.0396825	2.46766	2.28373	4.34663	5.07547	1
Phf8	0.0278373	0.0287789	2.35827	5.19141	7.58375	3.89554	1
Ankrd6	0.107606	0.0197433	2.21635	2.81354	2.96704	2.81216	1

Dcaf10	0.0949676	0.0171257	2.20289	3.00259	2.92757	2.60004	1
Tpd52	0.188636	0.0389342	2.18361	2.02767	2.85651	3.75672	1
Ndr3	0.191492	0.042591	2.16591	2.00795	2.90404	3.85673	1
Lypd6	0.0520655	0.00854808	2.16158	3.99414	2.78266	1.85783	1
Xrcc5	0.107949	0.0418802	2.09547	2.80879	3.68901	3.50234	1
Slc35e2	0.0188403	0.0037914	2.0713	6.0359	2.76944	1.22354	1
Atp6ap2	0.13404	0.0281839	2.02098	2.49411	2.42581	2.59364	1
Skil	0.00146504	0.0239759	-2.09323	14.1171	14.0182	2.64797	1
Phf21a	0.000777518	0.0112083	-4.11657	17.0504	44.6159	6.9779	1
Plcxd1	2.63E-05	0.00606982	-68.0695	43.7162	800.497	48.8299	1
Nle1	0.00417059	0.0481801	-7357.71	10.1807	2088.97	547.171	1
Finc	0.00974143	0.0485896	-24191.3	7.66069	2029.69	706.529	1
Gtpbp6	0.000111698	0.00648578	-1.32E+06	29.5448	6182.27	558.002	1
Llg12	0.00110059	0.0333734	-2.56E+06	15.3843	7151.51	1239.62	1
B3galnt2	0.000414672	0.0156059	-2.60E+06	20.457	6701.82	873.612	1
Sqle	0.000624741	0.0358134	-3.09E+09	18.1758	19201.1	2817.09	1
Creld2	0.0153845	0.0411483	-8.29E+09	6.50724	8069.96	3307.07	1
Atat1	0.0218027	0.0381971	-1.66E+10	5.71049	7230.5	3376.48	1
Ptpn23	0.037163	0.0402542	-2.19E+14	4.61626	11831.2	6834.51	1
B2m	0.00822463	0.0254066	-3.01E+14	8.12207	16878.2	5541.52	1
Sdhb	0.00208721	0.0223985	-1.10E+32	12.6691	121592	25593.3	1
Txndc12	0.000998452	0.010323	-2.15E+34	15.8368	125086	21062.5	1
Igf2bp1	0.113429	0.0396525	-3.38E+50	2.73542	86342.6	84172.3	1
Osbpl11	0.0559581	0.0318476	-8.05E+52	3.86756	119713	82541.4	1
Cenpa	0.000349386	0.0236438	-6.11E+53	21.4819	595682	73945.3	1
Tcf15	4.97E-05	0.0144888	-2.14E+56	36.8302	901195	65250.5	1

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S7 Table

Table S7. The enriched genes in EHF *Nkx2-5*⁺ CPs filtered via ANOVA

ID	p-value<br>(Attribute)	p-value	Fold-Change	F<br>(Attribute)	SS<br>(Attribute)	SS<br>(Error)	F<br>(Error)
Eef1b2	0.025648	0.00786499	8.99E+307	5.36197	5.44E+06	2.71E+06	1
Tubb5	0.0335087	0.0140217	8.99E+307	4.81766	8.11E+06	4.49E+06	1
Tpt1	0.0366609	0.0298859	8.99E+307	4.64244	6.02E+06	3.46E+06	1
Gnas	0.127941	0.0299958	8.99E+307	2.56049	4.33E+06	4.51E+06	1
Rplp2	0.0479111	0.00818058	1.69E+213	4.14289	1.15E+06	740839	1
Apoe	0.0730081	0.0137972	2.17E+169	3.41906	740500	577547	1
Gins2	0.148523	0.0295836	2.05E+160	2.35029	644170	730882	1
Ndufc2	0.0782143	0.0185841	4.49E+156	3.30746	697361	562254	1
Cenpa	0.000349386	4.45E-05	8.82E+153	21.4819	595682	73945.3	1
Aprt	0.0939343	0.0181957	2.64E+152	3.01941	597090	527335	1
Nhp2	0.155904	0.0319203	9.46E+148	2.28346	561062	655219	1
Tmbim6	0.144131	0.0450942	7.29E+148	2.39202	701674	782238	1
Shfm1	0.151276	0.0300481	2.57E+136	2.3249	464888	533227	1
Chsy1	0.113648	0.0226225	2.03E+121	2.73259	377636	368526	1
Polr2e	0.0147948	0.00284704	6.80E+110	6.60089	336355	135883	1
Rps21	0.0588534	0.00982222	3.08E+110	3.78028	303130	213832	1
Sdhc	0.0173861	0.00306059	1.88E+105	6.21994	293242	125721	1
Rpl12	0.119203	0.0241544	3.60E+97	2.66269	245339	245705	1
Klhdc3	0.184941	0.0434048	2.81E+89	2.05373	213097	276696	1
Bola3	0.128955	0.024777	2.31E+82	2.54919	169428	177236	1
Sod1	0.00111641	0.000177259	3.90E+81	15.3189	176705	30760.2	1
Ndufc1	0.0329048	0.00551285	7.69E+77	4.85358	154799	85050.1	1
Rps13	0.114737	0.0218197	5.74E+74	2.71856	140341	137662	1
Rbm8a	0.0923157	0.0215989	1.88E+73	3.04622	150371	131635	1
Tars	0.0470861	0.0283806	1.61E+66	4.17434	191244	122171	1
Sdhb	0.00208721	0.000611622	6.57E+61	12.6691	121592	25593.3	1
Snrpn	0.06576	0.0127242	4.30E+61	3.59199	99621.8	73958.6	1
Mrpl52	0.0271078	0.00462758	2.57E+60	5.24633	94382.5	47973.8	1
Fundc1	0.114803	0.0213031	1.04E+60	2.71772	89441.2	87761	1
Pafah1b3	0.136129	0.03066	1.08E+56	2.47222	84239.8	90865.6	1
Snurf	0.0485164	0.00912443	2.67E+51	4.12024	69503.6	44983.5	1
Runx1t1	0.195693	0.0489293	4.23E+50	1.97958	70222.2	94595.5	1
Gm12504	0.0864787	0.016534	4.01E+45	3.14794	53430.2	45261.5	1
Mrps22	0.108693	0.0217928	2.21E+44	2.79857	50803.6	48409.2	1
Jagn1	0.187148	0.0429421	2.15E+43	2.03809	49347	64566.5	1
Ap1s1	0.137946	0.0276726	6.45E+42	2.45351	46428.4	50462	1
Lyplal1	0.134277	0.0258604	1.57E+40	2.4916	40243.7	43071.3	1
Rbm45	0.194934	0.040643	3.37E+35	1.98465	31374.5	42156.3	1
Acvr2b	0.0550394	0.0114514	1.95E+34	3.89643	32024	21916.8	1
Ecsit	0.0946987	0.0231625	4.49E+33	3.00695	32330.4	28671.7	1
Gins4	0.145091	0.0334664	1.94E+32	2.38278	28156.1	31510.6	1
Tmem179b	0.186573	0.04036	4.93E+31	2.04214	25595.8	33423.5	1

Cdc42ep5	0.0217371	0.0033452	2.01E+30	5.71708	23040.2	10746.8	1
Glcci1	0.171665	0.0351844	1.38E+30	2.15286	22735.7	28161.8	1
Atf7ip	0.125543	0.0237009	3.92E+28	2.58767	20301.8	20921.6	1
Ppp2r5a	0.0858899	0.0456127	3.40E+28	3.15867	34247.5	28913	1
Sumf2	0.122136	0.0287808	9.38E+27	2.62739	21633.1	21956.5	1
Trmt1	0.108075	0.0233801	8.80E+27	2.80706	20902.2	19856.8	1
Slc25a51	0.144753	0.0325503	2.96E+27	2.38602	20129.5	22497.1	1
Serf1	0.0980473	0.0176868	7.21E+26	2.95378	17910.7	16169.7	1
Ptdss2	0.139055	0.0303033	7.16E+25	2.44224	17616.6	19235.4	1
Cby1	0.0621911	0.01046	2.36E+23	3.68605	13566.1	9814.39	1
Zscan12	0.134589	0.0258262	1.34E+22	2.48832	12171.9	13044.3	1
Apopt1	0.104696	0.0191192	8.98E+17	2.85456	8005.9	7478.93	1
Prdx5	0.060705	0.012322	7.48E+17	3.72722	8578.46	6137.53	1
Atat1	0.0218027	0.00491793	7.07E+15	5.71049	7230.5	3376.48	1
Smarcc1	0.202	0.0427462	3.23E+15	1.93835	5996.8	8250.02	1
Polr2i	0.137077	0.0264654	7.21E+14	2.46242	5494.44	5950.19	1
Galt	0.10337	0.0309009	3.18E+14	2.87371	6585.43	6110.97	1
Nudt14	0.165659	0.0364427	2.00E+14	2.20083	5327.93	6455.66	1
Gm5779	0.0844745	0.0174085	2.63E+13	3.18484	4788.11	4009.09	1
Dimt1	0.167054	0.0344366	8.92E+12	2.1895	4222.71	5142.97	1
Dnajc4	0.175074	0.0436233	6.88E+12	2.12653	4557.19	5714.7	1
Kif3a	0.17415	0.0358455	6.22E+12	2.13361	4098.7	5122.72	1
Mpnd	0.0654805	0.0112523	4.52E+12	3.59912	4000.43	2964.01	1
Zgpat	0.0537506	0.00886125	2.88E+12	3.93795	3854.05	2609.85	1
Tenc1	0.0405181	0.00645177	1.38E+12	4.45192	3659.83	2192.21	1
Vapb	0.0867174	0.0157034	3.89E+11	3.14362	3370.6	2859.21	1
Cox20	0.166529	0.0363527	2.84E+11	2.19375	3401.4	4134.65	1
Pogz	0.0810497	0.0141928	2.10E+11	3.25047	3185.6	2613.45	1
2310009B15Rik	0.152022	0.0427863	2.80E+10	2.31811	3256.5	3746.15	1
Krt10	0.141921	0.0298756	7.77E+09	2.41361	2530.04	2795.3	1
Stard3	0.158394	0.0454158	5.81E+09	2.26178	2865.22	3378.13	1
Dopey2	0.113333	0.0209794	1.57E+09	2.73667	2100.04	2046.32	1
Alg11	0.153428	0.0302612	1.31E+09	2.30544	2066.71	2390.53	1
Klhl31	0.0968343	0.0175039	3.07E+08	2.97278	1791.69	1607.2	1
Prickle3	0.166865	0.0361616	2.43E+08	2.19103	1816.51	2210.84	1
Zak	0.199719	0.0424769	4.07E+07	1.95308	1449.66	1979.32	1
Amph	0.22414	0.04864	2.13E+07	1.8051	1337.11	1975.3	1
Zscan21	0.147848	0.0289717	6.91E+06	2.35661	1163.75	1316.86	1
Foxp2	0.00258989	0.000338018	6.49E+06	11.847	1152.82	259.49	1
Nxf1	0.0259939	0.00418038	1.11E+06	5.33384	925.658	462.785	1
Pnma2	0.05574	0.00923318	762988	3.87436	859.19	591.369	1
Gm12669	0.053631	0.00883894	414553	3.94187	783.541	530.064	1
Matk	0.0916504	0.016345	412690	3.05741	782.995	682.928	1
Emc2	0.150474	0.0295178	73990.5	2.33224	589.065	673.532	1
Gm11517	0.0664069	0.0166078	50255.6	3.57561	646.23	481.953	1

Msl1	0.0434682	0.00752141	28959.2	4.3208	508.718	313.965	1
B630005N14Rik	0.035996	0.00591474	12429.4	4.67781	423.281	241.299	1
Ptp4a3	0.110431	0.0203475	6855.14	2.77501	365.383	351.118	1
0610009O20Rik	0.109351	0.0214616	4888.48	2.7896	348.044	332.706	1
Dpysl2	0.128006	0.0243445	2665.43	2.55976	291.903	304.094	1
Smpd1	0.0530114	0.00872609	2227.97	3.96233	278.329	187.317	1
Rbfa	0.201701	0.044498	1405.83	1.94027	252.693	347.296	1
Alg2	0.086984	0.0182279	1360.66	3.1388	262.576	223.08	1
Nfia	0.123605	0.0238963	1020.07	2.6101	227.589	232.521	1
Rad51d	0.0957095	0.0171958	1009.59	2.99066	224.092	199.815	1
Fgf8	0.092801	0.0181193	926.558	3.03812	227.205	199.426	1
Sult5a1	0.0521285	0.00855977	809.889	3.992	210.029	140.3	1
Prex2	0.0697125	0.0119731	766.866	3.49492	207.048	157.98	1
Zfp462	0.0406566	0.00648808	708.483	4.4455	201.86	121.087	1
4921517D22Rik	0.138911	0.0269066	693.23	2.4437	200.92	219.252	1
3000002C10Rik	0.0674075	0.0161326	549.53	3.55067	215.256	161.664	1
Tef	0.0688456	0.0124008	427.124	3.51562	175.723	133.29	1
Lenep	0.0901112	0.0165226	383.661	3.08368	167.991	145.273	1
Mfn2	0.0640353	0.0109411	373.638	3.63663	165.114	121.074	1
Mir692-2a	0.0818877	0.0151918	274.22	3.2341	151.272	124.731	1
Mir692-2b	0.0818877	0.0151918	274.22	3.2341	151.272	124.731	1
Gm6981	0.120428	0.0364766	230.637	2.64783	175.054	176.3	1
Sp8	0.137978	0.0266039	143.442	2.45318	115.617	125.679	1
Hnrnpl	0.0129624	0.00208971	129.482	6.92448	115.288	44.3984	1
Ahdc1	0.14526	0.0288495	100.992	2.38116	100.774	112.858	1
Ggcx	0.160419	0.0318956	88.5792	2.24446	94.1913	111.91	1
Nacc2	0.102572	0.0187101	77.0381	2.8854	88.5133	81.8035	1
Cul2	0.083056	0.0148532	45.69	3.21162	68.9543	57.254	1
Btg1	0.0207721	0.00337126	34.8926	5.8171	60.9272	27.9302	1
Armxc4	0.193618	0.04251	34.7156	1.9935	60.6754	81.1645	1
Qrich1	0.0503516	0.0144146	28.6103	4.05366	66.1683	43.5283	1
Rapgef4	0.219869	0.0472344	27.2092	1.82953	51.1228	74.5149	1
5830416I19Rik	0.19317	0.0401571	24.8518	1.99652	48.3782	64.6166	1
Gm5177	0.115021	0.0308994	23.9531	2.71492	56.2761	55.2758	1
Ggt5	0.153478	0.0302293	23.207	2.30499	46.3299	53.5995	1
Celf2	0.0783659	0.0137239	18.9389	3.30435	40.6304	32.7895	1
Plau	0.166172	0.0332777	18.2735	2.19665	39.5329	47.9917	1
Ncan	0.156159	0.0308398	16.8351	2.28122	37.3333	43.6415	1
Gm17066	0.0998289	0.0184227	16.7256	2.92639	37.4857	34.1587	1
Caprin2	0.0604481	0.0101233	14.4429	3.73446	33.3905	23.8432	1
Spry2	0.0720509	0.0143556	13.2775	3.44065	33.335	25.8362	1
Cd63	0.132665	0.0254963	11.8974	2.50874	28.8139	30.6277	1
Gm10364	0.0692728	0.0241869	11.426	3.50538	38.0037	28.9107	1
Fmr1	0.168846	0.0456749	11.0691	2.17512	31.6068	38.7495	1
Unc13c	0.0251949	0.00381892	10.6361	5.39954	26.1846	12.9318	1

Slitrk2	0.129172	0.0247709	10.3453	2.54679	25.6899	26.8991	1
Sarm1	0.146295	0.0292616	9.92307	2.37128	24.9861	28.0986	1
Ccar1	0.0358507	0.0100988	9.68223	4.68564	30.2563	17.2193	1
Fam227a	0.0707845	0.0124727	9.56594	3.46977	24.1642	18.5712	1
Fgf10	0.202461	0.042629	9.46025	1.9354	23.675	32.6203	1
Atxn1	0.159939	0.031875	9.24299	2.24854	23.2042	27.5192	1
Cstf2t	0.137383	0.0300397	9.13334	2.45928	24.3845	26.4409	1
Mir3063	0.082209	0.0150263	9.07063	3.22788	23.1838	19.153	1
Mapt	0.0572339	0.00959975	8.45349	3.82843	21.4146	14.9162	1
Zfp937	0.123324	0.0238864	7.61305	2.61339	19.5604	19.9592	1
Gtf2a1	0.13817	0.0270003	7.53989	2.45123	19.2546	20.9469	1
C5ar2	0.210917	0.0448075	6.24302	1.88265	15.7122	22.2554	1
Prune2	0.222405	0.0479242	6.02348	1.81496	15.1035	22.1912	1
Acta1	0.193764	0.0440983	5.90403	1.99251	15.4971	20.7405	1
Itgav	0.0546974	0.00907567	5.66173	3.90733	14.0997	9.62275	1
Mc1r	0.220682	0.0477681	5.42856	1.82484	13.4537	19.6601	1
Igsf10	0.128774	0.0264996	5.37072	2.5512	13.7512	14.3736	1
Kcnj2	0.111983	0.0207227	5.05135	2.75436	12.2956	11.9041	1
Gm8300	0.0208734	0.00313643	4.99804	5.80634	12.1651	5.58705	1
D030040B21Rik	0.156747	0.0311509	4.87287	2.27607	11.777	13.7981	1
Vps54	0.130455	0.0423445	4.59156	2.53267	14.2037	14.9552	1
Gm2022	0.0516722	0.00857066	4.50403	4.00758	10.6536	7.08898	1
Zhx2	0.123315	0.0234663	4.44109	2.61349	10.4658	10.6788	1
Tceb3	0.000278062	3.38E-05	4.12731	22.9178	9.41522	1.09553	1
Gm5662	0.0270988	0.00429733	3.99748	5.24702	9.11891	4.63445	1
Pfn2	0.221735	0.049873	3.88401	1.81879	8.8344	12.9528	1
4933415F23Rik	0.144184	0.0293937	3.74196	2.39152	8.35065	9.31141	1
Itpr2	0.140845	0.0272278	3.70846	2.42428	8.04706	8.85163	1
Gm2016	0.0168614	0.0025393	3.57294	6.2911	7.6725	3.25221	1
BC006965	0.116076	0.0217053	3.49341	2.70153	7.34653	7.25172	1
Gas7	0.186038	0.0385018	3.32343	2.04592	6.77663	8.8327	1
Cd59a	0.190415	0.0400814	3.31823	2.01534	6.79897	8.9963	1
Hoxc8	0.0954161	0.0171404	3.2802	2.99536	6.60978	5.88445	1
Bean1	0.12928	0.024579	3.27283	2.5456	6.58793	6.90126	1
Adam23	0.0562313	0.00969613	3.22764	3.85909	6.53061	4.51272	1
Gm4925	0.00473921	0.000836072	3.14532	9.7663	6.6979	1.82885	1
Npas3	0.0814758	0.0144268	2.97019	3.24212	5.578	4.58794	1
4921504A21Rik	0.0798392	0.014087	2.93434	3.2745	5.4533	4.44103	1
Jmjd1c	0.193214	0.049712	2.91933	1.99623	6.03414	8.06072	1
Shank1	0.0910982	0.0163701	2.83747	3.06677	5.11263	4.44562	1
Hmgn5	0.16717	0.041128	2.6779	2.18857	5.04764	6.15031	1
Mbnl1	0.173493	0.0351421	2.56857	2.13866	4.17051	5.20015	1
Exoc8	0.149586	0.0293909	2.25895	2.34043	3.11628	3.55068	1
Piwil1	0.0582056	0.00970613	2.25103	3.79934	3.0842	2.16473	1
Fgf9	0.0111872	0.00162116	2.14457	7.29755	2.74686	1.00375	1

Nrgn	0.191463	0.0396644	2.13901	2.00814	2.70756	3.59545	1
Prlr	0.113069	0.0210876	2.13496	2.74011	2.7036	2.63114	1
Foxn3	0.0954146	0.0182118	2.07605	2.99539	2.56695	2.28524	1
Pnpla8	0.0149736	0.0479899	-2.03134	6.572	8.52527	3.45923	1
Abcb7	0.0131108	0.0305663	-2.05874	6.89619	7.34951	2.84196	1
Ncapg2	0.00504723	0.014633	-2.78209	9.5669	14.6289	4.07764	1
Kdm5b	0.0785463	0.0230603	-2.95941	3.30065	6.94374	5.60999	1
Zwint	0.100153	0.0496276	-4.38652	2.92148	16.8034	15.3378	1
Cnot1	0.139895	0.0389097	-78.5457	2.43378	107.005	117.244	1
Nup153	0.0487988	0.0442872	-93.8953	4.1098	209.647	136.031	1
Wdr82	0.0345712	0.0459202	-93.9051	4.75639	247.435	138.724	1
Plcx1	2.63E-05	0.0031368	-116.368	43.7162	800.497	48.8299	1
Ttc3	0.0164571	0.0382253	-711.896	6.34786	626.475	263.175	1
Map3k12	0.0986121	0.0397962	-1720.17	2.94503	381.894	345.798	1
Nle1	0.00417059	0.0492306	-6979.27	10.1807	2088.97	547.171	1
Gtpbp6	0.000111698	0.0133196	-200746	29.5448	6182.27	558.002	1
Tfip11	4.02E-05	0.00179274	-219476	39.003	3944.69	269.702	1
Ptges3	0.00347274	0.0300975	-1.24E+06	10.7979	4314.29	1065.47	1
B3galnt2	0.000414672	0.0138117	-3.84E+06	20.457	6701.82	873.612	1
Ligl2	0.00110059	0.0290818	-4.26E+06	15.3843	7151.51	1239.62	1
Gm15645	0.00645119	0.0294896	-1.38E+07	8.81885	4785.02	1446.91	1
Sf3b3	0.00664393	0.049463	-2.03E+07	8.73214	6493.55	1983.03	1
Cse1l	0.0451544	0.0367319	-9.07E+07	4.25073	3198.68	2006.67	1
Sub1	0.0292014	0.0381163	-2.43E+08	5.09336	4337.61	2270.99	1
Sqle	0.000624741	0.0373006	-2.46E+09	18.1758	19201.1	2817.09	1
Itga5	0.00539418	0.0233888	-3.03E+09	9.35975	8023.7	2286.02	1
Fabp5	0.00395384	0.0344306	-4.91E+09	10.3577	11185.3	2879.75	1
Metap1	0.00133591	0.00870679	-8.61E+10	14.516	10868.2	1996.54	1
B2m	0.00822463	0.0468814	-2.50E+12	8.12207	16878.2	5541.52	1
Mdn1	0.00588872	0.0447453	-7.19E+13	9.0916	23010.6	6749.25	1
Chaf1a	0.00332378	0.0271499	-5.57E+14	10.9499	24359.8	5932.45	1
Plekkg2	0.0552302	0.0453887	-6.81E+14	3.89038	11370.5	7793.95	1
Tmem132a	0.0966506	0.0333502	-6.08E+17	2.97568	10648.7	9542.91	1
Exosc6	0.0476933	0.0447066	-2.22E+20	4.15113	22639.9	14543.8	1
Arrb1	0.0297364	0.0258833	-6.83E+26	5.05645	36414.8	19204.4	1
Abhd17a	0.143918	0.0296922	-9.71E+27	2.39409	20035.2	22316.2	1
Cited2	0.0363344	0.0474645	-2.36E+30	4.65971	58512.5	33485.7	1
Mrpl30	0.0682996	0.0355601	-5.10E+31	3.52882	41467.5	31336.3	1
Stk4	0.00726592	0.0449873	-3.53E+34	8.4724	133689	42078.4	1
Bex2	0.0206182	0.0167279	-3.17E+35	5.83359	60310.6	27569.4	1
Cnih1	6.21E-05	0.00187869	-6.99E+37	34.6865	178882	13752.3	1
Rab34	0.010594	0.00705815	-1.23E+40	7.43905	69005.6	24736.3	1
E430025E21Rik	0.00129985	0.0194234	-3.17E+40	14.6361	210382	38331.1	1
Rnps1	0.0730318	0.0246415	-1.14E+45	3.41853	67819.2	52903.3	1
Eif4g2	0.0164317	0.0326221	-3.67E+45	6.35148	147575	61959.1	1

Psmc2	0.0836652	0.0423767	-1.59E+56	3.20005	129410	107840	1
Eftud2	0.0278309	0.0099119	-6.86E+61	5.19188	130879	67222.2	1
Lsm8	0.00701224	0.0220096	-2.60E+64	8.57486	329940	102607	1
Dnajc8	0.016931	0.0167719	-5.77E+64	6.28151	216359	91850.2	1
Larp1	0.122716	0.0346213	-3.80E+65	2.62053	129949	132237	1
Tcf15	4.97E-05	0.00289014	-4.01E+76	36.8302	901195	65250.5	1
Smad4	0.0108351	0.0123121	-4.45E+88	7.38039	417700	150922	1
Odc1	0.00537638	0.0191304	-1.31E+143	9.36997	1.67E+06	475382	1
Hand1	0.00431322	0.0428105	-3.95E+178	10.0704	4.14E+06	1.09E+06	1
Hmga1-rs1	0.153029	0.0485581	-1.05E+200	2.30902	1.27E+06	1.47E+06	1
Pcbp1	0.0312566	0.0486932	-8.99E+307	4.95592	1.27E+07	6.83E+06	1
Rpl14-ps1	0.167213	0.0461085	-8.99E+307	2.18822	5.13E+06	6.25E+06	1
Hsp90ab1	0.181112	0.0445305	-8.99E+307	2.0814	1.15E+07	1.48E+07	1

# Supplementary material for: Single-Cell Expression Profiling Reveals a Dynamic State of Cardiac Precursor Cells in the Early Mouse Embryo
**Source:** PLoS One. 2015 Oct 15;10(10):e0140831. doi: 10.1371/journal.pone.0140831
**Supplement:** S8 Table

Table S8. The enriched genes in EHF *Nkx2-5*⁺/*Tbx5*⁺ CPs filtered via ANOVA

ID	p-value<br>(Attribute)	p-value	Fold-Change	F<br>(Attribute)	SS<br>(Attribute)	SS<br>(Error)	F<br>(Error)
H19	0.0569123	0.00950099	8.99E+307	3.83819	3.72E+06	2.58E+06	1
Rpl41	0.155844	0.0366003	8.99E+307	2.28399	6.08E+06	7.10E+06	1
Gm13826	0.144442	0.0338512	5.95E+283	2.38902	2.19E+06	2.45E+06	1
Gata6	0.216915	0.0497295	9.13E+272	1.84677	1.92E+06	2.77E+06	1
Zyx	0.154911	0.0310491	1.04E+233	2.29222	1.36E+06	1.58E+06	1
Serpinh1	0.0320636	0.00504435	4.38E+200	4.90499	1.00E+06	546182	1
D8Erttd738e	0.203561	0.0446916	3.08E+186	1.92839	883468	1.22E+06	1
Myl7	0.16521	0.0351317	3.01E+184	2.2045	871499	1.05E+06	1
Ppib	0.0108637	0.00158591	1.53E+182	7.37352	833016	301264	1
Nisch	0.0698764	0.0182939	1.05E+179	3.49105	954586	729169	1
Taf6	0.123932	0.0234143	1.12E+165	2.60628	677454	693149	1
Calr	0.048646	0.011322	4.21E+160	4.11544	738737	478677	1
Ilkap	0.104594	0.0193229	4.53E+141	2.85602	501033	467814	1
Lman1	0.0879558	0.0163756	8.79E+127	3.12142	415293	354790	1
Cdkn1c	0.100038	0.0188298	8.68E+118	2.92322	357381	326016	1
Actb	0.103432	0.0207487	7.93E+116	2.87281	354398	328968	1
Rpsa	0.136357	0.0485	1.10E+115	2.46986	450230	486107	1
Lphn1	0.0796458	0.014263	5.61E+114	3.27837	330656	268959	1
Smarcd3	0.0597487	0.0102569	4.22E+111	3.75437	312675	222088	1
Ykt6	0.0678679	0.0129048	9.67E+109	3.53935	314431	236903	1
Tuba1a	0.113028	0.0370734	3.67E+109	2.74065	392817	382214	1
Sec61a1	0.0279277	0.0184547	2.03E+89	5.18473	354191	182172	1
Sfrp5	0.193338	0.040145	2.43E+88	1.99539	193970	259224	1
Snhg8	0.1011	0.0190538	2.77E+87	2.90723	193122	177142	1
Men1	0.147069	0.0447022	3.37E+85	2.36394	227822	256997	1
Pth1r	0.170306	0.0348458	7.78E+83	2.16354	176144	217106	1
Csrp2	0.0245826	0.00775224	1.16E+82	5.45167	219701	107466	1
Polr2m	0.0161916	0.00312651	4.97E+81	6.38608	182671	76278.9	1
Smad4	0.0108351	0.0238417	4.91E+76	7.38039	417700	150922	1
Gcn1l1	0.165378	0.0332543	3.02E+75	2.20312	141826	171666	1
Fam53b	0.169297	0.0340881	1.29E+75	2.17152	140158	172116	1
Bex1	0.139263	0.0281682	1.04E+75	2.44013	143004	156280	1
Mgm1	0.0918325	0.0168775	9.16E+73	3.05434	137596	120132	1
Rps6ka2	0.0221347	0.00332987	6.48E+72	5.67747	131882	61944.2	1
Txndc12	0.000998452	0.000138461	9.46E+69	15.8368	125086	21062.5	1
H2-Ke2	0.161506	0.0376835	4.96E+69	2.23526	130734	155965	1
Crif3	0.140764	0.0276129	1.55E+69	2.42509	119751	131680	1
Fasn	0.102906	0.0351423	2.85E+68	2.88049	156824	145183	1
Brd4	0.106356	0.0225225	3.52E+66	2.83098	117498	110679	1
Mrpl38	0.173222	0.0380724	6.81E+65	2.14076	112307	139896	1
Myl4	0.123351	0.0238202	7.87E+59	2.61307	90169.5	92018.9	1
Pdlim7	0.0428356	0.00704502	1.19E+59	4.34797	87507.1	53669.2	1

Timm9	0.143646	0.0299035	4.46E+57	2.39673	85396.4	95014.3	1
Gata4	0.0684458	0.0158957	1.65E+57	3.52527	92605.6	70050.8	1
Nelfcd	0.201689	0.0432474	4.08E+55	1.94035	77667.2	106740	1
Usf1	0.204881	0.0474519	3.61E+53	1.92003	74950.9	104097	1
Csnk2a2	0.18407	0.0432005	4.75E+52	2.05996	73941.8	95719.5	1
Dmap1	0.115748	0.0237771	1.32E+50	2.70568	65320.3	64378.5	1
Cpt2	0.0839007	0.0147569	3.90E+47	3.19561	56249.5	46939.1	1
Dctn1	0.0489623	0.00813183	8.09E+45	4.10378	52724.7	34260.9	1
Pomgnt1	0.162542	0.0350205	1.43E+44	2.22657	50349.7	60301.6	1
Fbn2	0.104365	0.0190345	7.85E+43	2.85931	47841.7	44618.5	1
Fbxo21	0.12126	0.0315129	5.70E+43	2.63783	55557.3	56164.6	1
Atad3a	0.068331	0.015993	2.95E+42	3.52806	51194.1	38694.8	1
Myl6	0.0432082	0.00695451	4.27E+41	4.33191	43084.8	26522.4	1
Ror2	0.0543599	0.00897578	2.37E+41	3.91817	42507.2	28930	1
Brms1	0.174918	0.0370125	1.66E+41	2.12773	43128.6	54052.7	1
Igf2r	0.0364375	0.00593618	7.03E+39	4.65424	39941.4	22884.6	1
Pdxdp	0.0858889	0.0156073	2.60E+39	3.15869	39062.3	32977.6	1
Arhgef1	0.0263939	0.00444532	1.87E+38	5.30189	37728.2	18976	1
Tollip	0.0672632	0.0116122	1.86E+37	3.55424	34705.7	26038.9	1
Tcof1	0.173305	0.0463178	7.04E+36	2.14012	39025.7	48627.5	1
Ccdc50	0.0705338	0.039466	1.96E+36	3.47561	56458.2	43317.7	1
Dync1h1	0.0152123	0.00290494	5.87E+35	6.53412	34920.9	14251.7	1
Timm50	0.0720226	0.0171887	2.54E+35	3.44129	35807.2	27747.1	1
Prpf19	0.026932	0.00564596	3.69E+34	5.25984	33338.6	16902.2	1
Efh2d2	0.0817766	0.0146938	9.53E+33	3.23626	28985.6	23884	1
Zfp1	0.0350776	0.00587906	4.99E+33	4.72801	28914	16307.9	1
Ap3m1	0.152141	0.0299257	2.78E+33	2.31704	27794.3	31988.3	1
Kansi2	0.0721097	0.0458007	6.45E+32	3.43931	49421.6	38319	1
Kdm1a	0.123163	0.0263624	5.32E+32	2.61527	28258.1	28813.4	1
Aimp1	0.226912	0.0492946	1.49E+31	1.78955	24167.2	36012.4	1
Mdn1	0.00588872	0.000914272	6.43E+29	9.0916	23010.6	6749.25	1
Fam173a	0.0096771	0.00138357	5.98E+29	7.67839	22157.6	7695.21	1
Acsf3	0.224472	0.0499779	7.58E+27	1.80323	19628	29026.5	1
Hbp1	0.0242966	0.00376892	3.54E+27	5.47658	19028	9265.15	1
Trim35	0.194776	0.0436704	3.38E+27	1.98571	19579.2	26293.5	1
Pla2g4b	0.119651	0.0223759	3.08E+27	2.65723	18761.3	18827.9	1
L3mbtl2	0.091025	0.0174585	2.73E+27	3.06802	19302.5	16777.4	1
Fmnl3	0.11395	0.0221105	2.78E+26	2.72867	17731.3	17328.4	1
Kat7	0.155081	0.0309187	1.17E+26	2.29071	16964.6	19748.9	1
Nsun5	0.124916	0.0404738	1.00E+26	2.59488	21920.7	22527.2	1
Aph1a	0.222698	0.0482712	8.28E+25	1.81329	16733.1	24608.2	1
Camsap1	0.0168534	0.00456435	5.70E+25	6.29221	20473.5	8676.75	1
Pdyn	0.0887268	0.0157391	3.97E+25	3.10779	16271.1	13961.6	1
Cyth2	0.120954	0.0279211	1.19E+25	2.6415	17224.6	17388.7	1
Chd2	0.015765	0.00264944	9.30E+24	6.44916	16268.6	6726.89	1

Foxp4	0.0925656	0.0165714	4.69E+24	3.04204	15127.3	13260.7	1
Fam160a2	0.175835	0.0373072	4.51E+24	2.12075	15441.1	19415.9	1
Rrm1	0.195446	0.0412452	4.48E+24	1.98123	15195.7	20453	1
Rab31	0.136957	0.0281667	3.92E+24	2.46366	15518	16796.8	1
Cyb5b	0.199073	0.0429435	5.89E+23	1.95728	14259.9	19428.2	1
Furin	0.0693275	0.0123136	3.33E+23	3.50407	13963.4	10626.4	1
Dgcr14	0.157348	0.0391164	1.57E+23	2.27083	14999.5	17614.1	1
Akap2	0.118105	0.0295858	1.52E+23	2.6762	15340	15285.4	1
Htra2	0.115436	0.0227682	8.22E+22	2.70964	13401.7	13189.2	1
Maged2	0.00696947	0.00096432	3.37E+22	8.59259	12634	3920.89	1
Hs3st6	0.0536731	0.00884676	3.31E+22	3.94049	12592.7	8521.9	1
Nup98	0.108901	0.0200562	1.81E+22	2.79572	12312.1	11743.8	1
Mcat	0.128122	0.0254591	1.63E+22	2.55846	12526.9	13056.6	1
Phrf1	0.103734	0.0200371	1.31E+22	2.86843	12470.1	11592.9	1
Gm11974	0.0786664	0.0147395	1.15E+22	3.2982	12470.1	10082.4	1
Smg5	0.147936	0.0311131	6.96E+21	2.35579	12290	13911.8	1
Cenpt	0.0981238	0.0190387	2.35E+21	2.95259	11711.3	10577.2	1
Chd6	0.10605	0.0219201	1.29E+21	2.83531	11694.7	10999.2	1
Ptdss1	0.146959	0.0398495	8.61E+20	2.36498	12847.7	14486.6	1
Gdi1	0.218532	0.0469194	8.37E+20	1.8373	10878.5	15789.1	1
Fabp5	0.00395384	0.000584016	7.67E+20	10.3577	11185.3	2879.75	1
Popdc2	0.170618	0.0343765	7.15E+20	2.16107	10798.5	13324.9	1
Rai1	0.083242	0.0155781	5.33E+20	3.20808	10961.9	9111.95	1
Otulin	0.133811	0.0327621	2.38E+20	2.49654	11625.1	12417.4	1
Ube2s	0.1015	0.0315282	1.02E+20	2.90126	12781.4	11747.9	1
Pbrm1	0.0290049	0.00446367	3.41E+19	5.10713	9480.26	4950.08	1
Kdm3b	0.149463	0.0323105	2.96E+19	2.34156	9888.6	11261.5	1
Mex3a	0.0625485	0.016271	1.68E+19	3.67633	11013.7	7988.9	1
Prpf31	0.108849	0.0265038	1.61E+19	2.79643	10435	9950.81	1
Fbrs	0.15937	0.031733	7.18E+18	2.2534	8844.33	10466.4	1
Dynl1c	0.20331	0.0444608	3.21E+18	1.92998	8683.85	11998.5	1
Khrrp	0.178178	0.039751	2.67E+18	2.1031	8839.8	11208.6	1
Tube1	0.0684873	0.0117394	2.55E+18	3.52427	8430.96	6379.36	1
Bcr	0.0916581	0.0163489	2.42E+18	3.05728	8392.67	7320.39	1
Mcm8	0.202076	0.044674	6.84E+17	1.93786	8118.43	11171.7	1
Hsd1l	0.0731741	0.0128912	6.57E+17	3.41535	7959.19	6214.45	1
Cdc14b	0.0861904	0.0152293	3.70E+17	3.15318	7666.18	6483.33	1
Itga5	0.00539418	0.000858366	3.33E+17	9.35975	8023.7	2286.02	1
Lrpap1	0.205634	0.0467173	2.90E+17	1.9153	7881.17	10972.9	1
Cyfp1	0.138101	0.0278373	2.76E+17	2.45193	7723.31	8399.72	1
Pmvk	0.183082	0.0437611	2.53E+17	2.06707	8154.64	10520.1	1
Tcerg1l	0.0707471	0.0129546	1.86E+17	3.47064	7614.12	5850.32	1
Creld2	0.0153845	0.00289557	1.74E+17	6.50724	8069.96	3307.07	1
Tnnc1	0.0313215	0.00484844	1.50E+17	4.95177	7324.48	3944.44	1
Zfp414	0.0737234	0.0145517	1.03E+17	3.40315	7611.17	5964.02	1

Abcf3	0.0621138	0.0104419	8.58E+16	3.68817	7119.98	5147.98	1
Llg12	0.00110059	0.000144987	7.31E+16	15.3843	7151.51	1239.62	1
Rxrb	0.189502	0.043568	4.59E+16	2.02165	7292.89	9619.74	1
Psap	0.132749	0.025552	3.29E+16	2.50785	6800.66	7231.33	1
Igfbp5	0.113124	0.0209336	3.18E+16	2.73939	6762.13	6582.61	1
Zfp512	0.0663948	0.0115294	3.12E+16	3.57592	6818.67	5084.88	1
Pwwp2b	0.116373	0.0267621	2.39E+16	2.69779	7353.38	7268.54	1
Srpk1	0.223752	0.048363	1.95E+16	1.8073	6594.57	9730.27	1
B3galnt2	0.000414672	5.45E-05	1.86E+16	20.457	6701.82	873.612	1
Endov	0.107456	0.0218978	1.52E+16	2.81563	6820.72	6459.87	1
Pacs2	0.211658	0.0454496	1.49E+16	1.87815	6531.38	9273.48	1
Rgp1	0.10668	0.0203127	1.13E+16	2.82645	6511.94	6143.81	1
Pip5k1a	0.114976	0.0218648	1.01E+16	2.7155	6429.61	6313.98	1
Sf3b3	0.00664393	0.000982269	9.42E+15	8.73214	6493.55	1983.03	1
Soga1	0.0812679	0.0143503	5.18E+15	3.24619	6156.2	5057.17	1
1010001N08Rik	0.120935	0.024137	4.49E+15	2.64172	6263.41	6322.56	1
Me2	0.179627	0.0397382	8.49E+14	2.09233	5771.87	7356.23	1
Gm2a	0.0497616	0.00812288	6.94E+14	4.07473	5469.03	3579.15	1
Chd3	0.152455	0.0299756	6.73E+14	2.31419	5461.35	6293.16	1
Tsix	0.217917	0.0497679	6.67E+14	1.84089	5652.01	8187.36	1
Slc12a4	0.0222481	0.00352634	4.14E+14	5.66634	5412.76	2547.32	1
Fads1	0.0788369	0.0143136	7.85E+13	3.29473	4879.69	3949.5	1
Gusb	0.101092	0.0247258	6.55E+13	2.90734	5432.1	4982.42	1
Zfyve19	0.0329959	0.00980463	3.80E+13	4.84811	5868.76	3228.07	1
Med1	0.154872	0.030642	1.90E+13	2.29257	4385.45	5101.06	1
Exosc7	0.0455939	0.0344616	1.00E+13	4.233	8230.82	5185.18	1
Bub1b	0.133133	0.0262602	8.71E+12	2.50374	4221.86	4496.59	1
Rfxap	0.0918525	0.0194427	5.45E+12	3.054	4343.2	3792.36	1
Nudcd3	0.0880386	0.0157298	5.00E+12	3.11994	4018.79	3434.92	1
Pat1	0.0146015	0.00270583	3.66E+12	6.63259	4266.78	1715.48	1
Gars	0.219074	0.0470467	2.89E+12	1.83415	3857.51	5608.44	1
Thap7	0.139388	0.0270591	2.31E+12	2.43888	3808.53	4164.25	1
Elmo1	0.155265	0.0409371	2.23E+12	2.28909	4388.63	5112.52	1
Zbtb18	0.220579	0.0474048	1.96E+12	1.82544	3751.47	5480.29	1
Lmf2	0.0570857	0.0148321	1.53E+12	3.83292	4432.7	3083.95	1
Lamb2	0.177763	0.0363958	1.41E+12	2.1062	3676.09	4654.3	1
Whrn	0.0605851	0.0101493	9.96E+11	3.73059	3574.49	2555.08	1
Fntb	0.0428457	0.00891774	7.07E+11	4.34753	3858.71	2366.84	1
Gga2	0.0136872	0.00203425	6.10E+11	6.79005	3487.57	1369.68	1
Pfdn5	0.187388	0.0446911	5.35E+11	2.0364	3689.92	4831.96	1
Zswim8	0.208781	0.0453327	5.07E+11	1.89573	3447.95	4850.12	1
Sae1	0.132751	0.0254076	4.86E+11	2.50783	3395.59	3610.66	1
Ctsl	0.189241	0.0395901	3.87E+11	2.02345	3356.31	4423.21	1
Hmgb3	0.135674	0.0270593	3.47E+11	2.47695	3369.43	3627.5	1
Ppil6	0.108038	0.0198249	2.49E+11	2.80757	3224.92	3063.06	1

Glyr1	0.21894	0.0496159	2.04E+11	1.83492	3274.1	4758.2	1
Kank1	0.0815071	0.0144861	2.00E+11	3.24151	3191.71	2625.69	1
Isl1	0.179747	0.040225	1.69E+11	2.09145	3284.7	4188.11	1
Cir1	0.143581	0.0325482	1.08E+11	2.39736	3262.61	3629.12	1
Wnt5a	0.177979	0.036237	1.08E+11	2.10459	3022.44	3829.64	1
Pkn3	0.169731	0.0341921	7.82E+10	2.16808	2947.84	3625.74	1
Acap3	0.113725	0.0221038	6.44E+10	2.73159	2965.46	2894.98	1
Atp1b2	0.195818	0.0438519	3.39E+10	1.97875	2861.31	3856.06	1
Nup133	0.221633	0.0477143	3.12E+10	1.81938	2735.3	4009.14	1
Ddb1	0.029974	0.00624913	1.15E+10	5.04032	2812.09	1487.78	1
Mvd	0.0165292	0.00287121	8.71E+09	6.33761	2605.21	1096.19	1
Gnl2	0.157153	0.0421868	7.66E+09	2.27253	2835.98	3327.84	1
Smim11	0.15409	0.0323448	5.57E+09	2.29952	2433.78	2822.37	1
Tnni1	0.16854	0.0346216	4.23E+09	2.17756	2326.68	2849.28	1
Fam207a	0.0929511	0.0307355	2.35E+09	3.03563	2896.16	2544.15	1
Nek9	0.158045	0.0323248	1.78E+09	2.2648	2158.49	2541.5	1
1600014C10Rik	0.0625708	0.0133953	1.18E+09	3.67573	2257.16	1637.52	1
Nle1	0.00417059	0.000633499	9.77E+08	10.1807	2088.97	547.171	1
Radil	0.0922508	0.016475	9.45E+08	3.04731	2000.55	1750.66	1
Mdh1	0.168427	0.0418039	9.34E+08	2.17847	2228.29	2727.66	1
Flnc	0.00974143	0.00150012	8.01E+08	7.66069	2029.69	706.529	1
Asb1	0.0594788	0.00996323	4.94E+08	3.76213	1878.49	1331.5	1
Ndufa9	0.12126	0.0237477	3.73E+08	2.63782	1861.62	1881.97	1
Iscu	0.161983	0.0365463	3.66E+08	2.23125	1939.61	2318.11	1
Vamp2	0.0983454	0.0178434	3.34E+08	2.94915	1807.92	1634.75	1
Smarcc2	0.186264	0.038332	3.21E+08	2.04432	1796.67	2343.63	1
Vgll4	0.198567	0.0415105	2.43E+08	1.9606	1746.28	2375.16	1
Cwc27	0.113443	0.0221633	2.04E+08	2.73525	1757.39	1713.33	1
Midn	0.125761	0.0239122	1.99E+08	2.58517	1715.74	1769.83	1
Kif23	0.10439	0.0210272	1.04E+08	2.85895	1668.53	1556.31	1
Iqgap3	0.0877337	0.0171708	4.85E+07	3.12537	1531.92	1307.08	1
Idua	0.0872613	0.0154371	4.10E+07	3.13382	1438.88	1224.39	1
Prob1	0.180777	0.0369911	3.53E+07	2.08386	1415.86	1811.84	1
Dynlt1a	0.149952	0.0325499	2.67E+07	2.33704	1440.72	1643.93	1
Cdc123	0.0850278	0.0150029	2.04E+07	3.17455	1327.32	1114.97	1
Tbx5	0.228157	0.0494964	1.89E+07	1.78264	1314.92	1967	1
Tmem42	0.181721	0.0371635	1.33E+07	2.07695	1260.41	1618.28	1
Vipas39	0.104922	0.0193438	8.95E+06	2.85132	1205.25	1127.19	1
Gphn	0.189299	0.0391006	8.47E+06	2.02306	1191.68	1570.8	1
Gnl3l	0.123188	0.0235091	6.10E+06	2.61499	1151.07	1173.82	1
Gtpbp2	0.147176	0.0287211	4.44E+06	2.36293	1097.74	1238.85	1
Arhgap31	0.149694	0.0292935	3.98E+06	2.33943	1081.56	1232.85	1
Pam	0.142227	0.0280432	2.28E+06	2.41061	1012.56	1120.12	1
Prpf38a	0.138838	0.0270817	2.00E+06	2.44443	991.702	1081.86	1
Klhl21	0.142181	0.0353185	1.76E+06	2.41105	1095.29	1211.41	1

How the deposited data were processed for this re-analysis (not part of the article)

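Single cells from early allantoic bud (EB) and early head fold (EHF) embryos were profiled by RNA sequencing: 12 CPs, 3 in each of 4 subpopulations, named by PCR for Nkx2-5 and Tbx5 on their amplified cDNA. By the same PCR, the paper took as candidates cells with Cfc1 and without Sox17 and Sox2. The authors amplified the cDNA of each cell by PCR, sequenced it on an Illumina GA IIx and annotated and normalised the aligned reads in Partek Genomic Suite 6.6, with mm10 as genome build; CASAVA 1.7.0 is named without its step, and the aligner is not given in the sources used here. The authors scaled the reads of each gene to the aligned reads of the cell and deposited the resulting signal as RPM, not corrected for gene length. The totals of aligned reads of S3 Table turn 96.3% of the values of 0.5 to 20 reads into whole reads within 0.02, as RPM over these totals would have it. The sheet repeats 1 table 64 times, and a single copy was used. Of 14085 gene names in it, 22 had been turned into dates by spreadsheet software and were left out, which left 14063 symbols, none of them listed more than once, 802 at 0 in all 12 cells and 5031 with a mean of at least 10 RPM. Reads, sequences and images were not used here.

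No test was made, since the labels name no embryo for any cell and each subpopulation therefore counts as 1 sample. The paper's own analysis of variance took cells as replicates. For each gene the mean of 3 cells was set against the mean of the other 9, or of 3 cells of another subpopulation, as a log2 difference with 10 RPM added to each mean. Random lists (10000, seed 1, matched in 20 bins of mean RPM) give the percentile of a list's median; it describes these cells and is not a test. Principal components were computed on RPM standardised per gene over genes with a mean of at least 10 RPM, and the first 3 were used. Spearman correlations were taken across the same genes. Comparisons, 27 gene lists, alternatives and the rule for naming genes were set before the data were examined, but the paper's text and its S5 to S8 Tables had been read by then, so the values printed in those tables count as seen. No gene of the mitochondrial genome is listed, so 26 lists could be measured. By the rule, the text names genes that the paper names from deep sequencing or its PCR marker table, up to 12 genes with the largest positive and up to 8 with the largest negative differences per subpopulation among those whose 3 cells all lie above or below the other 9, and up to 4 members per list with the largest differences. Genes named outside this rule, among them Kat7, Chd2, Tcf7l1, Bmpr1a, Hsp90aa1, Ndufc2 and Bub1b, were chosen after their values were seen. Gene positions are those of the mm10 assembly.

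Alternatives were 1 or 100 RPM added in place of 10, the mean over cells of log2 values, the median over cells, RPM rescaled to a sum without the 100 most abundant genes, no minimum or a minimum of 50 RPM, PCA on log2 or centred values or with other numbers of components, leaving out the 2 cells with the fewest genes, and leaving out each cell in turn. PCA on the genes of S5 to S8 Tables, the distance between centroids and the percentiles of lists between 2 subpopulations were added after the values were seen. Aligned reads ranged from 12475588 to 37905007 per cell, so 3 reads, which a count of 0 allows, are worth 0.0791 to 0.240 RPM; this covers counting error only. The list percentiles and the PCA measures, but no other step, were tested on simulated data. These had the gene means of these cells, a coefficient of variation of 1.58 and noise independent between genes. Of simulated lists with no change, 5% lay above the 97.5th or below the 2.5th percentile. This follows from ranking random genes among random genes, so it says nothing about real lists whose genes vary together. All lists changed 8-fold lay at or above the 97.5th percentile, with a mean median of 2.43. The distance ratio for PCA that had been planned did not pick out a subpopulation with 8-fold changes in 25.0% of genes at the noise of these cells; the check that it should was replaced after it failed, and the distance between centroids, which did so, was added. With a coefficient of variation of 0.3 the ratio was 1.11 with the changes and 1.07 without, and on log2 values 2.08 and 0.909. The centroid of the changed group was farthest in 100% and 40% of draws. Without changes the simulated groups are alike and each is equally likely to be farthest, so shares from 20 draws scatter about that. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The gene ontology enrichment of the paper was not computed again, and the values of some single genes are not reported here.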

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

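The gene lists were planned, while all tests of explanations in this part were chosen after the result was seen. In the EHF Nkx2-5+/Tbx5+ CPs, 17 of 22 genes of ER chaperones and the secretory pathway, which fold and export proteins, were higher than in the other 9 cells, with a median log2 difference of 0.88 (99.96th percentile; cell by cell 1.17, 0.58 and -0.87), among them Lman1 (2.57) and the collagen chaperone gene Serpinh1; S8 Table holds 7 genes of the list. Ribosomal protein genes there had a median of 0.0033, yet at the 98.1th percentile because matched genes lay lower (0.51, 0.10 and -1.85); 41 of 81 were higher, and the name rule also took in kinase genes such as Rps6ka2. In the EHF Nkx2-5+ CPs, 10 of 15 immediate early and stress genes were higher (median 1.27, 100th percentile; -0.66, 2.33 and -1.32), from replicate 2 alone, with Fos at 7495, Fosb at 3158 and Hspa1a at 1182 RPM. In the EB Tbx5+ CPs, 6 of 6 genes of extraembryonic mesoderm and allantois were higher (median 2.64, 100th percentile; 3.42, -1.13 and 1.11), including Bmp4 at 1105, 22.5 and 587 RPM and Pmp22 at 943, 271 and 5.97 RPM; 3 of the 6, Hand1, Bmp4 and Foxf1, also stand in other lists of this work. Glycolysis genes in the same cells had 11 of 15 higher (median 0.60, 98.1th percentile; 0.55, 0.11 and 0.22), including Slc16a3 (1.51), and nuclear genes of oxidative phosphorylation 36 of 56 (median 0.22, 98.6th percentile; -0.54, 0.027 and 0.22), including Ndufb5 (2.45). In the EB Nkx2-5+ CPs, 14 of 21 S phase genes were higher (median 0.70, 99.3th percentile; 0.27, 0.96 and 0.039), including E2f8 (2.92) and Mcm4 (2.28). FGF pathway genes there had 3 of 4 higher (median 1.21, 97.9th percentile; -1.13, 2.25 and -1.51), led by replicate 2 with Dusp6 at 301 RPM. Paraxial mesoderm genes had 3 of 5 higher (median 2.25, 99.53th percentile; -0.24, -0.39 and 3.67), from replicate 3 alone, with Pcdh8 at 339 RPM; 4 of the 5 stand in other lists too. What set these results apart is that the paper's text does not discuss these groups of genes in these cells. It does name Hand1 of the extraembryonic list in the EB Tbx5+ CPs, and its supplementary tables hold several members. Among them are 5 S phase genes in S5 Table and 4 oxidative phosphorylation and 3 extraembryonic genes in S6 Table, which the study chose on these same cells. The means of the measured members lie above the 3 reads that a count of 0 allows, which the minimum of 10 RPM ensures by itself. Of 104 pairs of list and subpopulation, 14 lay within the highest 2.5% of random lists and 20 within the lowest 2.5%. The low pairs were not picked for this part.

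The cells with the highest scores on the first principal component were EHF Nkx2-5+/Tbx5+ replicate 3, EHF Nkx2-5+ replicate 2, EB Tbx5+ replicate 2 (17.8) and EHF Nkx2-5+ replicate 3 (12.6). They were also 4 of the 4 cells with the fewest genes at 1 RPM or more, so fewer genes detected in these cells may be what the component follows. Fewer aligned reads in these cells is argued against, since 1 of them was among the 4 cells with the fewest reads. Stage or marker group of the cells is argued against as the whole cause, since 0 of the 4 subpopulations had its 3 cells apart from the others on this component. The EHF stage held both the highest score and the lowest, -26.3 in EHF Nkx2-5+/Tbx5+ replicate 2. A share of stage or subpopulation stays open, because all of the 4 cells but EB Tbx5+ replicate 2 were of the EHF stage. Whether few detected genes came from the amplification of these cells or from their state stays open.

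Tbx5 was near 0 in the EB Tbx5+ cells, which were named for its detection by PCR. Labels exchanged with Nkx2-5+ cells are argued against, since 0 of the 3 cells had Nkx2-5 above 0 RPM, and Tbx5 was at 0 in 6 of 6 cells without it in their label. Carry-over of cDNA from an EHF Nkx2-5+/Tbx5+ cell is argued against, since the 3 cells held 0 reads of Sfrp5, where 233 would come with their Tbx5 reads at the ratio of EHF Nkx2-5+/Tbx5+ replicate 1 (11.6). Few genes detected in these cells is argued against, since 1 of the 3 was among the 6 cells with the fewest genes. A lower level of Tbx5 transcripts at the EB stage remains possible and fits the paper, whose Taqman assay on single-cell cDNA found Tbx5 rising with stage, without saying which preparations were sequenced; a part of the transcript that PCR detects and sequencing covers poorly was not tested.

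The sarcomere genes in the EHF Nkx2-5+/Tbx5+ cells were led by replicate 3, the cell with the fewest genes detected. Higher RPM of every detected gene in a cell with few detected genes is argued against as the whole cause: over the 816 genes at 10 RPM or more in replicates 1 and 3, the median log2 ratio of replicate 3 to replicate 1 was -0.27 (quartiles -1.96 and 1.66), and over the 6 sarcomere genes among them 2.01. A second cell in the preparation of replicate 3, uneven amplification of single transcripts and a cell further along in differentiation stay open and were not tested.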

How the results depend on the processing

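The alternatives were planned, except PCA on the genes of S5 to S8 Tables and the centroid distance, which were added after the result was seen. The log2 differences of 101 named genes kept their sign in every setting run. For genes named because all 3 cells lay above or below the other 9, that was nearly fixed in advance. Means, medians, added RPM and left-out cells cannot turn their sign. The other genes were chosen by the study on these same cells. With 1 and 100 RPM added, 62 and 78 of the 101 moved by at least their spread over cells. Of 26 direct contrasts between subpopulations, all but Rbpj kept their sign without each cell in turn. Cardiac transcription factors stayed above 0 in the EHF Nkx2-5+/Tbx5+ CPs in every setting. There, sarcomere and contractile genes had a median of 5.18 with a minimum of 50 RPM; first heart field genes had 1.51 with 100 RPM added, 3.47 with the median over cells and 1.59 with no minimum, and 2.44 to 3.14 without each cell in turn. Canonical WNT pathway components there had -0.20 with 100 RPM added, -0.32 with means of logs, -0.091 with the median over cells and -0.18 with no minimum. The non-canonical WNT ligands and receptors and WNT inhibitors had 0 with the median over cells, -0.039 with no minimum and -0.0028 without the 2 cells with the fewest genes. BAF chromatin remodelling subunits ranged from -0.0054, reversed without EHF Nkx2-5+/Tbx5+ replicate 2, to 1.48. In the EHF Nkx2-5+ CPs, second heart field genes had -0.83 with 1 and -0.11 with 100 RPM added, 0.10 with means of logs, 0.24 with the median over cells, 0.0066 with no minimum, -1.28 without the 2 cells, and -1.29 to -0.42 without each cell in turn. In the EB Nkx2-5+ CPs, canonical WNT pathway components had 0.26 with 100 RPM added, 0.36 with no minimum, 1.68 with 50 RPM, and 0.49 to 1.20 without each cell in turn. NOTCH pathway components had -0.0073 and -0.16 with no minimum and with 50 RPM, and -0.29 (without EB Nkx2-5+ replicate 1) to 1.73; epithelial-mesenchymal transition and mesenchyme genes had 0.76 with means of logs and 0.97 with the median over cells. PCA ratios, in the order EB Nkx2-5+, EB Tbx5+, EHF Nkx2-5+ and EHF Nkx2-5+/Tbx5+, were 1.81, 1.25, 0.766 and 0.769 on centred RPM, and 2.61, 0.875, 0.866 and 0.762 with 50 RPM. For EB Tbx5+ CPs the ratio was 1.00 on standardised log2 values, 0.898 on centred ones (EB Nkx2-5+ 1.97), 0.954 in 2 components (EHF Nkx2-5+/Tbx5+ 0.768) and 1.01 in all. Without each cell in turn the PCA ratios ranged over 0.771 to 2.53, 0.884 to 1.48, 0.865 to 1.48 and 0.808 to 1.58. The additions gave ratios of 6.36, 9.39, 3.94 and 4.02 on the genes of S5 to S8 Tables, which the study chose because they part these cells, and centroid distances of 28.1, 24.2, 28.9 and 43.9. The Spearman correlation over all genes above 0 RPM was 0.568 within and 0.554 between subpopulations, and with a minimum of 50 RPM 0.336 between them. Genes detected, as a median over the cells, were 4870.5 at 1 RPM or more against 7844.5 above 0. For each of these moved results the cause was not tested. Keeping the highest row per symbol changed nothing, since no symbol has more than 1. No paired analysis was possible because replicate numbers count cells within a subpopulation and link no cell to another. Depth limits values under 0.0791 to 0.240 RPM, worth 3 reads, and the few cells limit the rest.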

Differences from the paper's values

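No planned comparison of a value with the paper's own differed; the centroid distance given here was chosen after the result was seen. The depths match those of S3 Table. The paper describes the EHF Nkx2-5+/Tbx5+ CPs as relatively distinct in the PCA. Their ratio of outer to inner distance was 0.946, the lowest of the 4 subpopulations, in the setting used throughout. In simulated cells this ratio was 0.831 with changes in 1 group and 1.06 without, so a low ratio does not speak against the paper. The distance between centroids put these CPs farthest, at 43.9. Without EHF Nkx2-5+/Tbx5+ replicate 3 the ratio was 1.58. Among the settings of the PCA, the genes of S5 to S8 Tables, chosen after seeing the values, gave a ratio of 4.02 there, with higher ratios in the EB subpopulations.

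The paper counts genes of oxidative phosphorylation among those enriched in the EHF Nkx2-5+/Tbx5+ CPs. The list of nuclear genes of oxidative phosphorylation had 23 of 56 higher there, with a median of -0.31. That was at the 42.7th percentile of matched random lists, so the list was not set apart from them. Without EHF Nkx2-5+/Tbx5+ replicate 3 the median was 0.10, and against the EHF Nkx2-5+ CPs alone 0.14. Of the list's genes S8 Table holds Ndufa9, which was higher (1.60), and Sdhb, which was lower (-2.40). The paper finds negative regulators of canonical WNT signalling enriched in these cells. A list of non-canonical WNT ligands and receptors and WNT inhibitors had 3 of 9 higher and a median of -0.79, at the 20.4th percentile. Wnt5a, whose mean of 9.42 RPM is just under the minimum, was not among the 9. With no minimum the median was -0.039. The genes the paper names, Wnt5a (2.19) and Ror2 (3.82), were higher, and Sfrp5 was above 0 there alone. The paper places genes of the SHF among those enriched in the EHF Nkx2-5+ CPs. The SHF list had 2 of 7 higher and a median of -0.51, while Fgf8 (0.94) and Fgf10 (0.40), which the paper names for this field, were higher. Foxp2, a list member that the paper does not name for it, was higher too (1.61). Settings set before the data were examined that put the median of the second heart field genes above 0 were means of logs, the median over cells (at the 97.6th percentile) and no minimum RPM (at the 98.4th).

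The fold columns of S5 to S8 Tables hold values that no fold change between means can hold. Their log2 equals the difference in mean RPM, as for Smarcd3 with 371 RPM, so they are 2 raised to that difference, and 2, 3, 7 and 4 entries share the largest size printed in the column, with either sign. The tests in those tables took cells as replicates. Read by eye, the heat map of Fig. 3B seems to show the cells of each subpopulation in the order 3, 2, 1 of the deposited columns, which was not tested.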

Other observations

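The comparisons in this part were planned, while the genes named and the percentiles between 2 subpopulations were chosen after values were seen. Between the stages, the EHF Nkx2-5+ CPs had lower canonical WNT components than the EB Nkx2-5+ CPs, with 6 of 16 higher and a median log2 difference of -1.75 (0.470th percentile of matched random lists), and lower NOTCH components, with 2 of 9 higher (-1.74, 3.75th). Matched genes were lower too, with a median over random lists of -0.34 for WNT, -0.43 for NOTCH and -0.41 for S phase genes, so NOTCH lies within the middle 95% of random lists; EHF Nkx2-5+ replicate 2 had few genes at 1 RPM or more (3073) and replicate 3 the fewest aligned reads. Ctnnb1 had -2.78, Lef1 -3.43 and Notch1 -2.14. Cardiac transcription factors had 5 of 10 higher and a median of 0.42, with Nkx2-5 at 2.25, and sarcomere genes a median of 0. Genes of S phase had 7 of 21 higher in the EHF Nkx2-5+ CPs (-1.55, 0.390th) and genes of G2 and mitosis 13 of 21 (0.54, 98.9th); the study chose 4 genes of the WNT list, 2 of NOTCH and 5 of S phase on the EB Nkx2-5+ CPs, so these percentiles are not independent evidence. Against the other 9 cells, the EB Nkx2-5+ CPs had 4 of 21 genes of G2 and mitosis higher, with a median of -0.89 at the 1.15th percentile; the mitotic kinase gene Aurka was at 0, 13.8 and 25.3 RPM there and at 201, 21.1 and 53.0 RPM in the EHF Nkx2-5+ CPs.

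The EB Tbx5+ CPs had 2 of 12 genes of BMP and SMAD signalling higher, with a median of -1.09 at the 2.52th percentile; the BMP target gene Id1 was at 88.9, 10.3 and 108 RPM (-3.33), while Bmp4 was higher. The medians of this list in the EB Nkx2-5+, EHF Nkx2-5+ and EHF Nkx2-5+/Tbx5+ CPs were -0.33, 0.11 and -0.29. Genes of endothelium and blood, 3 measured, had a median of 1.13 in the EB Nkx2-5+ CPs, with Kdr at 0.0360, 395 and 0 RPM and Gata2 at 0.216, 105 and 1.84 RPM, so replicate 2 led both. Genes of endoderm, 4 measured, had a median of 0.18 in the EHF Nkx2-5+/Tbx5+ CPs, and the 2 measured genes of neural ectoderm and epiblast 0.25 in the EB Nkx2-5+ CPs. Against the EHF Nkx2-5+ CPs, the EHF Nkx2-5+/Tbx5+ CPs had 17 of 22 genes of ER chaperones and the secretory pathway higher (1.75, 99.95th percentile) and 7 of 9 NOTCH components (1.13, 85.6th). Of the PCR markers of the study, Cfc1, a coreceptor of NODAL that the paper required in CPs, was at 0.0720, 0.0882 and 45.3 RPM in the EB Nkx2-5+ CPs. In the EB Tbx5+ CPs it was at 0.0272, 60.5 and 108 RPM. EB Nkx2-5+ replicates 1 and 2 held 2 and 2 reads of Cfc1 and EB Tbx5+ replicate 1 held 1, so Cfc1 was seen there only as a trace. Reads this few neither bear out nor contradict the PCR call in these cells, and why they were few was not tested. Sox17, an endoderm factor whose absence in PCR was also required, was at most at 0.0895 RPM in the 12 cells. Of 12 cells, 4 had Xist, 9 a gene of the Y chromosome and 3 both above 3 reads, so how many embryos gave the cells is left open. Whether the preparations with both held cDNA of more than 1 cell was not tested.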
